# Targeted DamID in *C. elegans* reveals a direct role for LIN-22 and NHR-25 in antagonizing the epidermal stem cell fate

**DOI:** 10.1126/sciadv.abk3141

**Published:** 2022-02-04

**Authors:** Dimitris Katsanos, Michalis Barkoulas

## Abstract

Transcription factors are key players in gene networks controlling cell fate specification during development. In multicellular organisms, they display complex patterns of expression and binding to their targets, hence, tissue specificity is required in the characterization of transcription factor–target interactions. We introduce here targeted DamID (TaDa) as a method for tissue-specific transcription factor target identification in intact *Caenorhabditis elegans* animals. We use TaDa to recover targets in the epidermis for two factors, the HES1 homolog LIN-22, and the NR5A1/2 nuclear hormone receptor NHR-25. We demonstrate a direct link between LIN-22 and the Wnt signaling pathway through repression of the Frizzled receptor *lin-17*. We report a direct role for NHR-25 in promoting cell differentiation via repressing the expression of stem cell–promoting GATA factors. Our results expand our understanding of the epidermal gene network and highlight the potential of TaDa to dissect the architecture of tissue-specific gene regulatory networks.

## INTRODUCTION

Development of animals and plants involves the reproducible formation of complex forms starting from single cells. This remarkable transformation requires genetic information to be decoded in a manner that allows cell type diversity to emerge through spatiotemporal control of gene expression. In this process, transcription factors (TFs) are prominent players as they participate in gene regulatory networks that govern robust cell fate specification, often acting in a combinatorial way (*1*). Therefore, elucidating the architecture of developmental gene networks by identifying the participating TFs and their biologically relevant targets is of paramount importance in the endeavor to understand how specialized cells and tissues are formed (*2*).

An important type of cells in the *Caenorhabditis elegans* epidermis are the seam cells, which follow a stem cell–like pattern of symmetric and asymmetric divisions throughout larval development to produce most epidermal nuclei (*3*). Proliferative symmetric divisions occur at the second larval stage and increase the stem cell pool, whereas asymmetric cell divisions at each larval stage generate differentiated hypodermal or neuronal cells while maintaining the total seam cell number through self-renewal. The highly reproducible nature of *C. elegans* development allows the use of this model to reveal the mechanisms underlying the balance between cell proliferation and differentiation. As in other stem cell contexts, Wnt signaling plays a key role in seam cell maintenance and the regulation of seam cell division patterns. In the canonical Wnt pathway, β-catenin is targeted for degradation in the absence of Wnt ligand binding to receptors. Upon Wnt receptor activation, β-catenin is stabilized, enters the nucleus, and along with the TF POP-1, a T cell factor/lymphoid enhancer factor ortholog, activates Wnt target genes (*4*). The Wnt/β-catenin asymmetry is a modified version of the Wnt pathway adapted for the purposes of asymmetric cell division, where asymmetric distribution of Wnt pathway components polarizes the mother cell and leads to asymmetric inheritance of the potential for Wnt pathway activation in the two daughter cells following division (*4*).

Besides Wnt signaling, a number of conserved TFs have been identified to influence cell fate decisions in the epidermis. For example, RNT-1 is the *C. elegans* Runx homolog and has been shown to act together with its binding partner BRO-1/ CBFβ to promote symmetric seam cell divisions (*5*). Mutations in Runx genes and CBFβ are known to cause various leukaemias in humans (*6*). Another example is the HES1 homolog and basic helix-loop-helix (bHLH) TF LIN-22, which acts to suppress neurogenesis in seam cells (*7*) and maintain correct patterning, possibly by antagonizing the Wnt signaling pathway (*8*). The GATA family of TFs is linked to various types of cancer in humans and related factors in *C. elegans*, such as ELT-1 and EGL-18, are thought to specify seam cell fate (*9*–*11*). Last, the NR5A1/2 homolog NHR-25 is a key example of a TF within the nuclear hormone receptor (NHR) family and regulates the establishment of cell-to-cell contacts in the seam, while it acts more broadly in vulval development, molting, and neurogenesis in the T lineage (*12*–*15*).

Despite considerable gain in knowledge on individual TFs playing a role in epidermal development, we still have a limited understanding of the underlying gene network and how this drives the decision between cell proliferation and differentiation. This is largely due to the fact that most identified components are still disconnected from each other, or when interactions are known, these remain at the genetic level. Identification of direct TF targets has been predominantly pursued by chromatin immunoprecipitation (ChIP) experiments in *C. elegans* (*16*–*18*). DNA adenine methyltransferase identification (DamID) offers an alternative way to reveal targets by fusing a TF of interest to the Dam methyltranferase from *Escherichia coli* (*19*). This enzyme mediates site-specific methylation in the adenine of GATC sequences (*20*, *21*). A key requirement in DamID methods is keeping the levels of Dam expression very low to avoid toxicity and saturated methylation of DNA (*19*, *22*). An additional challenge in multicellular systems is to characterize DNA-protein interactions with tissue-specific resolution. This has been previously achieved using recombinase-based systems to allow expression of Dam fusions in specific cells at low levels defined by the basal transcription from noninduced heat shock promoters (*22*, *23*). Targeted DamID (TaDa), first described in flies (*24*), achieves keeping low levels of Dam fusion expression by making use of a specific transgene configuration where an unrelated primary open reading frame (ORF) (usually *mCherry)* is introduced followed by two STOP codons and a frameshift preceding the Dam fusion as a second ORF (Fig. 1A). Because of the universal property of eukaryotic ribosomes to reinitiate translation after a STOP codon at a reduced frequency (*25*), this transgene design results in low levels of expression of the Dam-TF fusion in the tissue of interest as defined by the specific promoter used (Fig. 1A). This method has been used for TF target investigation in *Drosophila* to dissect mechanisms of neuronal fate determination (*26*) and in mammalian stem cell lines to characterize the binding profile of pluripotency factors (*27*).

**Fig. 1.**
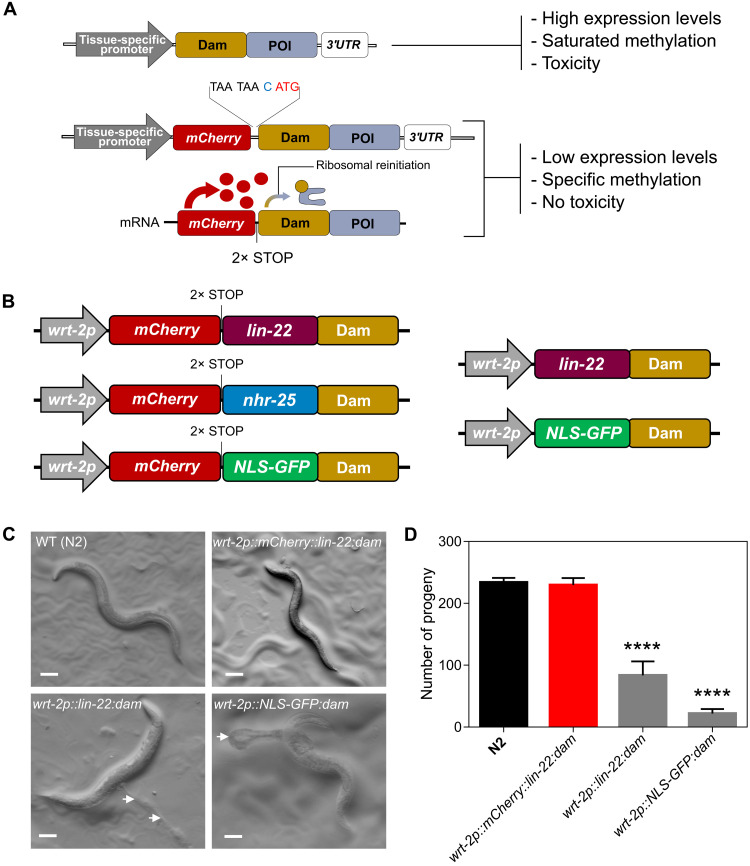
TaDa transgene design prevents animal toxicity. (**A**) Schematic showing the bicistronic design of TaDa with a primary ORF of *mCherry* followed by two STOP codons and a frameshift, which permits low levels of tissue-specific expression of a fusion between the protein of interest (POI) and Dam. (**B**) Illustration of the key features of single-copy transgenes used in this study for LIN-22 and NHR-25 target identification by TaDa (left). Transgenes used to assess the requirement of an *mCherry* primary ORF to prevent toxicity and high methylation levels are shown on the right. (**C**) Representative images of adult wild-type (WT) and transgenic animals carrying TaDa fusions. Note that animals carrying *lin-22:dam* or *NLS-GFP:dam* fusions, that is, in the absence of the primary *mCherry* ORF, show aberrant phenotypes. White arrows point to internal tissue outside the animal body. Scale bars, 100 μm. (**D**) Quantification of brood size in the above strains. Note defect in brood size in animals carrying *lin-22:dam* and *NLS-GFP:dam* fusions (*n* = 15). In (D), error bars indicate SEM, and black stars indicate statistically significant differences in the means with a one-way ANOVA followed by a Dunnett’s test (****P < 0.0001).

In this study, we introduce TaDa as a powerful method to identify TF targets in *C. elegans* and use it to identify targets of LIN-22 and NHR-25 in the epidermis. Using single-molecule fluorescence in situ hybridization (smFISH) and genetic analysis, we validate changes in target expression upon perturbation of LIN-22 or NHR-25 activity. Our results suggest a role for these two TFs in promoting cell differentiation via repression of Wnt signaling and stem cell–promoting TFs. Our findings expand our knowledge of the gene network underlying epidermal cell fate decisions and provide a methodological framework toward resolving regulatory networks in specific tissues.

## RESULTS

### TaDa circumvents Dam-associated toxicity and allows the recovery of TF-specific methylation profiles

To improve our understanding of the gene network underlying epidermal cell fate patterning, we chose to study two TFs, the bHLH factor LIN-22 and the nuclear hormone receptor NHR-25. We focused on LIN-22 because previous work implicated this factor in Wnt-dependent seam cell patterning, although its direct targets remained unknown (*7*, *8*). NHR-25 is also a key player in epidermal development, and targets had been only explored at the whole-organism level using ChIP sequencing (ChIP-seq) (*14*, *16*). To profile TF targets by TaDa in the epidermis, we constructed transgenes consisting of TF-Dam fusions under the *wrt-2* promoter, which drives expression primarily in the seam cells and hypodermis during larval development (*28*). We used a *C. elegans*–optimized *mCherry* as the primary ORF, followed by two STOP codons and an extra nucleotide for frameshift before the TF-Dam (*lin-22:dam* and *nhr-25:dam)* or control (*NLS-GFP:dam*) fusions, the latter used as a reference to capture background levels of methylation (Fig. 1B). We also designed a versatile backbone to allow the assembly of N- or C-terminal fusions of any other TF with Dam under any promoter of interest (fig. S1A).

Induced ubiquitous Dam expression by a heat shock promoter has been shown to produce saturated methylation and toxicity (*19*, *20*). To test the necessity of adopting the bicistronic TaDa design, we constructed *lin-22:dam* fusions with and without *mCherry* as the primary ORF (Fig. 1B) and inserted these into the genome as single-copy transgenes. We found that transgenic lines lacking the *mCherry* primary ORF displayed developmental defects and significantly reduced brood size compared to animals containing a primary ORF (Fig. 1, C and D). Aberrant phenotypes in the absence of the primary ORF were likely due to high levels of Dam expression because they were observed in strains carrying both *lin-22:dam* and *NLS-GFP:dam* fusions and correlated with increased amount of DNA methylation (fig. S1B). We therefore conclude that the TaDa transgene configuration reduces toxicity in *C. elegans*, which is consistent with what has been reported in other systems (*19*, *24*).

We then tested the TaDa transgenes for expression and functionality of the fusion. The expression of *mCherry* was used as proxy to confirm the spatial localization of the TF-Dam fusions. Microscopy at the L4 stage revealed low *mCherry* expression in the seam cells, as expected in single copy transgenics (fig. S2A). Single copy transgenes cannot be used for rescue experiments because the TaDa design results in low level of expression of the TF-Dam fusions. However, we reasoned that functionality could be assessed using a multicopy transgenesis assay, where an increase in copy number may allow rescuing loss-of-function mutations or inducing ectopic phenotypes. For example, *lin-22(icb38)* mutants show an increase in the number of postdeirid (PDE) neurons, and this phenotype was suppressed in transgenics carrying the *lin-22:dam* construct as an extrachromosomal array and not in animals carrying *NLS-GFP:dam* fusions (fig. S2B). Furthermore, the *nhr-25:dam* fusion as a multicopy array recapitulated the increase in seam cell number that is caused by epidermal overexpression of *nhr-25*, while this phenotype was not observed in *NLS-GFP:dam* controls (fig. S2C).

We chose to profile animals at the L2 stage, when the seam cells are still proliferative, and the L4 stage when seam cell divisions are completed. To this end, we sequenced amplicons derived from methylated genomic sequences for both TFs at these two stages and processed the data using the damidseq pipeline (*29*). 

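In TaDa, a TF is fused to a Dam methylase, which methylates GATC sites near the DNA that the TF occupies, and the methylated fragments are amplified and sequenced. The *lin-22:dam* fusion and its *NLS-GFP:dam* control, a nuclear fluorescent protein tied to the same methylase, were both driven in the epidermis by the *wrt-2* promoter. LIN-22 is a basic helix-loop-helix factor of the Hairy/Enhancer of Split family. Populations were collected at L2 (24 h after egg preparation) and at L4 (48 h), with 2 replicates per strain and stage, so that each *lin-22:dam* profile rests on 2 fusion and 2 control samples. The authors mapped single-end reads to WBcel235 with Bowtie 2 (v2.3.4) inside damidseq_pipeline (v1.4.5) and computed a normalized log2(*lin-22:dam*/NLS-GFP:dam) ratio for each GATC fragment of the genome. They did so for all 4 pairings of a fusion with a control sample of the same stage, averaged the 4 profiles and called peaks on the average with find_peaks at an FDR under 0.05. The processed values are ratios without read counts, so the depth of a sample is not known from them, and the paper's methods give usable reads only as a range over all samples. Error from counting reads could therefore not be separated from other differences between replicates.
Each library was rebuilt from the pairings of its stage, a fusion replicate as the mean of its 2 comparisons and a control as the deviation of its 2 comparisons from the mean of all 4. What a sum of a fusion term and a control term left unexplained in the 4 comparisons had an SD of 0.0830 at L2 and 0.0281 at L4, against 0.188 and 0.197 for the difference between *lin-22:dam* replicates. The signal of a promoter was the length-weighted mean log2 ratio from 5000 bp upstream to 500 bp downstream of the start of a gene, the window that the paper takes as promoters when it compares peaks. Promoters of 19984 protein-coding genes (Ensembl release 115) were tested with limma, 2 fusion against 2 control libraries, and p was adjusted over all promoters. Peaks were used as the authors called them, and a gene counted as a target when the center of a peak lay between 6000 bp upstream of its start and 1000 bp downstream of its end.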

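NHR-25 is a nuclear hormone receptor that acts in epidermal development and molting. The *nhr-25:dam* samples had *NLS-GFP:dam* controls of their own, collected at the same stages, which brings the study to 16 samples, 8 with a TF fusion and 8 controls. The *nhr-25:dam* fusion holds the coding sequence of *nhr-25* amplified from cDNA, whereas *lin-22* was amplified from a fosmid. The log2 ratios of *nhr-25:dam* spread more widely than those of *lin-22:dam*. Their SD over fragments was 0.945 to 1.43 in single *nhr-25:dam* comparisons and 0.393 to 0.563 in single *lin-22:dam* comparisons. The difference between *nhr-25:dam* replicates had an SD over fragments of 1.27 at L2 and 0.892 at L4, and that between their controls 0.459 at L2 and 0.267 at L4. In the *lin-22:dam* experiment, the controls differed with an SD of 0.155 at L2 and 0.166 at L4. Between 7.34 and 32.8% of fragments had a ratio of exactly 0 in a single comparison of either fusion. The authors' steps and the tests were as for *lin-22:dam*, with the ratio taken to the controls of the same experiment and stage, and the depth of these samples is likewise not known from the processed values.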

We generated normalized aligned read count maps to evaluate replicate reproducibility and assess the level of correlation between samples. High level of correlation was observed within TF-Dam or control sample comparisons rather than between them (fig. S3, A and B). 

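The genome-wide pattern of *lin-22:dam* methylation was more alike between replicates than that of *nhr-25:dam*, although the difference between the fusions was not tested. Between *lin-22:dam* profiles that share no library, Pearson's r over all GATC fragments was 0.858 ± 0.0281 (SD of 2 pairs of profiles) at L2 and 0.886 ± 0.0135 at L4. Between *nhr-25:dam* profiles that share no library, it was 0.462 ± 0.00227 at L2 and 0.625 ± 0.00744 at L4. Spearman's rho was 0.427 at L2 and 0.557 at L4 for *lin-22:dam* and 0.275 at L2 and 0.406 at L4 for *nhr-25:dam*.
The regions that stood out as peaks recurred between replicates in every profile. When peaks were called on single comparisons, 84.3 ± 1.73% of *lin-22:dam* L2 peaks and 83.0 ± 1.04% of *lin-22:dam* L4 peaks (SD, n = 4 values, from 2 pairs of comparisons in 2 directions) overlapped a peak of the comparison that shares no library. For *nhr-25:dam*, 45.6 ± 1.63% of L2 peaks and 60.3 ± 1.39% of L4 peaks did so. Random placement of the peaks on their chromosomes gave 6.49% and 5.83% for *lin-22:dam* and 4.80% and 4.71% for *nhr-25:dam* (permutation p = 0.002 for each profile, the smallest that 1000 placements can give). These correlations are across fragments, which are not independent replicates, and fusion and control samples could not be correlated separately because read counts per sample are not given in the sources used here.

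**Figure D1:**
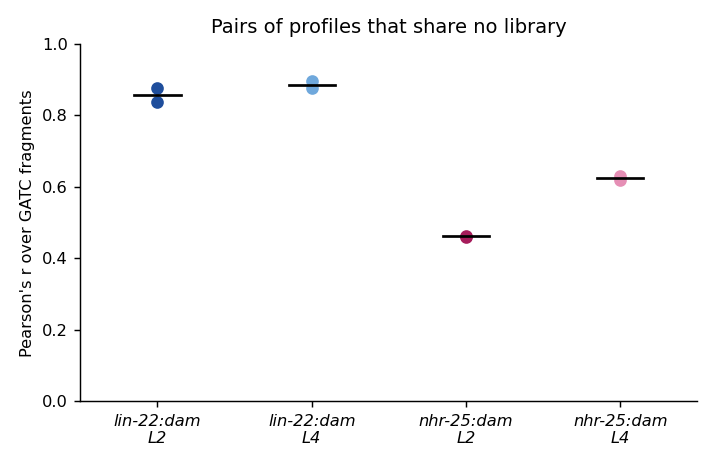
Pearson's r over GATC fragments (vertical axis) between log2(TF:dam/NLS-GFP:dam) profiles that share no library, for each fusion and stage (horizontal axis). Each point is 1 of 2 pairs of profiles and the line is their mean, which lies between 0.462 for *nhr-25:dam* L2 and 0.886 for *lin-22:dam* L4.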

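The 4 *lin-22:dam* replicates lay on one side of the first principal component of the log2 ratios and the 4 *nhr-25:dam* replicates on the other. This component held 44.9% of the variance among the 8 replicates and the second held 26.1%. The *lin-22:dam* profiles of L2 and L4 correlated with r = 0.703 over fragments, and the *nhr-25:dam* profiles of L2 and L4 with r = 0.631. Across the fusions, r lay between 0.172 (*lin-22:dam* L4 with *nhr-25:dam* L4) and 0.308 (*lin-22:dam* L2 with *nhr-25:dam* L2). Replicates of the 2 fusions lay at a root-mean-square distance of 1.17 log2 units per fragment, against 0.788 between stages of the same fusion and 0.643 between replicates of the same fusion and stage. The *lin-22:dam* replicates of a stage lay close together, at 0.193 log2 units, and the *nhr-25:dam* replicates further apart, at 1.09. The largest distance between replicates of one fusion and stage, 1.27, exceeded the smallest between replicates of different fusions, 0.978. This depended on scale, since with each replicate divided by its SD the largest was 0.991 and the smallest 1.18, with 0.394 between *lin-22:dam* and 0.927 between *nhr-25:dam* replicates of a stage. The *NLS-GFP:dam* samples enter the ratios only as their denominator and so have no position of their own among the replicates. Separation was measured as a distance and not tested. Replicates of a fusion and stage share their 2 controls, whereas stages and fusions do not. Differences between controls therefore enter only the distances between stages and between fusions. The fusions were also run in separate experiments with controls of their own. A difference between fusions thus cannot be told apart from one between experiments.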

Control *NLS-GFP:dam* samples were found to cluster separately from TF-Dam samples using principal component analysis (fig. S3C), and separate clustering was observed for the *lin-22:dam* and *nhr-25:dam* samples (fig. S3D). These results highlight that TF-Dam fusions produce specific and distinct methylation patterns compared to control fusions.

### NHR-25 and LIN-22 binding profiles overlap with regulatory regions of the genome

To investigate the profile of signal enrichment across the genome, we compared *TF:dam* and *NLS-GFP:dam* sample pairs and calculated the normalized log_2_(*TF:dam/NLS-GFP:dam*) ratio scores per GATC fragment. 

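At L2, *lin-22:dam* signal was higher than that of the control over the promoters of 2320 genes and lower over 541, at an adjusted p under 0.05 from limma. At L4, it was higher over 5183 promoters and lower over 1166. Among the highest nuclear promoters that passed at L2 were those of *tmc-2*, which encodes a transmembrane channel-like protein, with a log2 ratio of 1.63 (standard error 0.28, adjusted p = 0.0461 from limma), and *sup-12*, which encodes a splicing regulator of muscle, with 1.54 (adjusted p = 0.0424). The promoters of *pat-9*, a zinc finger gene needed in body wall muscle, and *sma-9*, a zinc finger gene of the body size pathway, had log2 ratios of 1.52 (adjusted p = 0.0464) and 1.51 (adjusted p = 0.0422). Among the highest nuclear ones that passed at L4 were those of *pkn-1*, which encodes a protein kinase N, with 1.72 (standard error 0.40, adjusted p = 0.0455 from limma), and *ddr-2*, which encodes a discoidin domain receptor, with 1.70 (adjusted p = 0.0404). The promoter of *tax-6*, which encodes a subunit of calcineurin, had 1.68 (adjusted p = 0.0398), and that of *sma-9* had 1.67 (adjusted p = 0.0470). The median over all promoters was 0.0036 at L2 and 0.018 at L4. At L2 it lay between 0.0022 without *lin-22:dam* replicate 2 and 0.0065 without replicate 1, and was 0.0059 without *NLS-GFP:dam* replicate 1.
These calls rest on 4 libraries per stage. At L2, 0 promoters were higher without *lin-22:dam* replicate 1, 0 without *lin-22:dam* replicate 2 and 0 without *NLS-GFP:dam* replicate 1, where limma gave 3071, 3991 and 3407 at an unadjusted p under 0.05, and 7 were higher without *NLS-GFP:dam* replicate 2. At L4, 4866 were higher without *lin-22:dam* replicate 1, and 0 without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, where limma gave 5640, 5724 and 4201 at an unadjusted p under 0.05. In each of these fits the lone sample of a group was taken to vary like the others. Without 1 *lin-22:dam* replicate, the variance rests on the 2 controls alone. These differed somewhat less than the fusion replicates, with an SD over fragments of 0.155 against 0.188 at L2 and 0.166 against 0.197 at L4. Passing in such a fit therefore does not show that a call holds. With a promoter window of 2000 bp upstream, limma called 0 promoters higher at L2, with 3329 at an unadjusted p under 0.05, and 2400 at L4. With 1000 bp upstream, it called 0 at L2, with 2877 at an unadjusted p under 0.05, and 1080 at L4. Under these windows, limma called 0 promoters lower at L2, where 1772 and 1634 were lower at an unadjusted p under 0.05. At L4, it called 536 and 210 lower. Without any 1 library, it called fewer lower promoters at either stage than with all 4. With fusion and control numbers as a block, which share only a number, it called 2722 higher and 442 lower at L2, and 0 and 0 at L4, where 6186 were higher and 1951 lower at an unadjusted p under 0.05. Without 1 library, the promoters of *tmc-2*, *sup-12*, *pat-9* and *sma-9* at L2 had adjusted p between 0.0743 and 0.606. Those of *pkn-1*, *ddr-2*, *tax-6* and *sma-9* at L4 kept an adjusted p of at most 0.0211 without *lin-22:dam* replicate 1, and had 0.0644 to 0.610 without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2.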

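At L4, *nhr-25:dam* signal was higher than that of the control over 1154 promoters (adjusted p under 0.05 from limma). The highest nuclear promoter was that of *blmp-1*, which encodes a zinc finger TF of epidermal development, with a log2 ratio of 4.97 (standard error 0.41, adjusted p = 0.0191 from limma). The promoter of *lin-26*, a zinc finger gene needed for epidermal fate, had a log2 ratio of 3.68 (standard error 0.26, adjusted p = 0.0191 from limma), and that of *dlg-1*, which encodes a scaffold protein of epithelial junctions, had 3.44 (standard error 0.32, adjusted p = 0.0191 from limma). The promoter of the cuticle collagen gene *col-166* had 3.51, that of the zinc finger gene *ztf-16* 3.35 and that of *hpo-2* 4.61, each with an adjusted p of 0.0191. At L2, the corresponding log2 ratios were 4.59 for *blmp-1*, 4.89 for *lin-26* and 4.25 for *dlg-1*, with an adjusted p of 0.112 for each. The 11 promoters that were higher at L2 all belong to genes of the mitochondrial genome, while 5093 promoters had an unadjusted p under 0.05. Without a variance trend, limma called 1068 higher at L2, and with each profile divided by its SD 0, with 4641 at an unadjusted p under 0.05. The median over all promoters was 0.20 at L2 and 0.12 at L4. At L4 it was -0.0041 without *nhr-25:dam* replicate 1 and 0.23 without replicate 2.
At L4, 0 promoters were lower than the control, while 435 were lower at an unadjusted p under 0.05 from limma. Without *nhr-25:dam* replicate 1, 4136 were lower, and without *nhr-25:dam* replicate 2, 1647. Fits without 1 *nhr-25:dam* replicate take their variance from the 2 controls alone. These differed less than the fusion replicates, with an SD over fragments of 0.267 against 0.892 at L4 and 0.459 against 1.27 at L2. A promoter that passes in such a fit is therefore not shown to hold. With a window of 2000 bp upstream, the adjusted p of *dlg-1* at L4 was 0.217 from limma. At L2, *blmp-1*, *lin-26* and *dlg-1* had an adjusted p of at most 0.0326 without *nhr-25:dam* replicate 1 and 0.0253 without *nhr-25:dam* replicate 2, and of 0.651 or more without either control. The number of higher promoters at L4 was 4676 without *nhr-25:dam* replicate 1, 13796 without *nhr-25:dam* replicate 2, 700 without *NLS-GFP:dam* replicate 1 and 694 without *NLS-GFP:dam* replicate 2. With a window of 2000 or 1000 bp upstream it was 392 and 73, and with fusion and control numbers as a block 2258. At L2 it was 6438 without *nhr-25:dam* replicate 1 and 5452 without *nhr-25:dam* replicate 2.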

An example of these ratios covering 1 Mb of sequence is shown in fig. S3E. To address whether the observed signal enrichment is likely to reflect TF binding, we first focused on putative targets of LIN-22 and NHR-25 inferred by genetic analysis or ChIP-seq experiments, respectively. We observed significant enrichment in the *lin-22:dam* profiles near the Frizzled receptor *lin-17*, the Hox gene *mab-5*, and the *C. elegans achaete-scute* homolog *lin-32*, which are reported to be genetic interactors of *lin-22* (Fig. 2A) (*7*, *8*). 

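The promoters of *lin-17*, which encodes a Frizzled receptor for Wnt signals, *mab-5*, a Hox gene of posterior body regions, and *lin-32*, a proneural gene, all had higher *lin-22:dam* than control signal at both stages. Peaks lay upstream of *lin-17* and *mab-5* at L2 and L4, and over *lin-32* at L2. The *lin-17* gene (WBGene00003006) lies on chromosome I of WBcel235 from 2706883 to 2717549 on the plus strand. Its L2 peak, from 2702714 to 2706369, is centered 2.342 kb upstream and had a mean log2 ratio of 1.82 ± 0.28 (SD, n = 2 replicates). At L4, a shorter peak from 2705557 to 2706369 had 2.25 ± 0.20. The *lin-17* promoter as a whole had a log2 ratio of 1.31 (standard error 0.22, adjusted p = 0.0448 from limma) at L2 and 0.82 (standard error 0.095, adjusted p = 0.0191 from limma) at L4. The *mab-5* gene (WBGene00003102) lies on chromosome III from 7776835 to 7783454 on the minus strand. Its L2 peak, from 7788150 to 7789613, is centered 5.427 kb upstream and had a mean of 2.09 ± 0.10, and the L4 peak from 7788150 to 7789527 had 1.54 ± 0.19. The promoter of *mab-5* had a log2 ratio of 0.20 (adjusted p = 0.0330) at L2 and 0.13 (adjusted p = 0.0223) at L4. The *lin-32* gene (WBGene00003018) lies on chromosome X from 2229055 to 2230122 on the minus strand, and its L2 peak, from 2228412 to 2230022, overlaps its end and had a mean of 1.80 ± 0.17. Its promoter had a log2 ratio of 0.22 (adjusted p = 0.0325) at L2 and 0.15 (adjusted p = 0.0345) at L4, where no peak was assigned to it.
The L2 calls of *lin-17*, *mab-5* and *lin-32* did not hold without *lin-22:dam* replicate 1, *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, where adjusted p lay between 0.0724 and 0.523. At L4, adjusted p without *lin-22:dam* replicate 1 was 0.0207 for *lin-17*, 0.0350 for *mab-5* and 0.0818 for *lin-32*, and without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2 it lay between 0.0686 and 0.161 for the 3 genes. With a promoter window of 2000 bp upstream, which leaves out its peaks, *mab-5* had 0.017 (adjusted p = 0.566) at L2 and 0.0098 (adjusted p = 0.773) at L4 (over all alternatives, adjusted p ran from 0.0265 to 1.00 at L2 and 0.0106 to 0.840 at L4).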

With regard to the *nhr-25:dam* profiles, significant enrichment was found in regions near the putative target genes *idh-1* and *rpl-3,* as well as the *nhr-25* locus itself, supporting previous evidence for self-regulation (Fig. 2B) (*14*). 

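Peaks of *nhr-25:dam* lay over the start of *idh-1*, which encodes an isocitrate dehydrogenase, over the start of *rpl-3*, which encodes a ribosomal protein, and upstream of, inside and just behind *nhr-25* itself. At L4, the promoters of *nhr-25* and *idh-1* had higher signal than the control. The *nhr-25* gene (WBGene00003623) lies on chromosome X of WBcel235 from 13008493 to 13013964 on the plus strand. Its highest L2 peak, from 13009428 to 13010399, had a mean log2 ratio of 6.32 ± 0.27 (SD, n = 2 replicates), and the L2 peak centered 4.325 kb upstream, from 13003317 to 13005019, had 3.64 ± 1.35. At L4, the widest peak ran from 13006167 to 13010228 with a mean of 3.38 ± 0.57. The *nhr-25* promoter had a log2 ratio of 2.26 (standard error 0.29, adjusted p = 0.0230 from limma) at L4, and 1.86 at L2 (adjusted p = 0.112). The *idh-1* gene (WBGene00010317) lies on chromosome IV from 9439078 to 9441107. Its peak means were 5.44 ± 0.18 at L2, from 9440749 to 9442197, and 5.43 ± 0.46 at L4, from 9439807 to 9440634. This L4 peak is the higher of 2 and lies inside the gene, and the other, over the start, had a lower mean. The *idh-1* promoter had a log2 ratio of 1.49 (standard error 0.17, adjusted p = 0.0209 from limma) at L4 and 1.69 (adjusted p = 0.112) at L2. The *rpl-3* gene (WBGene00004414) lies on chromosome III from 3867854 to 3869587, and its peaks had means of 3.44 ± 0.071 at L2 and 2.34 ± 0.74 at L4. Its promoter had a log2 ratio of 0.83 (adjusted p = 0.111) at L4 and 1.41 (adjusted p = 0.139) at L2.
The transgene carries a copy of the *nhr-25* coding sequence. The 12 fragments of the locus with coding exons had a mean of 2.11 ± 0.14 at L2 and 1.47 ± 0.13 at L4, against 4.43 ± 1.26 and 2.88 ± 0.13 for the 10 fragments of the gene without one and 1.57 ± 0.041 and 1.98 ± 0.39 for the 10 fragments upstream. Without *nhr-25:dam* replicate 1 or 2 or *NLS-GFP:dam* replicate 1 or 2, the L4 promoters of *nhr-25* and *idh-1* kept an adjusted p of at most 0.0169, and that of *rpl-3* had 9.10e-12 without *nhr-25:dam* replicate 2 and 0.0939 or more without any other library. At L2, *nhr-25* and *idh-1* passed without *nhr-25:dam* replicate 1 (adjusted p of at most 0.0326) and replicate 2 (0.0253), and *rpl-3* without replicate 2 (0.0299). In fits without 1 *nhr-25:dam* replicate, the variance rests on the 2 controls alone, so passing in them does not show that a call holds. The paper takes up genes proposed before as targets to ask whether the enrichment is likely to reflect binding. It takes the signal over *nhr-25* as adding to earlier evidence that the gene regulates itself.

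**Figure D2:**
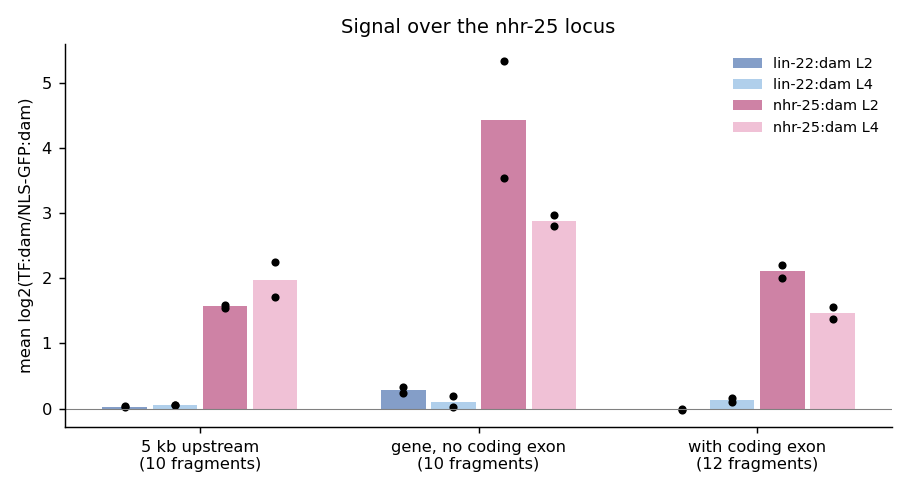
Mean log2(TF:dam/NLS-GFP:dam) ratio (vertical axis) over the GATC fragments of the *nhr-25* locus, in fragments upstream of the gene, in the gene without a coding exon and with a coding exon (horizontal axis), for each profile. Bars are means of 2 replicates and points are the replicates, and *nhr-25:dam* L2 reached 4.43 over the gene's fragments without a coding exon.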

Qualitative inspection of these enrichment profiles suggested a preference for enrichment in intergenic regions (Fig. 2, A and B). 

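Sequence just upstream of protein-coding genes carried more signal than the genes themselves in all 4 profiles. Over 19973 nuclear protein-coding genes, the 1 kb before the start exceeded the gene body by 0.0414 ± 0.00149 log2 units for *lin-22:dam* at L2 and by 0.0462 ± 0.00717 at L4 (SD, n = 2 replicates). For *nhr-25:dam*, it exceeded the gene body by 0.102 ± 0.0125 at L2 and by 0.116 ± 0.00458 at L4. The upstream means were 0.0767 and 0.124 for *lin-22:dam* and 0.380 and 0.232 for *nhr-25:dam*, and the gene body means 0.0353 and 0.0779 for *lin-22:dam* and 0.278 and 0.116 for *nhr-25:dam*, at L2 and L4. The gene body mean of *nhr-25:dam* at L4 was 0.228 in replicate 1 and 0.00446 in replicate 2. Going along the 5 kb upstream in steps of 250 bp, *lin-22:dam* signal was highest in the last step before the start in all replicates, and *nhr-25:dam* signal in the step before it. Among the 6308 genes whose upstream neighbor is at least 2 kb away, the excess was 0.0755 and 0.0773 for *lin-22:dam* and 0.168 and 0.184 for *nhr-25:dam*. Each excess is larger than its SD between replicates, and no further test was made because neighboring genes share fragments.

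**Figure D3:**
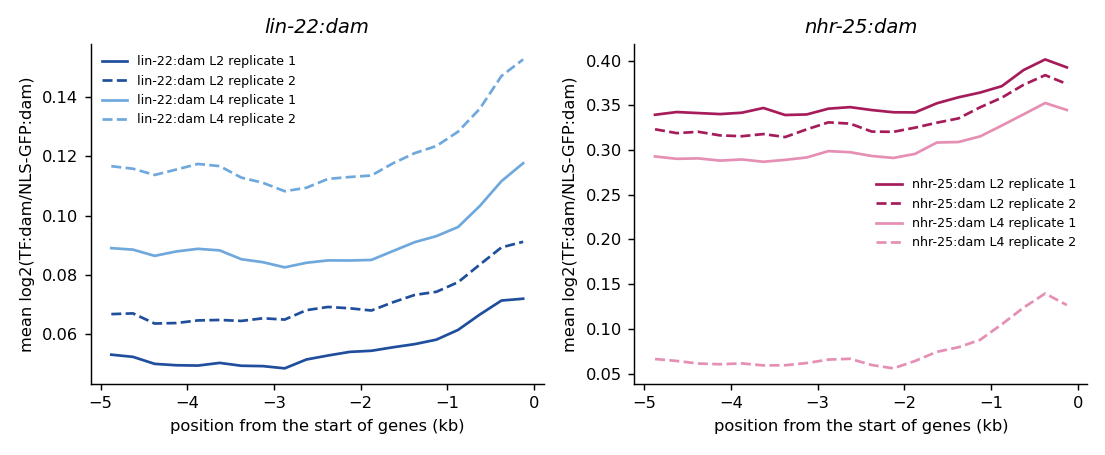
Mean log2(TF:dam/NLS-GFP:dam) ratio (vertical axes) against position upstream of the start of protein-coding genes in kb (horizontal axes), for *lin-22:dam* and *nhr-25:dam* on separate scales. Lines are single replicates, and the highest values, in the last 500 bp before the start, run from 0.0720 for *lin-22:dam* L2 replicate 1 to 0.401 for *nhr-25:dam* L2 replicate 1.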

Aggregate genome-wide signal profiles showed increased average enrichment scores in upstream sequences proximal to the transcriptional start site (TSS) of protein coding genes (Fig. 2C).

**Fig. 2.**
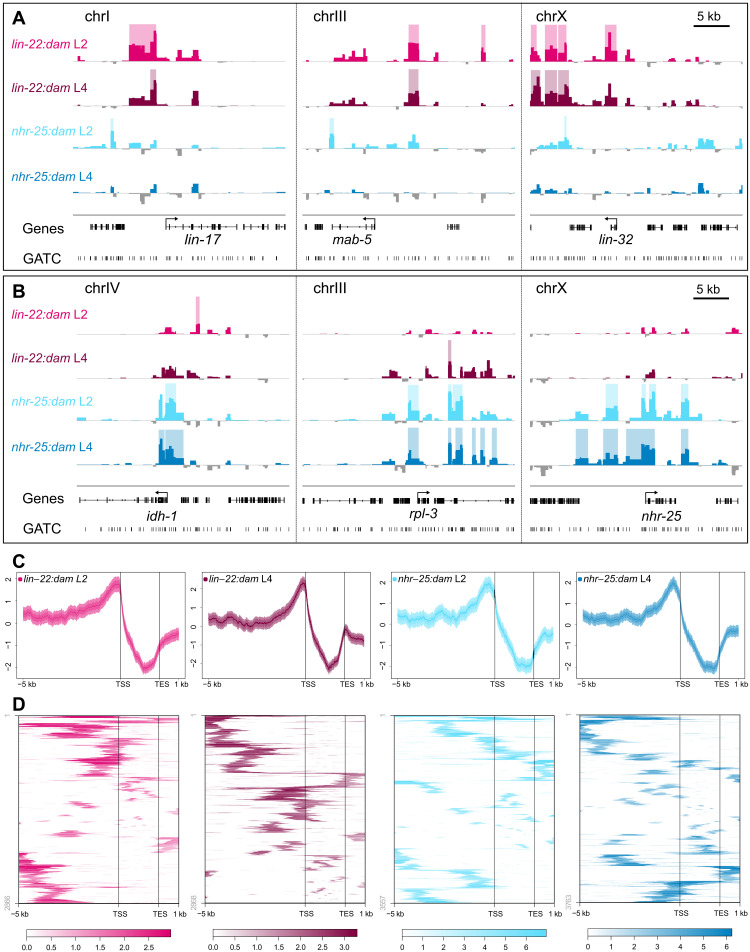
LIN-22 and NHR-25 binding signal is enriched in upstream gene regulatory regions. (**A** and **B**) Examples of signal profiles in selected regions associated with putative target genes. Shaded regions indicate statistically significant peaks (FDR < 0.05). The *y* axes represent log_2_*(TF:dam*/*NLS-GFP:dam)* scores (data range for *lin-22:dam*: −1 to 3.5 and for *nhr-25:dam*: −3 to 8). Scale bar length is 5 kb as indicated. (**C**) Aggregation plots depicting average enrichment scores in 10-bp bins for regions of equal length across all of the specified genomic features indicated on the *x* axes. Strong enrichment preference is seen upstream to gene regions. Plots show 5 kb upstream of the TSS of genes to 1 kb downstream of the TES, with gene bodies pushed into a 2-kb pseudo-length. *Y* axes are *z* scores for the plotted sequence length and shaded areas represent 95% confidence intervals. (**D**) Heatmaps representing the hierarchically clustered localization and enrichment score of all statistically significant peaks (FDR < 0.05) within 5 kb upstream and 1 kb downstream of a gene.

Statistical processing of the signal profiles was used to identify significant peaks. 

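Peaks of *lin-22:dam* were wider and lower than those of *nhr-25:dam*. The *lin-22:dam* lists hold 1965 regions at L2 with a median width of 1206 bp and 1972 at L4 with 1098.5 bp, and the *nhr-25:dam* lists hold 2044 at L2 with 923.5 bp and 2169 at L4 with 986 bp. Together they cover 2.87 and 2.59 Mb for *lin-22:dam* and 2.28 and 2.54 Mb for *nhr-25:dam*. The median peak score, on the log2 scale, was 1.78 and 2.07 for *lin-22:dam* and 4.15 and 3.30 for *nhr-25:dam*. The highest score of every profile belongs to the only peak on the mitochondrial genome, 8.17 and 8.77 for *lin-22:dam* and 10.99 and 10.27 for *nhr-25:dam*. The highest nuclear peaks reached 4.24 and 5.30 for *lin-22:dam* and 10.31 and 9.89 for *nhr-25:dam*. A second calling of peaks on the averaged profiles, by runs of high fragments against shuffled profiles, gave 2179 and 2148 regions for *lin-22:dam*, of which 88.8 and 91.2% overlapped a region of the lists, and 2352 and 2295 for *nhr-25:dam*, of which 86.7 and 94.1% did. Under an FDR of 0.01 in place of 0.05, 1317, 1296, 1400 and 1317 peaks were left, in the same order. Differences between fusions in number, width or score were not tested.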

We found 1965 and 1972 peaks for *lin-22:dam* at the L2 and L4 stages and 2044 and 2169 peaks for *nhr-25:dam*, a complete list of which is shown in table S1. Hierarchical clustering of the localization and score of those peaks that lie between 5 kb upstream and 1 kb downstream of genes was consistent with a preference for signal enrichment in upstream to TSS regions (Fig. 2D). The localization of the peaks in relation to genes was further dissected by assigning peaks to their single-closest gene. 

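Of the peaks, 95.3 and 95.4% of those of *lin-22:dam* and 96.5 and 96.8% of those of *nhr-25:dam*, at L2 and L4, had a protein-coding gene within reach, 6000 bp upstream to 1000 bp downstream. Peaks upstream of a gene, as at *lin-17* and *mab-5*, or over its start, as at *cki-1* and *mom-1*, together made up 48.1% of assigned *lin-22:dam* L2 peaks (95% Clopper-Pearson interval 45.8 to 50.4%) and 44.9% at L4 (42.6 to 47.2%). For *nhr-25:dam*, they made up 43.2% at L2 (41.0 to 45.4%) and 45.2% at L4 (43.0 to 47.3%). Random placement of the same peaks gave 36.8 and 36.7% for *lin-22:dam* and 35.5 and 35.9% for *nhr-25:dam* (permutation p = 0.002 for each profile, the smallest that 1000 placements can give). Peaks strictly upstream were 24.5 and 21.4% for *lin-22:dam* and 22.1 and 22.4% for *nhr-25:dam*, and those over the start 23.6 and 23.5% and 21.0 and 22.8%. Peaks over the end of a gene, as at *lin-32*, were 9.08 and 9.88% for *lin-22:dam* and 11.0 and 11.1% for *nhr-25:dam*. These intervals cover the counting of peaks only, not the choice of the window or the annotation.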

For all profiles, most of the peaks (>94%) were assigned to genes, with the largest proportion of peaks (between 41.2 and 47.3%) found to be upstream to or overlapping the TSS of their assigned gene (Fig. 3A). From the peaks classified as upstream of genes, approximately half (46 to 54%) localized within the first 2 kb upstream. 

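Which share of upstream peaks lay within 2 kb of their gene depended on the genes used. With protein-coding genes alone, for *lin-22:dam*, 196 of 459 upstream peaks (42.7%) at L2 and 171 of 402 (42.5%) at L4 had their center within 2 kb of the start. For *nhr-25:dam*, 215 of 437 (49.2%) at L2 and 237 of 471 (50.3%) at L4 did so. With genes of every biotype, the shares were 55.7 and 56.6% for *lin-22:dam* and 61.7 and 63.3% for *nhr-25:dam*. The peaks of *mom-5*, which encodes a Frizzled receptor, and *cwn-2*, which encodes a Wnt ligand, lie beyond 2 kb, at 2.601 and 2.883 kb. Distances were taken to the start of the outermost annotated transcript of each gene, and no test was made.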

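Peaks inside a gene made up 38.2 and 39.7% of assigned *lin-22:dam* peaks and 40.3 and 38.1% of assigned *nhr-25:dam* peaks, at L2 and L4. Of these, 28.7% (205 of 715) at L2 and 31.7% (237 of 748) at L4 lay in introns alone for *lin-22:dam*. For *nhr-25:dam*, 24.9% (198 of 796) at L2 and 24.0% (192 of 801) at L4 did so. Peaks of *lin-22:dam* lie inside *lit-1*, which encodes a Nemo-like kinase, and *bar-1*, which encodes a beta-catenin, and peaks of *nhr-25:dam* lie inside the GATA factor genes *egl-18* and *elt-1*. Exons of every transcript of a gene were pooled before introns were taken, so that sequence counted as intron only where no transcript has an exon.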

A high proportion of peaks were found to be within genes, but around a quarter of those (24.3 to 28.5%) were exclusively residing within introns, which are known to contain regulatory elements (Fig. 3A) (*30*). In stark contrast, a very small percentage of peaks (4.2 to 9%) were found exclusively within exons. 

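Few peaks inside genes touched exons alone. For *lin-22:dam*, these were 34 peaks (4.76%) at L2 and 32 (4.28%) at L4. For *nhr-25:dam*, 79 (9.92%) at L2 and 76 (9.49%) at L4 lay in exons alone. The difference between the fusions was not tested.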

A complete list of assigned peaks can be found in table S2.

**Fig. 3.**
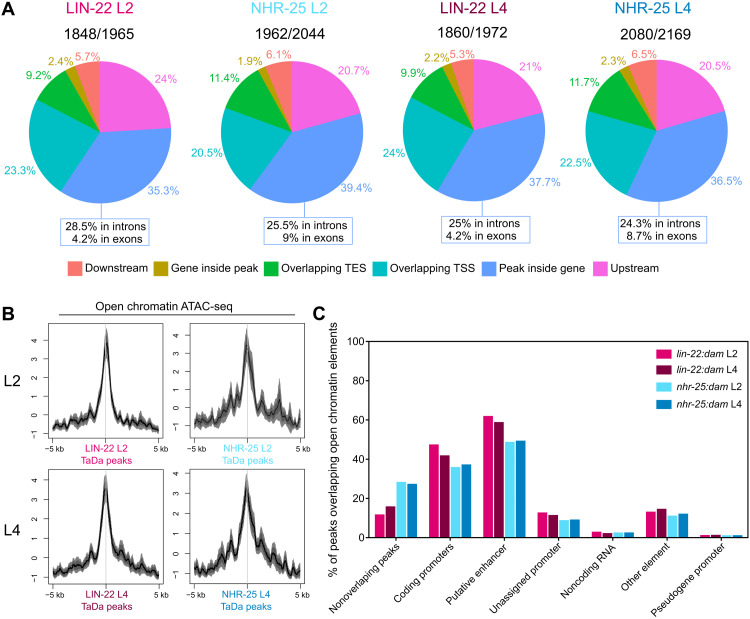
LIN-22 and NHR-25 peaks largely overlap genomic regions with regulatory potential. (**A**) Pie charts indicate the proportions of peaks residing in various genomic locations. Peaks were assigned to the single closest gene when their center coordinate was found within 6 kb upstream and 1 kb downstream of the TSS and TES, respectively, of a gene. Ratios above pie charts show the number of assigned peaks to the total number of significant peaks found. The proportions of peaks within genes with exclusive intron or exon localization are indicated under the pie charts. (**B**) Aggregation plots of open chromatin signal from ATAC-seq L2 and L4 data (*31*) over LIN-22 and NHR-25 TaDa L2 and L4 peaks, respectively. Note increased chromatin openness at the sites of peaks. *Y* axes are *z* scores for the plotted sequence length, and shaded areas represent 95% confidence intervals. The ±5 kb around the peak centers is shown. (**C**) Proportions of total peaks for each indicated TF at each stage overlapping with different categories of regulatory annotated open chromatin elements. A single TF peak may overlap with more than one open chromatin element.

To consolidate the link between the identified peaks and putative regulatory regions of the genome, we studied the overlap between our data and open chromatin signal tracks from assays for transposase-accessible chromatin using sequencing (ATAC-seq) performed on whole-animal L2 and L4 *C. elegans* (*31*). TaDa peaks for both TF-Dam fusions showed increased average chromatin openness compared to neighboring regions (Fig. 3B). The genome-wide overlaps were highly significant (*P <* 0.0001 by Monte Carlo simulations) with most peaks overlapping either coding promoters (35.2 to 46.7%) or putative enhancers (48 to 61.2%) (Fig. 3C). We finally investigated the overlap between our data and tissue-specific open chromatin elements at the L4 stage described in a recent study (*32*). We found significant overlap with hypodermally enriched accessible chromatin (10.8 to 41.5%, *P <* 0.0001) in comparison to other tissues like neurons (3.4 to 2.4%) or the germ line (0.8 to 1.7%) where the overlap was not significant. Together, the overall localization profiles of TaDa peaks strongly support that TaDa signal is likely to reflect genuine LIN-22/NHR-25 binding sites.

### Comparisons of peak localization profiles across methods and TFs

To compare our TaDa results against other methods, we used two published ChIP-seq datasets for NHR-25 binding at L1 and L2 stages from Shao *et al* (*14*) and Araya *et al.* (*16*). Initial qualitative assessment of the signal tracks showed some promising agreement (Fig. 4A). At a genome-wide level, aggregate signal of the *nhr-25:dam* L2 and L4 over all ChIP-seq L1 and L2 peaks, or vice versa, exhibited strong overlapping localization (Fig. 4B), supporting the similarity of peak profiles across methods. Both the L2 and L4 *nhr-25:dam* peaks showed significant localization overlaps by Monte Carlo simulations across the genome with the 683 peaks of the NHR-25 ChIP-seq L1 (reanalyzed in this study) and the 5980 peaks of the ChIP-seq L2 datasets (Fig. 4C). For example, we found a substantial overlap with the L2 ChIP-seq dataset, with approximately 37% (726 peaks) and 38.5% (835 peaks) of the total L2 and L4 *nhr-25:dam* peaks overlapping respectively. It is of note that in 75% of the 726 *nhr-25:dam* L2 peaks overlapping the ChIP-seq L2 peaks, the overlap included the highest enriched GATC fragment within the broader TaDa peak.

**Fig. 4.**
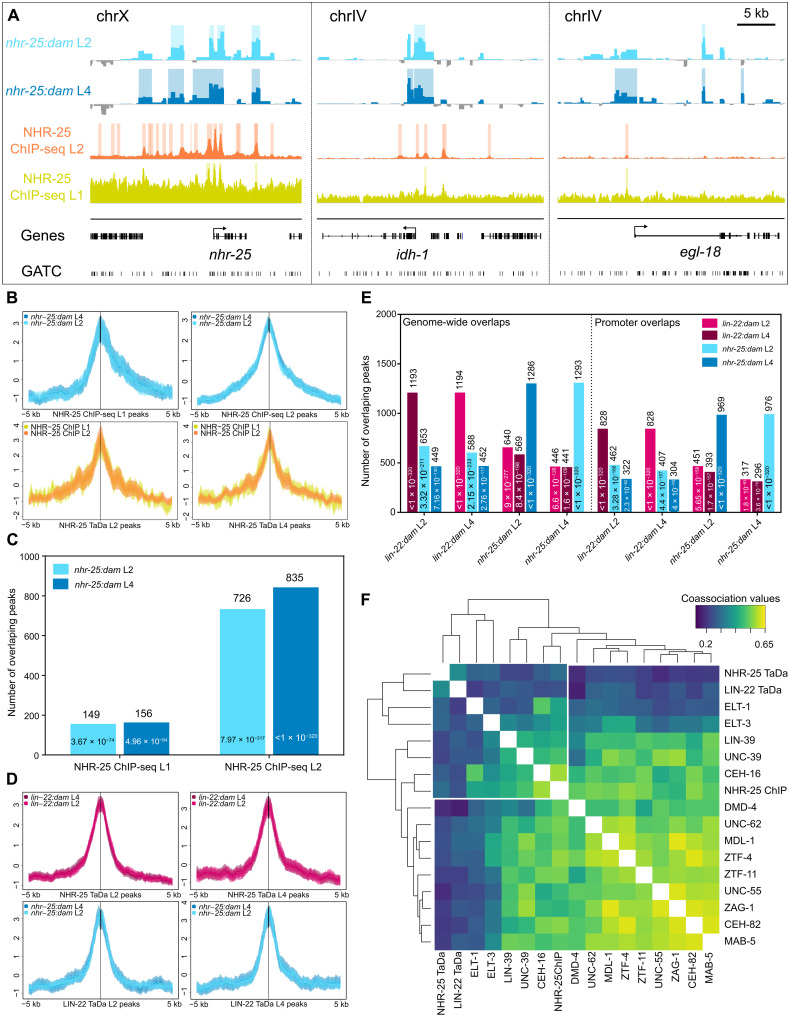
Peak localization profiles align with ChIP-seq data and reveal overlap between the two TFs. (**A**) Snapshots of *nhr-25:dam* TaDa and ChIP-seq profiles from L1 (*14*) and L2 (*16*) staged animals. Shaded regions indicate statistically significant peaks (FDR < 0.05). The *y* axes represent log_2_*(nhr-25:dam*/*NLS-GFP:dam)* scores for TaDa and fragment pile-up per million reads score for ChIP-seq. (**B**) Aggregation plots showing enrichment of *nhr-25:dam* signal over NHR-25 ChIP-seq peaks and vice versa. (**C**) Graph indicating the number of overlapping peaks between *nhr-25:dam* TaDa and NHR-25 ChIP-seq. (**D**) Aggregation plots of *lin-22:dam* signal over NHR-25 TaDa peaks and vice versa. (**E**) Graph showing the number of overlapping peaks between all sample comparisons and across the whole genome (left) or restricted to promoter regions (right). (**F**) Hierarchical clustering of symmetrized coassociation values for all pairwise comparisons between peak localization patterns. Peak profiles are taken from previous ChIP-seq experiments at the L2 stage (*17*) or our TaDa results. Note the separate clustering of TaDa peaks together with epidermal factors. In (B) and (D), *y* axes represent *z* scores for ±5 kb sequence around the peak centers, and shaded areas represent 95% confidence intervals. In (C) and (E), the exact number of peaks is shown above the bars and *P* values from Monte Carlo simulations inside the bar.

We then examined the overlap between the TaDa peak profiles identified for the two TFs. 

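Over all peaks of the other fusion, the log2 ratio was higher than in the flanks by more than the SD between replicates, in every pair of profiles. The ratio of *lin-22:dam* at the center of *nhr-25:dam* L2 peaks exceeded that 3 to 5 kb away by 0.52 ± 0.05 at L2 and 0.47 ± 0.01 at L4 (SD, n = 2 replicates), and over *nhr-25:dam* L4 peaks by 0.30 ± 0.03 at L2 and 0.33 ± 0.01 at L4. The ratio of *nhr-25:dam* at the center of *lin-22:dam* L2 peaks exceeded that of the flanks by 1.27 ± 0.09 at L2 and 0.50 ± 0.21 at L4, and over *lin-22:dam* L4 peaks by 1.01 ± 0.03 at L2 and 0.44 ± 0.16 at L4. Over their own peaks, the excess was 1.53 and 1.72 for *lin-22:dam* and 3.75 and 3.08 for *nhr-25:dam*. Over *nhr-25:dam* peaks that overlap no *lin-22:dam* peak, the excess of *lin-22:dam* was 0.02 (L2 peaks) and 0.01 (L4 peaks) at L2, and -0.01 and 0.01 at L4. Over *lin-22:dam* peaks that overlap no *nhr-25:dam* peak, the excess of *nhr-25:dam* was 0.49 ± 0.095 (L2 peaks) and 0.26 ± 0.049 (L4 peaks) at L2, and -0.13 ± 0.20 and -0.18 ± 0.15 at L4. Leaving out peaks that overlap one of the fusion measured lowers the excess by construction.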

The *lin-22:dam* signal showed an increased average preference to map onto NHR-25 TaDa peaks in comparison to adjacent regions, and the same was true for *nhr-25:dam* signal on LIN-22 peaks (Fig. 4D). Since LIN-22 and NHR-25 both participate in epidermal development, it is conceivable that this similarity may reflect genuine proximity or overlap of TF binding sites. Alternatively, the shared peaks could also reflect genomic sites where promiscuous binding of multiple TFs may occur. These regions, usually referred to as high-occupancy target (HOT) regions, have been previously determined in ChIP-seq experiments (*16*). TaDa peaks showed significant (*P* < 0.0001 by Monte Carlo simulations) yet smaller overlap with HOT regions compared to ChIP-seq (8% for *nhr-25:dam* as opposed to 34% for NHR-25 ChIP-seq L2 peaks). It is of note that less than a third of the common peaks between ChIP-seq and TaDa overlapped with HOT regions. Furthermore, of the 2167 HOT regions found in L2 (*16*), 13% were overlapping with TaDa NHR-25 L2 peaks, as opposed to 83% with NHR-25 ChIP-seq L2 peaks.

To further investigate the overlap between the TaDa profiles for the two TFs, all the pairwise comparisons were made and found to be nonrandom by Monte Carlo simulations. Around 60% of peaks of each profile overlapped across the two stages for the same TF, whereas <33% overlapped across TFs (Fig. 4E, left). 

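Peaks recurred between stages of the same TF more often than between TFs. Of the *lin-22:dam* L2 peaks, 1199 (61.0%) overlapped an L4 peak, and 1200 (60.9%) of the L4 peaks overlapped an L2 peak. For *nhr-25:dam*, 1306 L2 peaks (63.9%) overlapped an L4 peak and 1292 L4 peaks (59.6%) an L2 peak. Across the TFs at L2, 660 of the *lin-22:dam* peaks (33.6%, 95% Clopper-Pearson interval 31.5 to 35.7%) overlapped a peak of *nhr-25:dam*, and 671 *nhr-25:dam* peaks (32.8%) overlapped one of *lin-22:dam*. At L4, 461 *lin-22:dam* peaks (23.4%) and 475 *nhr-25:dam* peaks (21.9%) did so. Between *lin-22:dam* L2 and *nhr-25:dam* L4, 476 (24.2%) and 479 (22.1%) peaks overlapped, and between *lin-22:dam* L4 and *nhr-25:dam* L2, 587 (29.8%) and 607 (29.7%). The shares of *nhr-25:dam* L2 depended on single libraries. With *nhr-25:dam* L2 peaks called without *nhr-25:dam* L2 replicate 2, 433 *lin-22:dam* L2 peaks (22.0%) overlapped one of *nhr-25:dam*, and 437 *nhr-25:dam* peaks (18.9%) overlapped one of *lin-22:dam*. Called in this way, 429 *nhr-25:dam* L2 peaks (18.6%) overlapped a *lin-22:dam* L4 peak. All 12 comparisons were above random placement on the chromosomes, by 4.23 to 12.8 times (permutation p = 0.002 for each, the smallest that 1000 placements can give). Among the genes with peaks of both TFs at both stages were *mom-5*, *mig-14* and *lit-1* of the Wnt pathway, *cki-1*, which encodes a cyclin-dependent kinase inhibitor, and *rnt-1*, which encodes a Runx factor of seam cell division.

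**Figure D4:**
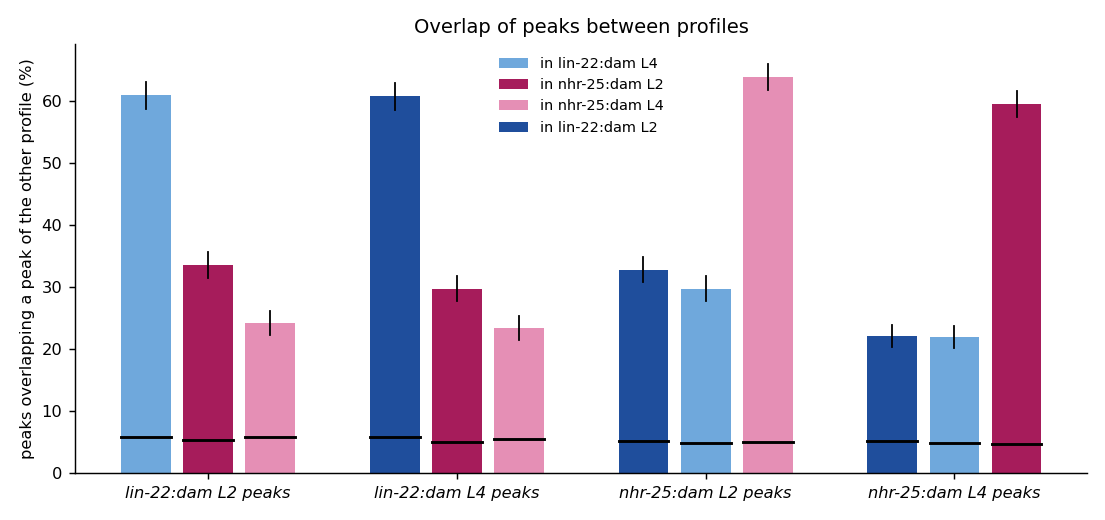
Percent of the peaks of each profile (groups along the horizontal axis) that overlap a peak of another profile (colors), with 95% Clopper-Pearson intervals as vertical lines. Horizontal lines mark the mean of 1000 random placements, and the bars run from 21.9 to 63.9%.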

To avoid *P* value inflation when interrogating the entire genome while TF binding sites are expected to localize on promoters, overlaps and their statistical significance were recalculated for promoter regions only (defined here as 5 kb upstream to 500 bp downstream of TSS). 

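Most regions where peaks of different profiles overlapped lay at least in part in promoters, the sequence from 5000 bp upstream to 500 bp downstream of the start of protein-coding genes. Between *lin-22:dam* L2 and *nhr-25:dam* L2, this held for 462 of the overlapped *lin-22:dam* peaks (70.0%) and 474 of the overlapped *nhr-25:dam* peaks (70.6%). Between *lin-22:dam* L4 and *nhr-25:dam* L4, it held for 298 *lin-22:dam* peaks (64.6%) and 310 *nhr-25:dam* peaks (65.3%). Between *lin-22:dam* L2 and *nhr-25:dam* L4, it held for 334 (70.2%) and 339 (70.8%), and between *lin-22:dam* L4 and *nhr-25:dam* L2 for 396 (67.5%) and 415 (68.4%). Between stages, it held for 824 *lin-22:dam* L2 peaks (68.7%) and 826 L4 peaks (68.8%), and for 987 *nhr-25:dam* L2 peaks (75.6%) and 976 L4 peaks (75.5%). By their centers, 1252 of 1965 and 1252 of 1972 *lin-22:dam* peaks and 1424 of 2044 and 1513 of 2169 *nhr-25:dam* peaks at L2 and L4 lay in promoters whether they overlapped or not. A count by centers is unlike the shares above, which take in any part of a promoter, so whether overlapped peaks stand apart was not tested. The shares were not set against random placement.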

Again, we found promoter overlaps to be highly significant (Fig. 4E, right) and represented most of the genome-wide overlaps (67 to 72%). In addition, less than a third (24.3 to 32.5%) of the overlaps in promoters across TF peaks occurred in HOT regions, suggesting that LIN-22 and NHR-25 may share targets during epidermal development.

To dissect the tissue specificity of the binding profile of LIN-22 and NHR-25, we compared it to peak profiles for various TFs from ChIP-seq experiments conducted at L2 from the modERN database (*17*). We included TFs known to act specifically in the epidermis, such as ELT-1 and ELT-3, along with others that play broader roles in development including neurogenesis to investigate the global peak localization pattern these TFs exhibit. Profile-wide comparisons of peak localization between factors based on overlap and proximity statistics can provide a measure of coassociation and statistically rank factors to highlight the broader similarity of their binding (*33*). Previous calculations of coassociation matrices have shown that TFs clustering together often regulate the same targets or act in the same tissue (*16*, *17*). We found that our NHR-25 and LIN-22 TaDa datasets cluster together with the epidermal ELT-1 and ELT-3 TFs, while ChIP-seq and TaDa profiles for NHR-25 did not cluster together (Fig. 4F). Since NHR-25 also acts in nonepidermal cells, which is likely to be captured in ChIP-seq but not in the TaDa profiles, this may explain the distinct positioning of the NHR-25 binding profile depending on the method via which this profile was acquired (Fig. 4F). These comparisons highlight the value of TaDa in revealing TF binding within a tissue of interest.

### LIN-22 and NHR-25 binding motif identification based on TaDa peaks

Next, we used the identified TaDa peaks to find putative motifs that are associated to TF binding. Sequences restricted to the overlap between L2 and L4 peaks for each factor were used to increase the probability that these contain binding sites. The de novo–identified motif for NHR-25 was consistent with the one previously reported by ChIP-seq (fig. S4A) (*16*, *34*). 

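Receptors of the NHR-25 family bind an extended half-site that reads TGACCTTG on one strand and CAAGGTCA on the other. The peaks of *nhr-25:dam* were rich in this sequence. It occurred in 258 of 2043 nuclear peaks at L2 (12.6%), against 1.65% after random placement on the chromosomes, and in 295 of 2168 at L4 (13.6%), against 1.72% (two-sided permutation p = 0.002 for each stage, the smallest that 1000 placements can give). Per kb of sequence, it was 7.93 times as frequent as in random placements at L2 and 8.13 times at L4. In the 200 highest regions shared by L2 and L4 peaks, 26.5% held it, against 1.94%. The longer form TCAAGGTCA occurred in 5.97% of L2 peaks and 6.41% of L4 peaks, against 0.544 and 0.580%.
Words of 8 bases found in at least 20 of these 200 regions were ranked by their frequency there relative to 400 flanking regions. No such limit was set on the flanks, so ratios and p-values of this ranking lean toward enrichment. GACCTTGA came first, in 46 regions (23.0%) and 7 flanks (1.75%), a ratio of 11.5 with 1 added to the flank count (adjusted p = 4.19e-14 from Fisher's exact test over 2115 words). It was followed by CAAGGTCG and then by CAAGGTCA, in 53 regions and 11 flanks (2.75%), with an adjusted p of 1.46e-14 from the same exact test. In *lin-22:dam* peaks, TGACCTTG occurred in 2.90% at L2, against 2.19% (two-sided permutation p = 0.0340), and in 2.44% at L4, against 1.97% (p = 0.170 from the same permutation test). The L2 excess in *lin-22:dam* did not hold in peaks with an FDR under 0.01 (3.12%, against 2.57%, p = 0.276 from the same permutation test). TCAAGGTCA occurred in 1.17% of *lin-22:dam* L2 peaks, against 0.727% (two-sided permutation p = 0.0280), in 1.44% of those with an FDR under 0.01, against 0.859% (permutation p = 0.0539), and in 0.964% at L4, against 0.649% (permutation p = 0.116). Per kb, its L2 frequency was 1.66 times that of random placements (permutation p = 0.0240), and 1.75 times in peaks with an FDR under 0.01 (permutation p = 0.0380).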

When this motif was run against a database of known motifs (*35*), it showed significant similarity to those of the *nhr-25* human ortholog NR5A1 (*P* = 3.04 × 10^−6^) and mouse ortholog *Nr5a2* (*P* = 2.35 × 10^−5^) (fig. S4B). 

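Factors of the Hairy/Enhancer of Split family bind E-boxes, of which CACRTG (R stands for A or G) is a common form. In nuclear *lin-22:dam* peaks, CACRTG occurred in 1124 at L2 (57.2%), against 45.4% after random placement, and in 1054 at L4 (53.5%), against 42.7% (two-sided permutation p = 0.002 for each stage, the smallest that 1000 placements can give). It was also more frequent in *nhr-25:dam* peaks than after random placement, in 45.7% at L2 against 38.1% and in 44.3% at L4 against 39.5%, with the same p. Per kb, the ratio to random placement was 1.41 and 1.39 for *lin-22:dam* and 1.29 and 1.18 for *nhr-25:dam*. In the 200 highest regions shared by the stages, 66.5% of those of *lin-22:dam* held it, against 52.4%, and 47.0% of those of *nhr-25:dam*, against 44.0% (permutation p = 0.430). The general E-box CANNTG occurred in 97.7 and 97% of *lin-22:dam* peaks, against 94.1 and 93.7%, and in 95.5 and 95.3% of *nhr-25:dam* peaks, against 91.5 and 92.3% (permutation p = 0.002 for each).
Among words of 8 bases found in at least 20 of the 200 highest *lin-22:dam* regions, GAGAGATA, which is not an E-box, was most frequent relative to the flanks. It occurred in 48 regions (24.0%) and 22 of 400 flanks, a ratio of 4.17 with 1 added to the flank count (adjusted p = 6.42e-07 from Fisher's exact test over 3496 words). Words were kept by their count in the regions alone, so ratios and p-values of this ranking lean toward enrichment. The word CACATGTC, which holds the E-box CACATG, ranked 17, in 22 regions (11.0%) and 14 flanks (3.50%), with an adjusted p of 0.0267 from the same test. The E-box CAGSTG (S stands for C or G), chosen after seeing the data, occurred in 54.5 and 49.3% of *lin-22:dam* peaks, against 42.3 and 39.7%, and in 42.2 and 41.6% of *nhr-25:dam* peaks, against 35.4 and 36.8% (permutation p = 0.002 for each). Ranking single words is no full motif search, so the matrix of the paper's motif has no counterpart here.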

The same analysis was carried out for LIN-22 and identified a motif that matches an E-box sequence (5′-CANNTG-3′) (fig. S4A), which matches reported motifs for the human ortholog HES1 (*36*). Comparison to known motifs showed significant similarity to that of the human HEY1 factor (*P* = 3.29 × 10^−3^) and HLH-1/*MyoD* (*P* = 2.45 × 10^−4^) (fig. S4B). Motifs for LIN-22 and NHR-25 that lied within statistically significant peaks that overlapped across the two factors had a mode distance of 277 bp at L2 and 427 bp at L4.

To assess whether the identified motifs broadly represent preference for TF binding as determined in TaDa signal profiles, aggregate signal was mapped onto motif sites. For the NHR-25 motif, the *nhr-25:dam* L2 and L4 signal showed increased average preference for regions that include the motif as opposed to neighboring sequences, while the *lin-22:dam* signal did not show any enrichment (fig. S4C). 

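Around the 1464 genomic copies of TGACCTTG, *nhr-25:dam* signal within 250 bp exceeded that 3 to 5 kb away by 1.11 ± 0.03 log2 units at L2 and 1.00 ± 0.14 at L4 (SD, n = 2 replicates). Around the 495 copies of the longer form TCAAGGTCA, the excess was 1.55 at L2 and 1.34 at L4. The excess of *lin-22:dam* around TGACCTTG was 0.0246 ± 0.00627 at L2 and 0.0122 ± 0.00276 at L4, and around TCAAGGTCA 0.0306 ± 0.000820 and 0.0210 ± 0.00398, above its SD between replicates but far below that of *nhr-25:dam*. The length of GATC fragments sets the resolution of these averages.

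**Figure D5:**
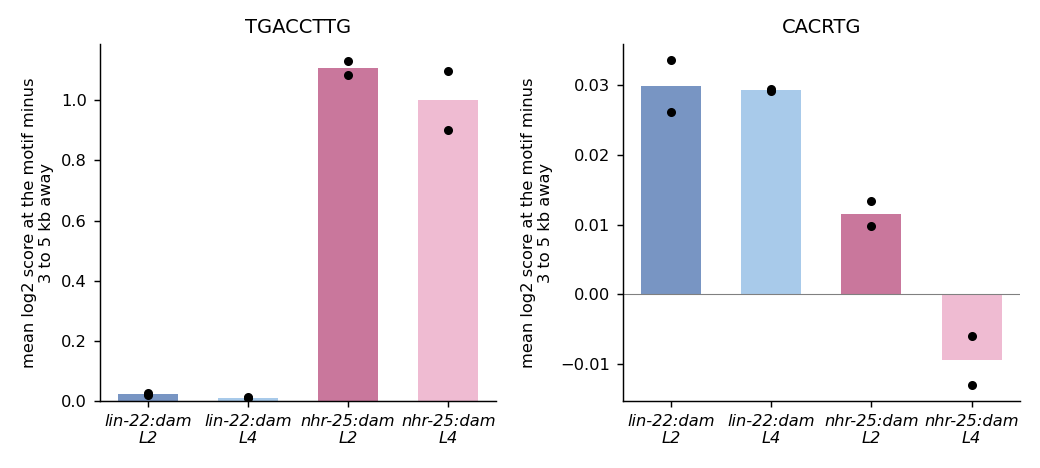
Mean log2(TF:dam/NLS-GFP:dam) ratio within 250 bp of a motif minus that 3 to 5 kb away (vertical axes), for TGACCTTG and CACRTG on separate scales and the 4 profiles (horizontal axes). Bars are means of 2 replicates and points are the replicates, and around TGACCTTG the bars of *nhr-25:dam* stand at 1.11 and 1.00.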

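Around the 52259 genomic copies of the E-box CACRTG, *lin-22:dam* signal exceeded that of its surroundings by 0.0298 ± 0.00520 log2 units at L2 and 0.0292 ± 0.000198 at L4 (SD, n = 2 replicates). For *nhr-25:dam*, the difference was 0.0115 ± 0.00256 at L2 and -0.00942 ± 0.00501 at L4. The 4 differences thus lay above their SD between replicates in size, those of *lin-22:dam* being positive at both stages and those of *nhr-25:dam* of opposite sign at L2 and L4. With CACRTG in promoters alone, the differences were 0.0380 and 0.0363 for *lin-22:dam* and 0.0346 and 0.0134 for *nhr-25:dam*, so that the fusions were close at L2. For *nhr-25:dam*, the difference was 0.00700 at L2 without *NLS-GFP:dam* replicate 2 and -0.00587 at L4 without *nhr-25:dam* replicate 1. Around the general E-box CANNTG, with 414570 copies, the differences were 0.00517 and 0.00200 for *lin-22:dam* and -0.0112 and -0.0218 for *nhr-25:dam*. In promoters alone, they were 0.0133 and 0.00956 for *lin-22:dam* and 0.00963 and -0.00192 for *nhr-25:dam*, and that of *lin-22:dam* at L4 over all copies was 0.00336 without *NLS-GFP:dam* replicate 1 and 0.000638 without *NLS-GFP:dam* replicate 2.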

The reverse relationship was observed when the signal profiles were mapped onto the LIN-22 motif (fig. S4D). Some limited enrichment was observed for *nhr-25:dam* L2 data over the LIN-22 motif, which may be due to the fact that this motif is noisier, thus more frequent in the genome (fig. S4A).

### Characterization of LIN-22 and NHR-25 targets

To identify LIN-22 and NHR-25 putative targets, TaDa peaks were assigned to neighboring genes. 

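Assignment of peaks to every protein-coding gene within reach gave 2814 putative targets for LIN-22 at L2 and 2839 at L4, and 3551 for NHR-25 at L2 and 3730 at L4. Among the LIN-22 targets of both stages were *lin-17* and *mab-5*, and among the NHR-25 targets of both stages were *idh-1*, *rpl-3*, *egl-18* and *elt-1*. When each peak went to its closest gene alone, 1498 and 1507 genes were left for LIN-22 and 1685 and 1795 for NHR-25. With an upstream reach of 2000 bp in place of 6000 bp, there were 1780 and 1835 for LIN-22 and 2226 and 2374 for NHR-25. A gene counts once however many peaks it holds, and the annotation is Ensembl release 115, not release 99 as in the paper's methods.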

Since TF binding peaks may be attributed to regulation of multiple neighboring genes, this assignment resulted in a set of 2809 genes for LIN-22 at L2 and 2833 genes at L4, and 3552 genes for NHR-25 at L2 and 3724 genes at L4 (fig. S5, A and B, and table S2). 

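LIN-22 had 1797 putative targets at both stages, 63.9% of its L2 targets and 63.3% of its L4 targets. This is 3.72 times the number that random gene sets matched on the length of the assignment window gave, 484 on average (two-sided permutation p = 0.0002, the smallest that 10000 random sets can give). They include *lin-17*, *mom-5*, *mig-14*, *lit-1*, *dsh-1*, which encodes a Dishevelled protein, and *gsk-3*, which encodes a kinase of the beta-catenin destruction complex. NHR-25 had 2428 at both stages, 68.4% of its L2 targets and 65.1% of its L4 targets and 3.45 times the matched number, with the same p. They include *bed-3*, a zinc finger gene of molting, *blmp-1*, *ceh-16*, a homeobox gene of the seam, *elt-3*, a GATA factor gene of the epidermis, *nhr-23*, a nuclear hormone receptor gene of molting, and *nhr-25*. The members named here outside the rule for named genes were chosen after their assignments were seen.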

Most of the identified genes were shared between the two stages for each factor, with >63% of genes in any dataset being shared between L2 and L4 (fig. S5, A and B). LIN-22 controls aspects of epidermal development by repressing neurogenesis and influencing ray formation in males (*7*). These functions were reflected in related Gene Ontology (GO) terms for the identified target gene sets at L2 and L4 (fig. S5, C to E). In addition, the L2 dataset was found to be enriched for genes related to the Wnt signaling pathway (KEGG-adjusted *P* value of 3.28 × 10^−5^). 

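LIN-22 targets at L2 were rich in Wnt pathway and Hox genes. Of 28 Wnt signaling genes, 13 were putative targets of LIN-22 at L2 (Fisher's exact test, adjusted p = 0.000250 over 16 lists and 4 profiles). They were the receptor genes *lin-17*, *mom-5*, *mig-1*, *cam-1* and *lin-18*, the secretion genes *mom-1* and *mig-14*, and *bar-1*, *dsh-1*, *gsk-3*, *lit-1*, *mig-5* and *pop-1*, which act within the receiving cell. Random lists matched on the length of the assignment window held 5.69 targets on average (permutation adjusted p = 0.0197). At L4, 7 of the 28 were targets of LIN-22 (adjusted p = 0.266 from the same exact test), and 7 were targets of NHR-25 at each stage (adjusted p = 0.605 at L2 and 0.707 at L4). Of 6 Hox genes, 5 were LIN-22 targets at L2, namely *ceh-13*, *lin-39*, *mab-5*, *nob-1* and *php-3* (Fisher's exact test, adjusted p = 0.00156, and 0.0175 against matched lists), and 1 at L4 (adjusted p = 0.837). Neighboring genes can be targets through the same peak, which these tests do not take into account, so their p-values can be too small. Of 17 cell cycle genes, 7 were LIN-22 targets at L2 (Fisher's exact test, adjusted p = 0.0232), but the count did not pass against matched lists (adjusted p = 0.192). A difference between the stages in these shares was not tested, and the 13 Wnt genes became 6 with an upstream reach of 2000 bp (Fisher's exact test, adjusted p = 0.0986).
In the promoter test at L2, 8 of the 28 Wnt genes had higher *lin-22:dam* than control signal and 1 lower (10 higher and 1 lower when adjusted over the list alone). Over all 19984 promoters, 2320 were higher and 541 lower. Whether the Wnt share differs from that of all promoters was not tested. The promoter of *lin-18*, which encodes a Ryk receptor, had a log2 ratio of 0.96 (adjusted p = 0.0325 from limma), and that of *dsh-2*, which encodes another Dishevelled protein, -0.17 (adjusted p = 0.0325). The promoter of the Hox gene *ceh-13* had 1.07 (adjusted p = 0.0436), and 4 of the 6 Hox genes were higher (5 when adjusted over the list alone). Without *lin-22:dam* replicate 1, *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, 0 of the Wnt promoters and 0 of the Hox promoters were higher at L2 in the limma test, and between 8 and 12 Wnt and 2 and 6 Hox promoters were higher at an unadjusted p under 0.05.

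**Figure D6:**
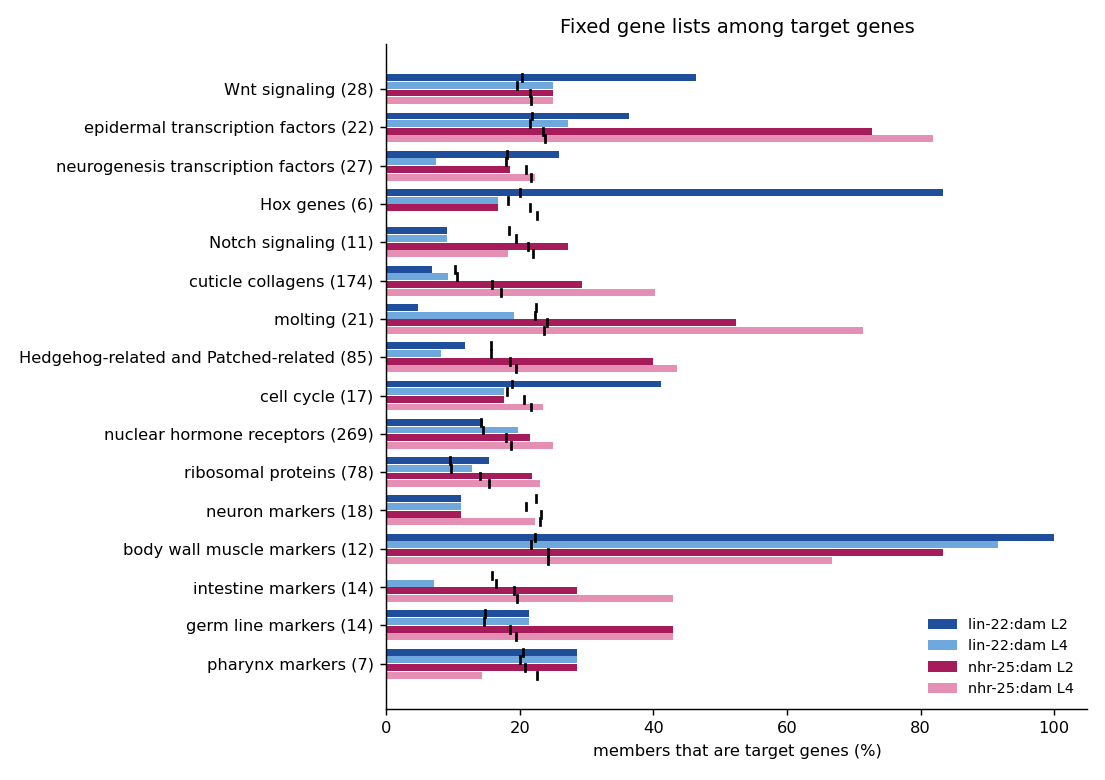
Percent of the members of each gene list (rows of panels and labels) that are putative targets, for LIN-22 and NHR-25 at L2 and L4. Bars are the observed percent and black ticks the mean of random lists matched on the length of the assignment window, and the bar of the Wnt signaling list stands at 46.4% for LIN-22 at L2.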

The L2 and L4 datasets of putative NHR-25 targets were also enriched for multiple GO terms related to known NHR-25 biological functions in epidermal and neuronal patterning (*3*, *12*, *15*). For example, terms for structural constituents of the cuticle and molting cycle were found to be among the most significantly enriched (fig. S5, F to H).

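NHR-25 targets held many genes of the cuticle, which the epidermis secretes and the worm replaces at each molt. Of 174 cuticle collagen genes, 51 were putative targets at L2 (Fisher's exact test, adjusted p = 0.00113) and 70 at L4 (adjusted p = 1.88e-09). Of 21 molting genes, 11 were targets at L2 (adjusted p = 0.00161, permutation adjusted p = 0.0421 against lists matched on window length) and 15 at L4 (adjusted p = 1.79e-06). The 15 include *nhr-23*, *mlt-10*, *fbn-1*, which encodes a fibrillin-like protein, *nas-37*, which encodes a protease that opens the old cuticle, and *lrp-1*, which encodes an endocytic receptor. Of 85 Hedgehog-related and Patched-related genes, 34 were targets at L2 (exact test as before, adjusted p = 1.00e-05) and 37 at L4 (adjusted p = 1.44e-06). Of 22 epidermal TF genes, 16 and 18 were NHR-25 targets at L2 and L4 (Fisher's exact test, adjusted p = 3.08e-07 and 5.26e-09). LIN-22 had 12 collagen targets at L2, fewer than the 24.5 that the share of all genes gives (Fisher's exact test, adjusted p = 0.0181, but 0.376 against matched lists), and 16 at L4 (adjusted p = 0.175), and 1 and 4 molting targets (adjusted p = 0.634 and 0.785).
In the promoter test at L4, 43 collagen genes had higher *nhr-25:dam* than control signal (53 when adjusted over the list alone), and none was lower. The promoter of *col-144* had a log2 ratio of 2.75 (standard error 0.21, adjusted p = 0.0191 from limma), and those of *col-107*, *col-10* and *col-117* had 2.21, 2.06 and 1.86. Of the molting genes, 11 were higher (14 when adjusted over the list alone), with 2.56 (standard error 0.31, adjusted p = 0.0212 from limma) for *noah-1*, which encodes a protein of the apical extracellular matrix, and 1.65, 1.64 and 1.44 for *mlt-8*, *mlt-11* and *noah-2*. Of the Hedgehog-related and Patched-related genes, 19 were higher (29 when adjusted over the list alone), with 1.99 for *grl-16*. Without *nhr-25:dam* replicate 1, *nhr-25:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, the higher promoters numbered 74, 132, 27 and 29 for the collagen genes, 15, 18, 8 and 8 for the molting genes and 41, 73, 11 and 12 for the Hedgehog-related and Patched-related genes. At L2, the limma test called 0 collagen, 0 molting and 0 Hedgehog-related and Patched-related promoters higher (0, 5 and 24 when adjusted over the list alone), where 63, 9 and 35 had an unadjusted p under 0.05.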

We then sought to investigate how the genes identified via TaDa compare to those identified with other methods. To this end, we first compared the NHR-25 TaDa–identified targets with NHR-25 ChIP-seq datasets and found very significant overlap for all pairwise or higher-order dataset intersections (fig. S6A). For example, the overlap with the ChIP-seq L2 dataset containing 7438 genes contained 62% of L2 and 61.6% of the L4 TaDa genes. We reasoned that some of the nonoverlapping genes from ChIP-seq may reflect targets of NHR-25 outside the epidermis that are not captured by TaDa. Consistent with this hypothesis, tissue enrichment analysis for genes exclusively found by ChIP-seq showed higher enrichment for reproductive tissues compared to the epidermis (fig. S6, B and C).

As there are currently no ChIP-seq datasets available for LIN-22, we intersected the TaDa-identified genes with *C. elegans* orthologs from ChIP-seq dataset for HES1, the human homolog of *lin-22*. We found statistically significant overlap containing genes that showed enrichment for the same GO terms previously identified in the TaDa gene sets alone, indicating conservation in regulatory interactions of LIN-22/HES1 across species (fig. S6D). A significant overlap was also found when the LIN-22 TaDa target genes were intersected with a list of 52 in silico–predicted downstream genetic interactors of *lin-22* (*37*). These included not only *lin-32* and *mab-5* but also other genes known to participate in seam cell development like *rnt-1*, for which there was no prior evidence for regulation by LIN-22 (fig. S6D and table S2).

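The *rnt-1* gene (WBGene00004393), which encodes a Runx factor that promotes seam cell divisions, lies on chromosome I of WBcel235 from 5776093 to 5788611 on the plus strand. At L2, a *lin-22:dam* peak from 5770017 to 5770715, centered 5.727 kb upstream, had a mean log2 ratio of 1.66 ± 0.19 (SD, n = 2 replicates), and a second peak from 5775488 to 5776216 overlaps its start. At L4, peaks from 5769925 to 5770672 and from 5773618 to 5774034 had 2.35 ± 0.45 and 1.98 ± 0.070. In all, 8 of 22 epidermal TF genes were putative targets of LIN-22 at L2 (Fisher's exact test, adjusted p = 0.0292), a count that did not pass against lists matched on window length (permutation adjusted p = 0.363), and 6 at L4 (adjusted p = 0.273). At L2 these were *rnt-1*, *bro-1*, which encodes the partner of the Runx factor, the heterochronic genes *hbl-1*, *lin-14*, *lin-28* and *lin-29*, and the Hox cofactor genes *ceh-20* and *unc-62*. The *lin-32* gene was a target at L2 alone and *mab-5* at both stages.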

We lastly assessed the overlap between the identified targets for the two TFs. 

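At L2, 1321 genes were putative targets of both LIN-22 and NHR-25, 46.9% of LIN-22 targets and 37.2% of NHR-25 targets. At L4, 1054 genes were shared, 37.1% and 28.3%. LIN-22 L2 and NHR-25 L4 targets shared 1120 genes (39.8 and 30.0%), and LIN-22 L4 and NHR-25 L2 targets 1217 (42.9 and 34.3%). Relative to random gene sets matched on the length of the assignment window, these were 2.36, 1.82, 1.94 and 2.17 times as many, in the order given (permutation p = 0.0002 for each, the smallest that 10000 sets can give). Shared targets were not counted without single libraries, so the order of the 4 pairs may rest on one of them. Among the peaks, the share of *lin-22:dam* L2 peaks that overlapped one of *nhr-25:dam* L2 fell from 33.6 to 22.0% without *nhr-25:dam* L2 replicate 2, and was then below the 24.2% for *nhr-25:dam* L4. Of the Wnt genes among the shared targets, *mig-14* rests at L4 on an *nhr-25:dam* peak that had a log2 ratio of -0.0046 in replicate 1 and 4.27 in replicate 2.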

Significant overlap was found in all pairwise comparisons across factors with 37 to 46.4% of putative LIN-22 target genes overlapping NHR-25 datasets and 29.3 to 35.3% of putative NHR-25 target genes overlapping LIN-22 datasets (fig. S6E). 

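In all, 672 genes were putative targets of both TFs at both stages, and this set was not tested for any list of genes. From the list of Wnt genes, *mom-5*, *mig-14*, *lit-1* and *dsh-1* were among them. From the list of epidermal TFs, they included *rnt-1*, *unc-62* and the heterochronic genes *hbl-1*, *lin-14* and *lin-28*, which time epidermal divisions. The cell cycle gene *cki-1* was among them, and so were *egl-44*, which encodes a TEAD factor, and *hlh-6*, which encodes a basic helix-loop-helix factor. From a list of body wall muscle markers, they included *myo-3* and *unc-54*, which encode myosin heavy chains, and *unc-15*, which encodes paramyosin. These members were named after their assignments were seen. With peaks under an FDR of 0.01, 349 genes were left, and with an upstream reach of 2000 bp 345.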

The intersection between all TaDa datasets contained 663 genes, which showed enrichment for GO terms related to neurogenesis and development (fig. S6E). These results indicate that the functions of the two TFs during epidermal development are likely to be executed by a combination of distinct and shared target genes.

### LIN-22 and NHR-25 targets suggest a link to cell differentiation

To validate putative interactions predicted by TaDa, we focused on selected candidates that were known to participate in the epidermal gene network, although their exact link to LIN-22/NHR-25 was unclear. 

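The *cki-1* gene, which encodes an inhibitor of cyclin-dependent kinases, had one of the stronger *lin-22:dam* signals among the genes named in the paper. It lies on chromosome II of WBcel235 from 7811240 to 7812105 on the plus strand (WBGene00000516). At L2, a peak from 7808612 to 7811638 overlaps its start and had a mean log2 ratio of 2.07 ± 0.28 (SD, n = 2 replicates), and a second, from 7812017 to 7812757, overlaps its end and had 1.47 ± 0.58. At L4, a single peak from 7808271 to 7810665 had 1.71 ± 0.16. The *cki-1* promoter had a log2 ratio of 1.19 (standard error 0.17, adjusted p = 0.0380 from limma) at L2 and 1.07 (standard error 0.20, adjusted p = 0.0287 from limma) at L4. The promoter of *rnt-1* had a log2 ratio of 0.24 (standard error 0.025, adjusted p = 0.0190 from limma) at L4, whereas at L2 it had 0.19 and did not pass the test (adjusted p = 0.0547), though it did with each profile divided by its SD (adjusted p = 0.0365, and 0.0365 to 0.397 over all alternatives). The promoter of the Frizzled gene *lin-17* passed at both stages. The L2 call of *cki-1* did not hold without *lin-22:dam* replicate 1, *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, where adjusted p lay between 0.0724 and 0.423. At L4, without *lin-22:dam* replicate 1, adjusted p was 0.0246 for *cki-1* and 0.0327 for *rnt-1*. Without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, it lay between 0.0582 and 0.215 for *cki-1* and *rnt-1*, and neither passed.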

With regard to LIN-22, we focused on *cki-1*, *rnt-1*, and *lin-17,* which showed significant signal enrichment in their promoter regions (Figs. 2A and 5A). First, *cki-1* encodes a cyclin-dependent kinase inhibitor protein (*38*). Comparison of *cki-1* expression between wild-type and *lin-22(icb49)* mutants revealed a significant reduction in transcript levels in V1-V4 lineages (Fig. 5, B and C). Furthermore, *cki-1* RNA interference (RNAi) treatment enhanced the increase in seam cell number observed in *lin-22* loss-of-function mutants (fig. S7A). This finding suggests that LIN-22 may activate *cki-1* expression to modulate the differentiation program.

**Fig. 5.**
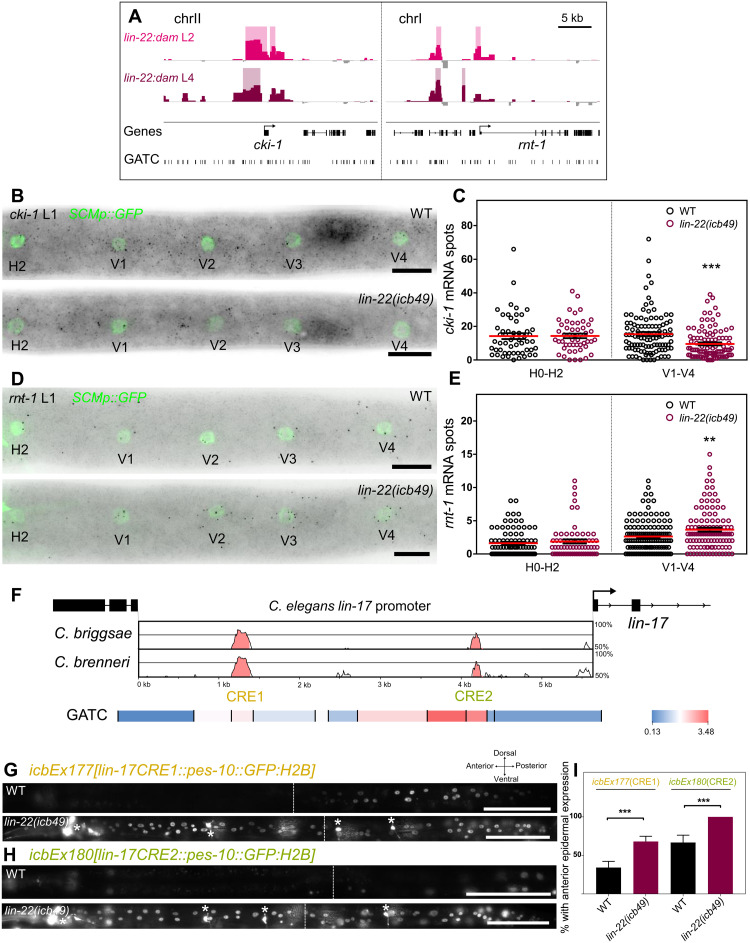
LIN-22 activates *cki-1* and represses *rnt-1 and lin-17*. (**A**) *lin-22:dam* signal around genes identified as putative LIN-22 targets. *Y* axes are log_2_*(lin-22:dam*/*NLS-GFP:dam)* scores, and shaded regions mark significant peaks. (**B**) Representative *cki-1* smFISH images at the late L1 stage. Seam cells are labeled with *SCMp:GFP*. (**C**) Quantification of *cki-1* mRNA spots in H0-V4 seam cells (50 ≤ *n* ≤ 126). (**D**) Representative *rnt-1* smFISH images at the late L1 stage. (**E**) Quantification of *rnt-1* mRNA spots in H0-V4 seam cells (65 ≤ *n* ≤ 167). (**F**) Vista analysis (*60*) of the *lin-17* promoter identified two conserved elements (*CRE1* and *CRE2*), which overlap GATC fragments with high TaDa enrichment scores (heatmap). (**G** and **H**) Representative fluorescence images of L4 animals carrying transcriptional reporters for the *lin-17 CRE1* (G) and *CRE2* sequences (H). White stars indicate *dat-1p:GFP*–expressing neurons in *lin-22(icb49)* mutants. (**I**) Quantification of the proportion of animals with epidermal expression anterior to the vulva (35 ≤ *n* ≤ 47 for *CRE1* and 20 ≤ *n* ≤ 24 for *CRE2*). Error bars indicate SEM in (C) and (E) or proportion in (I). Black stars show statistically significant differences in the means with a *t* test in (C) and (E) and a Fisher’s exact test in (I), **P < 0.01, ***P < 0.001. Scale bars, 10 μm (B and D) and 100 μm (G and H).

Second, *rnt-1* is known to promote symmetric proliferative seam cell divisions (*5*). We found that *rnt-1* expression by smFISH is significantly increased in V1-V4 lineages in *lin-22(icb49)* null mutants, indicating that LIN-22 is likely to act as a repressor of *rnt-1* (Fig. 5, D and E). Consistent with this hypothesis, a loss-of-function mutation in *rnt-1* fully suppressed the increase in seam cell number observed upon loss of *lin-22* function (fig. S7B).

Third, TaDa revealed two major sites of LIN-22 signal enrichment on the *lin-17* promoter (Fig. 2A), which interestingly overlapped with two conserved regions (termed CRE1 and CRE2) between *C. elegans* and related *Caenorhabditis* species (Fig. 5F). 

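The *lin-22:dam* signal upstream of *lin-17* was highest over CRE2, the element nearer to the gene. CRE2 lies on chromosome I of WBcel235 from 2706108 to 2706305 (198 bp), centered 0.677 kb upstream of *lin-17*, and had a log2 ratio of 3.39 ± 0.19 at L2 and 2.83 ± 0.31 at L4 (SD, n = 2 replicates). CRE1 lies from 2703242 to 2703493 (252 bp), centered 3.516 kb upstream, and had 1.85 ± 0.33 at L2 and 0.88 ± 0.02 at L4. The 20 fragments of the 6 kb upstream of *lin-17* had a mean of 1.02 ± 0.20 at L2 and 0.63 ± 0.02 at L4. Both elements stood above this mean at L2 and L4, but the mean takes in fragments at or near 0 at the far end. Around CRE1, whose value is that of the 2 whole fragments it touches, neighboring fragments had like values. The fragment from 2704354 to 2704704, outside both elements, had 1.62 and 1.97 at L2 and 1.10 and 1.09 at L4 in replicates 1 and 2. CRE1 is thus not shown to stand apart from the sequence next to it. The SD between replicates leaves out differences between the controls, which both replicates share. Without *NLS-GFP:dam* replicate 1 or 2, CRE1 at L4 had 1.09 and 0.68, against 0.69 and 0.57 for the 6 kb. CRE2 at L2 then had 3.05 and 3.73. Both lie in the *lin-22:dam* peak of L2, and CRE2 alone lies in that of L4. With *nhr-25:dam*, CRE2 had 2.36 ± 2.10 at L2 and 2.45 ± 0.49 at L4, and CRE1 1.58 ± 0.51 and -0.26 ± 0.55, with no *nhr-25:dam* peak over either.

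**Figure D7:**
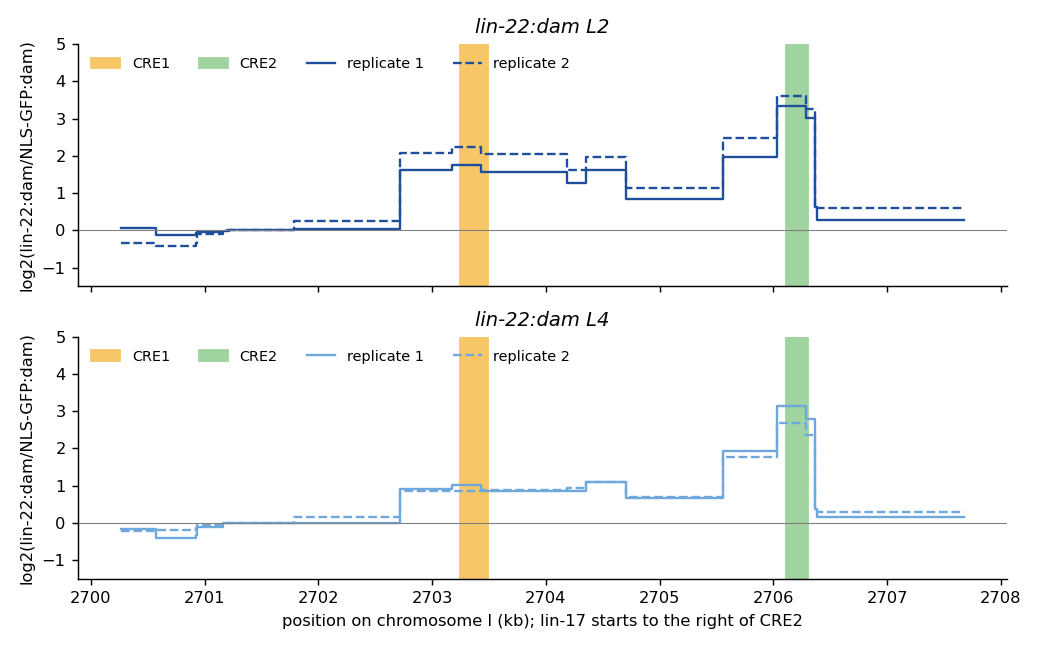
Log2(*lin-22:dam*/NLS-GFP:dam) ratio of GATC fragments (vertical axes) along the 6 kb upstream of *lin-17* on chromosome I in kb (horizontal axes), at L2 and L4. Lines are the 2 replicates and shaded bands mark CRE1 and CRE2, where the mean at L2 is 1.85 and 3.39.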

To test the importance of these cis-regulatory elements, we constructed transcriptional reporters containing the CRE1 or CRE2 sequence fused to a minimal core promoter driving the expression of histone bound GFP. Multicopy arrays were created for each element and introduced into the *lin-22(icb49)* mutant background. Both reporters were sufficient to drive expression in the posterior epidermis in wild-type animals, while expression expanded to more anterior epidermis in the *lin-22(icb49)* mutant background (Fig. 5, G to I). This is consistent with the expansion of the *lin-17* expression domain in *lin-22* loss-of-function mutants (fig. S7C) (*8*). Together, these data indicate that LIN-22 is likely to bind to these regulatory elements on the *lin-17* promoter to repress *lin-17* expression. It is of note that LIN-22 TaDa signal was identified in the proximity of other Wnt receptors (*mom-5)* and Wnt ligands (*cwn-2*), Wnt secretion factors *(mom-1* and *mig-14*), and components of the signal transduction machinery (*lit-1* and *bar-1*) (fig. S8), indicating that LIN-22 may regulate the Wnt pathway at various levels of the signaling cascade.

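Wnt genes with *lin-22:dam* signal ranged from ligands and their secretion to receptors and components of the receiving cell. The *mom-5* gene, which encodes a Frizzled receptor (WBGene00003397, chromosome I from 9965574 to 9970037), had a peak from 9962417 to 9963529 upstream, with a mean log2 ratio of 2.74 ± 0.10 at L2 and 2.40 ± 0.025 at L4 (SD, n = 2 replicates). Its promoter had 0.70 (standard error 0.056, adjusted p = 0.0325 from limma) at L2 and 0.67 (standard error 0.061, adjusted p = 0.0190 from limma) at L4. The Wnt ligand gene *cwn-2* had an upstream peak at L4 alone, from 10063901 to 10065965 on chromosome IV, with 1.95 ± 0.59. Its promoter had 0.79 (adjusted p = 0.0246) at L4 and 0.16 (adjusted p = 0.0597) at L2. The *mom-1* gene encodes a Porcupine protein that acts on Wnt ligands. It had a peak over its start at L2, from 6291210 to 6293174 on chromosome X, and its promoter had 0.47 (adjusted p = 0.0325) at L2 and 0.20 (adjusted p = 0.0673) at L4. The *mig-14* gene, which encodes a Wntless protein of Wnt secretion, had peaks on chromosome II from 13736382 to 13737773 at L2 with 1.91 ± 0.39 and from 13736382 to 13737426 at L4 with 2.01 ± 0.29. Its promoter had 0.60 (adjusted p = 0.0441) at L2 and 0.55 (adjusted p = 0.0203) at L4. The peaks of *lit-1* lie inside the gene on chromosome III, from 13712560 to 13714573 and 13718105 to 13720303 at L2, with 1.84 ± 0.14 and 1.52 ± 0.14. Its promoter passed at neither stage, with 0.053 (adjusted p = 0.187) and 0.087 (adjusted p = 0.231). The *bar-1* peak, from 7170067 to 7170605 on chromosome X, lies inside the gene, at L2 alone, with 1.38 ± 0.24, and its promoter had 0.53 (adjusted p = 0.0366) at L2 and 0.93 (adjusted p = 0.0234) at L4.
The L2 calls of *mom-5*, *mom-1*, *mig-14* and *bar-1* did not hold without *lin-22:dam* replicate 1, *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, where adjusted p lay between 0.0724 and 0.273. At L4, *mom-5*, *cwn-2*, *mig-14* and *bar-1* passed without *lin-22:dam* replicate 1, but not without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2. Without 1 *lin-22:dam* replicate, the variance rests on the 2 controls alone, so passing there does not show that a call holds. Over all alternatives, adjusted p ran from 0.0333 to 0.286 for *mom-1* at L4, which passed with promoter windows of 2000 and 1000 bp and with scaled or centered profiles, and from 0.0284 to 0.305 for *cwn-2* at L2, which passed with scaled profiles. From signal near genes of different steps of the Wnt cascade, the paper proposes that LIN-22 may regulate the pathway at several levels.

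**Figure D8:**
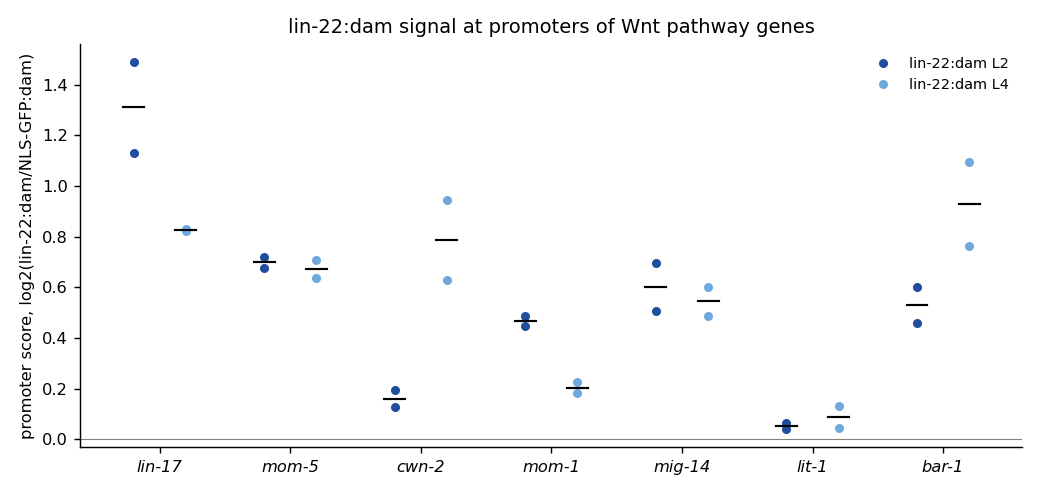
Mean log2(*lin-22:dam*/NLS-GFP:dam) ratio of the promoters of 7 Wnt pathway genes (horizontal axis: gene, vertical axis: log2 ratio) at L2 and L4. Points are the 2 replicates and lines their mean, which for *mom-5* is 0.70 at L2 and 0.67 at L4.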

With regard to putative targets of NHR-25, we focused on *egl-18* and *elt-1*, which showed significant signal enrichment in their promoter region (Fig. 6A). These genes encode GATA TFs that promote seam cell fate and had not been previously linked to regulation by NHR-25. In particular, *egl-18* is a target of the Wnt signaling pathway, which is known to maintain seam cell fate (*9*, *10*). 

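Both *egl-18* and *elt-1* encode GATA factors, *egl-18* of seam cell fate and *elt-1* of epidermal fate. At L4, a peak of *nhr-25:dam* lies over the start of *egl-18* and a further one inside *elt-1*, close to its start and within the window taken as its promoter. The *egl-18* gene (WBGene00001186) lies on chromosome IV of WBcel235 from 1902322 to 1917840 on the plus strand. The L4 peak over its start, from 1899631 to 1902575, had a mean log2 ratio of 2.54 ± 0.087 (SD, n = 2 replicates). A peak inside the gene, from 1911109 to 1911560, had 5.37 ± 1.81 at L2, and one from 1911109 to 1911541 had 4.04 ± 1.14 at L4. The *egl-18* promoter had a log2 ratio of 1.47 (standard error 0.16, adjusted p = 0.0202 from limma) at L4 and 1.65 (adjusted p = 0.112) at L2. In the fits below without 1 *nhr-25:dam* replicate, the variance rests on the 2 controls alone. Passing in them does not show that a call holds, whether for the genes that follow or for *egl-18*. Its L4 call held without *nhr-25:dam* replicate 1 or 2 or *NLS-GFP:dam* replicate 1 or 2, with an adjusted p of at most 0.0169, and at L2 it passed without *nhr-25:dam* replicate 1 (0.0326), without *nhr-25:dam* replicate 2 (0.0253) and without a variance trend (0.0404), over a range of 0.0253 to 0.752 for all alternatives.
The *elt-1* gene (WBGene00001249) lies on the same chromosome from 9614995 to 9620280 on the plus strand. Its L2 peak, from 9617271 to 9617636, lies inside the gene, 2.458 kb downstream of its start, and had 6.48 in replicate 1 and 0.23 in replicate 2. At L4, a peak from 9615064 to 9615675, centered 0.374 kb downstream of the start, had 3.19 ± 2.11, and one from 9619388 to 9620704 over the end of the gene had 2.42 ± 0.61. The *elt-1* promoter had a log2 ratio of 0.50 (standard error 0.29, adjusted p = 0.444 from limma) at L4 and 0.80 (standard error 0.88, adjusted p = 0.554 from limma) at L2, and passed at neither stage. In simulated data, this test recovered 0% of *nhr-25:dam* promoters raised by 1 log2 unit, at L2 and at L4. Only 200 promoters were raised in the simulation, whereas 1154 passed in the data at L4. Adjustment is then stricter in the simulation, so recovery at L4 can be understated. The test could miss a ratio as low as that of *elt-1*, but this is not shown to be why *elt-1* did not pass. Without *nhr-25:dam* replicate 1, its promoter passed in limma, with 1.97 (adjusted p = 0.0346) at L2 and 0.90 (adjusted p = 0.0176) at L4, while over all alternatives adjusted p ran from 0.0346 to 0.858 at L2 and 0.0176 to 1.00 at L4. Of other epidermal TF genes, the L4 promoter of *bed-3* had 2.29 (adjusted p = 0.0209), and that of *elt-3* had 0.21 and did not pass (adjusted p = 0.563), although it did without *nhr-25:dam* replicate 2 (7.41e-07). In all, 10 of the 22 epidermal TF genes were higher at L4 (14 when adjusted over the list alone), and 16, 19, 8 and 8 without *nhr-25:dam* replicate 1, *nhr-25:dam* replicate 2, *NLS-GFP:dam* replicate 1 and *NLS-GFP:dam* replicate 2.

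**Figure D9:**
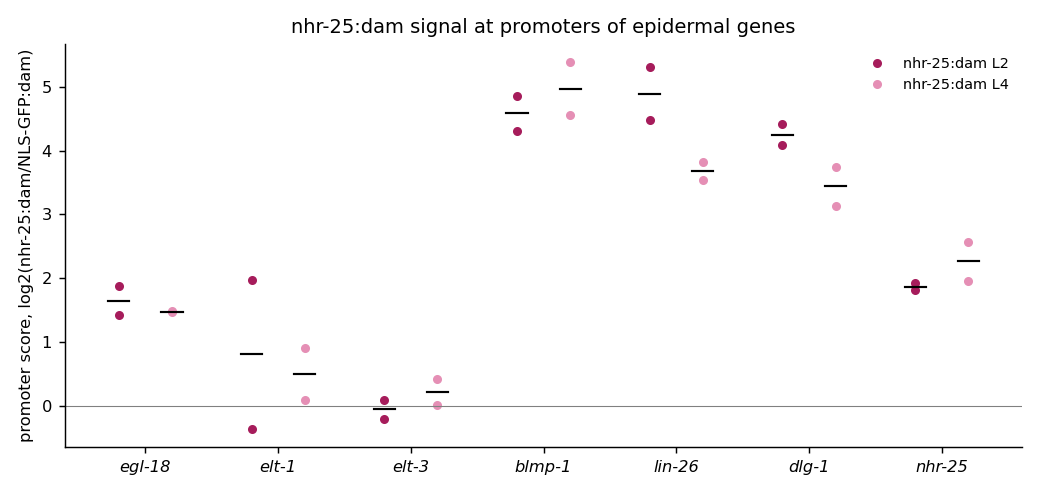
Mean log2(*nhr-25:dam*/NLS-GFP:dam) ratio of the promoters of 7 epidermal genes (horizontal axis: gene, vertical axis: log2 ratio) at L2 and L4. Points are the 2 replicates and lines their mean, which at L4 is 1.47 for *egl-18* and 0.50 for *elt-1*.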

Expansion of the *egl-18* expression domain to the anterior seam cell daughters that normally adopt the hypodermal differentiation program has been shown to correlate with ectopic maintenance of the seam cell fate (*8*, *10*). Furthermore, *elt-1* is thought to be the master epidermal fate regulator in *C. elegans* and is known to regulate *nhr-25* in the embryo (*3*). To test whether *elt-1* and *egl-18* are likely to be targets of NHR-25, we carried out smFISH in control and *nhr-25* RNAi–treated animals at the L3 division stage. The efficacy of the RNAi treatment was confirmed phenotypically before transcript quantification (Fig. 6B). In *nhr-25* RNAi–treated animals, an overall increase in *egl-18* expression in V1-V4 daughters was observed (Fig. 6, C and D), indicating that NHR-25 is likely to be a repressor of *egl-18.* Similarly, *elt-1* expression was found to be increased in anterior daughters of the V1-V4 lineages in *nhr-25* RNAi–treated animals (Fig. 6, E and F). Knockdown of *egl-18* and *elt-1* expression by RNAi suppressed the increase in seam cell number observed in the *nhr-25(ku217)* loss-of-function mutant (fig. S7D). These findings suggest that NHR-25 may promote the differentiation program by directly repressing key seam cell fate–promoting factors.

**Fig. 6.**
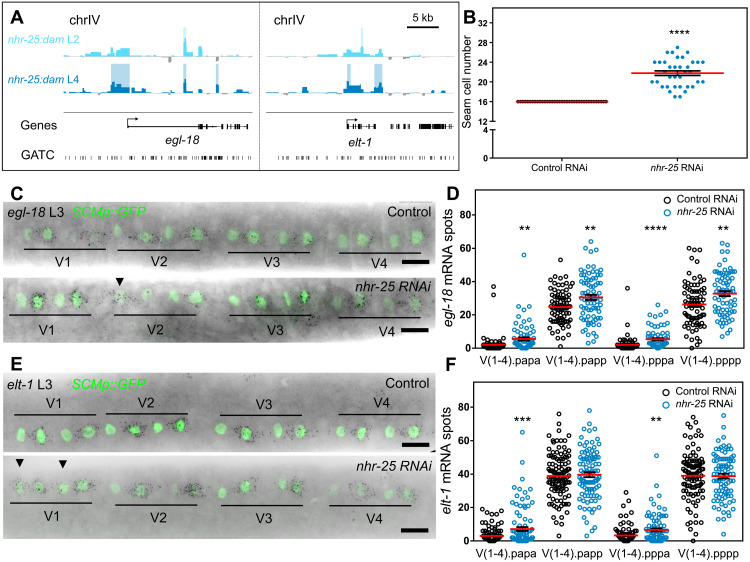
NHR-25 represses *egl-18* and *elt-1*. (**A**) *nhr-25:dam* signal forming significant peaks (shaded regions) around genes identified as putative NHR-25 targets. (**B**) Seam cell number comparison between control and *nhr-25* RNAi–treated animals used for smFISH (*n* ≥ 36). (**C**) Representative *egl-18* smFISH images of control and *nhr-25* RNAi–treated animals during the L3 division. (**D**) Quantification of *egl-18* mRNA spots in the V1-V4 daughter cells following the L3 division (60 ≤ *n* ≤ 88) showing an overall increase in expression upon *nhr-25* RNAi. (**E**) Representative *elt-1* smFISH images of control and *nhr-25* RNAi–treated animals during the L3 division. (**F**) Quantification of *elt-1* mRNA spots in the V1-V4 daughter cells following the L3 division showing a significant increase in expression in the anterior daughters (Vn.papa and Vn.pppa, 82 ≤ *n* ≤ 116). In (C) and (E), seam cells are labeled with *SCMp:GFP*, and black spots correspond to investigated mRNAs. Scale bars, 5 kb (A) and 10 μm (C and E). Arrowheads in (C) and (E) indicate instances of strong expression in anterior daughter cells. In (B), (D), and (F), error bars indicate SEM. Black stars show statistically significant differences in the mean with a *t* test, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## DISCUSSION

### LIN-22 and NHR-25 targets provide insights into epidermal cell fate specification

Our study refines the position of *lin-22* and *nhr-25* in the epidermal gene network. In light of our TaDa findings and previous literature, we present an updated gene network and propose that LIN-22 and NHR-25 may play a prominent role in mediating cell differentiation in the epidermis (Fig. 7). For example, NHR-25 was known to influence seam cell shape and establishment of cell-to-cell contacts after cell division (*12*, *13*); however, its link to cell fate specification was not previously understood. Our findings suggest a role in the specification of the hypodermal cell fate through direct suppression of core seam cell specifying GATA TFs, such as *egl-18* and *elt-1.*

**Fig. 7.**
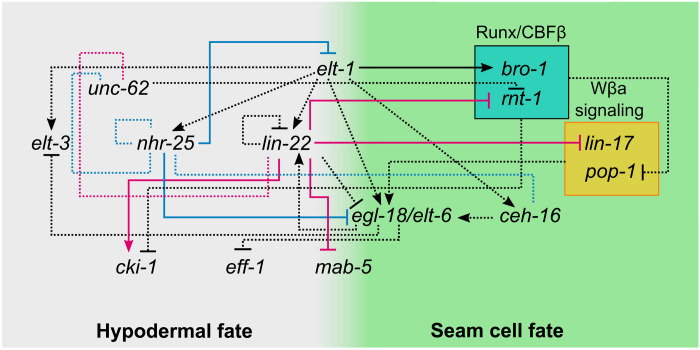
A combined gene network of epidermal cell fate interactions. Blue and magenta dashed lines indicate interactions predicted by TaDa for LIN-22 and NHR-25, respectively. Activation or repression of targets is shown on the basis of smFISH validation when known. Black dashed lines indicate published genetic interactions that are yet unknown whether they are direct or not (except for the link between *elt-1* and *bro-1*, which is likely to be direct). Hypodermal fate is shown in gray and seam cell fate in green.

We previously proposed that LIN-22 influences seam cell divisions by antagonizing Wnt signaling through regulation of the expression of the Frizzled receptor *lin-17* (*8*). LIN-22 is also known to supress neurogenesis in V1-V4 seam cells through suppression of the Hox gene *mab-5* and the pro-neuronal factor *lin-32* (*7*). However, in all these cases, there was no prior evidence for a direct interaction, which was obtained by TaDa. Although *Hes*-related factors are commonly associated with Notch signaling (*39*), we found an unusual link between LIN-22 and Wnt signaling in *C. elegans* through potentially direct regulation of receptors and other components within this signaling pathway. LIN-22 was also found to repress *rnt-1,* the Runx homolog of *C. elegans,* which, in complex with BRO-1, promote seam cell fate and symmetric divisions by repressing *pop-1* (*5*). LIN-22 may instead activate the cell cycle inhibitor *cki-1*, which is expressed in the seam cells, and *cki-1* RNAi increases seam cell number (*38*, *40*). Genetic interactions support the possibility that increase in *rnt-1*, and reduction in *cki-1* expression may explain the supernumerary seam cells observed in *lin-22* loss-of-function mutants, although we cannot rule out that these pathways are also acting in parallel. Canonical *Hes* factors are thought to generally act as repressors (*39*); however, LIN-22 lacks a Groucho-interacting domain (*41*), so it may act as a repressor or activator depending on the availability of cofactors or competition with other TFs for binding. Beyond these genes, our TaDa lists are likely to contain many other interesting players to be studied in the future for a putative role in epidermal cell patterning.

### Expanding the *C. elegans* toolkit for TF target identification

We introduce in this study TaDa as a method to identify TF targets in a tissue-specific manner in *C. elegans*. Tissue-specific or constitutive levels of expression of Dam-fusions have been known to lead to toxicity, which we also confirmed here in the case of the *C. elegans* epidermis (*19*, *20*, *24*). The TaDa transgene configuration overcomes this obstacle by minimizing the levels of Dam expression in the tissue of interest. While methylation signal is likely to be cumulative in postmitotic cells, we show that TaDa can be used in different larval stages in dividing cell populations, such as the seam cells, leading to robust identification of putative targets.

Currently, ChIP-seq is the most commonly used method to identify TF targets in *C. elegans*, with many datasets available based on large-scale projects (*17*, *18*). We present here evidence that TaDa is comparable to ChIP-seq in identifying target genes, while it offers two key advantages. First, TaDa allows the identification of TF targets in a specific tissue of interest without cell isolation, as opposed to all tissues where the TF is expressed. Second, TaDa requires substantially less material than ChIP-seq. We found that as few as approximately 2000 animals are sufficient to allow the recovery of enough methylated DNA from the seam cells, which represent 3% of the total cells of *C. elegans*. This is also consistent with observations in mammalian cell lines, where a lot more cells were previously used to identify targets for the same TF by ChIP-seq than TaDa (*27*).

When direct comparison across methods could be made, the majority of TaDa putative target genes (>61%) were also identified by stage-matched ChIP-seq. This is very encouraging because both ChIP-seq and DamID methods have inherent biases due to the protocol and reagents used. For example, TaDa is sensitive to the quality of the Dam fusions and properties of the transgene, which may lead to off-target binding of fusions or their nonspecific expression in other tissues. The NHR-25 ChIP-seq L2 dataset was approximately three times larger in terms of peaks compared to TaDa L2 (2044 peaks in TaDa compared to 5980 in ChIP-seq). Although tissue specificity is likely to contribute to this difference, there are also alternative explanations that may decrease the size of the TaDa datasets. A key limitation in all DamID-based methods is the dependence on availability of GATC sites, which could hinder detection of some targets. However, the average length of GATC fragments in *C. elegans* is 367 bp and the median is 204 bp, so depletion of GATC sites is unlikely to be pervasive enough to substantially undermine detection of targets. 

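The GATC fragments of WBcel235 over which the log2 ratios were computed had a mean length of 372.7 bp and a median of 209 bp. Fragments with a ratio other than 0 in all 16 pairwise profiles, 147163 in number, had a mean of 427.8 bp and a median of 281 bp. Fragments longer than 1000 bp made up 8.44% of fragments and 35.5% of bases, and those longer than 2000 bp 1.34% of fragments and 10.0% of bases. Only 110 fragments (0.0409%) were longer than 5000 bp.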

TaDa peak size is reliant on the length of GATC fragments, so peaks tend to be wider and can contain multiple narrow summits of statistically significant ChIP-seq peaks. TaDa peak profiles may be distinct to ChIP-seq in other ways too, for example, they were found to be less inclusive of HOT regions, with only 13% of L2 HOT regions being represented in NHR-25 TaDa in contrast to 83% in ChIP-seq.

In summary, TaDa represents a powerful approach to dissect complex TF behaviors related to tissue-specific target binding. This includes, for example, the HLH family of TFs in *C. elegans*, which are thought to bind different targets in different tissues depending on their dimerizing partners (*42*). TaDa predictions can be further investigated with single-cell resolution using smFISH in appropriate mutant or silenced backgrounds. This experimental combination can be useful to obtain quantitative strengths of newly described interactions, thereby facilitating mathematical modeling of developmental gene networks. The revised epidermal network represents a framework for future experiments to build upon. Given the conserved nature of some of the participating factors, this network can inform more broadly about interactions that underlie robust stem cell fate patterning.

## MATERIALS AND METHODS

### *C. elegans* maintenance

The *C. elegans* strains used in this study were maintained on standard Nematode Growth Medium (NGM) plates and were grown monoxenically on a lawn of *E. coli* OP50 at 20°C. For TaDa experiments, strains were grown for at least two generations on a lawn of a *dam^−^/dcm^−^ E. coli* mutant of the K12 strain (New England Biolabs, C2925). The laboratory reference N2 strain was used as the reference strain in this study. A complete list of strains used in this study is available in table S3.

### Molecular cloning

To construct a TaDa backbone plasmid for epidermal expression of TFs fused upstream of Dam, the pCFJ151 universal *Mos1-*mediated single-copy insertion (MosSCI) vector (*43*) was digested with Bcu I/Bsp TI enzymes. The promoter of *wrt-2* was amplified by Polymerase Chain Reaction (PCR) from N2 lysate with oligos PB16 and PB7, the *C. elegans* optimized *mCherry* was amplified from the pAA64 (*34*) plasmid using oligos PB8 and PB17, the *Dam* sequence was amplified from the pUAST attB LT3 Dam plasmid (gift by T. Southall) using oligos PB18 and PB13, and the *unc-54* 3′ untranslated region (*3′UTR*) was amplified from N2 lysate using oligos PB14 and PB15. All four fragments and the digested backbone were inserted in a multifragment Gibson assembly reaction to produce the pPB7(*wrt-2p::mCherry::Dam::unc-54 3′UTR + cb-unc-119*) plasmid. The Xma JI site between *mCherry* and *Dam* was digested to linearize the vector and allow the in-frame to *Dam* insertion of the *nhr-25*–coding sequence amplified using oligos PB19 and PB20 from N2 cDNA to produce the pPB10(*wrt-2p::mCherry::nhr-25:Dam::unc-54 3′UTR + cb-unc-119*) plasmid. To construct the seam cell–driven *lin-22:Dam* fusion and the *NLS-GFP:Dam* control for the TF TaDa experiments, the *lin-22* gene was amplified with oligos DK11 and DK12 from fosmid WRM0627dG07, while *NLS-GFP* was amplified from plasmid pPD93_65 (Fire Lab vector kit, Addgene plasmid #1475) using oligos DK15 and DK16. Both amplicons were inserted upstream and in-frame with *Dam* by Gibson assembly in an Xma JI–linearized pPB7 vector like above. The resulting plasmids produced were pDK4(*wrt-2p::mCherry::lin-22:Dam::unc-54 3′UTR + cb-unc-119*) and pDK8(*wrt-2p::mCherry::NLS-GFP:Dam::unc-54 3′UTR + cb-unc-119*). To test the importance of the *mCherry* primary ORF to the viability of animals and methylation levels, versions of the *lin-22:Dam* and *NLS-GFP:Dam* TaDa constructs without *mCherry* were produced. In more detail, the pPB7 plasmid was digested with Bcu I/Mun I, and the 4085- and 6141-bp fragments were excised, extracted, and kept. The *lin-22* was amplified from pDK4 using DK102 and DK11. The two digestion fragments, *the lin-22* amplicon and the repair oligo DK103, were all inserted into a Gibson reaction to produce pDK49(*wrt-2p::lin-22:Dam::unc-54 3′UTR + cb-unc-119*), which was then digested with Bcu I/Xma JI to remove *lin-22* and inserted via Gibson assembly a DK108- and DK15-amplified fragment of NLS-GFP from pDK8 to generate pDK50(*wrt-2p::NLS-GFP:dam::unc-54 3′UTR + cb-unc-119*).

For ease of future applications, a versatile TaDa vector called pDK7 was constructed. Briefly, the *att* recombination cassette of pDest R4-R3 (Invitrogen) was amplified including the *attR4* site, *ccdb*, and *CamR* genes but excluding the *attR3* site using the oligos DK17 and DK18, including half of the *attL1* site sequence on the 3′ DK18 primer. *mCherry* was amplified from pPB7 using oligos DK19 and DK20 carrying the other half of the *attL1* site on the 5′ of DK19. *dam* was amplified from pPB7 with oligos DK21 and DK22. The *unc-54 3′UTR* was amplified from pPB7 with oligos DK23 and DK24. All four fragments were inserted in a Gibson assembly reaction along with Bcu I/Bsp TI doubly digested pCFJ151 vector to generate pDK7(*attR4-L1::mCherry::Dam-myc::unc-54 3′UTR + cb-unc-119*).

For the *lin-17 CRE1* and *CRE2* transcriptional reporters, the oligos DK115 and DK116 along with DK118 and DK119 were used to amplify each of the respective regions from N2 lysate. The Δ*pes-10* core promoter was amplified from pPD107.94 (Fire Lab vector kit, Addgene plasmid #1531) using either the *CRE1*- or the *CRE2*- compatible forward primers DK117 and DK120 along with the DK107 reverse and was cloned along with the respective CRE amplicon in a Nhe I/Xma JI–digested pDK16 to create pDK59(*lin-17CRE1:: Δpes-10::GFPo-H2B::unc-54 3′UTR + cb-unc-119*) and pDK60(*lin-17CRE2:: Δpes-10::GFPo-H2B::unc-54 3′UTR + cb-unc-119*). A complete list of the oligos used in this study is presented in table S4.

### Single-copy transgenesis

Single-copy transgenic lines were produced using the MosSCI method (*43*). Briefly, ~30 day-one adult animals of the EG6699 strain with a *Mos1* transposon insertion on chromosome II (*ttTi5605* locus) showing the uncoordinated (Unc) phenotype were injected for each transgene insertion. All the MosSCI injection mixes composed of a universal MosSCI vector (50 ng/μl) carrying the transgene of interest flanked by the *ttTi5605* left and right recombination arms along with plasmids harboring the *Mos1* transposase (pCFJ601 at 50 ng/μl), a heat-shock–inducible *peel-1* toxin (pMA122 at 10 ng/μl), and coinjection markers (pGH8 at 5 ng/μl, *myo-2::dsRed* at 2.5 ng/μl, and *myo-3::mCherry* at 5 ng/μl). After injection, animals were kept at 25°C until plates were completely starved. The heat shock treatment that follows was performed at 34°C for 3.5 hours, after which the plates were allowed to recover for 3 hours at room temperature before “reverse chunking” was performed, where NGM chunks from the lawn of a fresh plate were placed on top of the starved, treated plate with the OP50 lawn facing upward. The next day, the top of lawns were screened for *unc-119(−)* rescued animals with the absence of coinjection markers, which were transferred on different NGM plates per injected P0. Homozygous lines were confirmed molecularly for the presence of single-copy transgene insertions using oligos NM3880 and NM3884. A complete list of the transgenes produced for this study along with injection mix make-up information is available in table S5.

### Microscopy

For seam cell imaging, live animals were mounted on fresh 2% agarose pads containing 100 μM NaN_3_ for immobilization on glass slides. The slides were then imaged using either an AxioScope A1 (Zeiss) upright epifluorescence microscope with a light-emitting diode light source fitted with a RETIGA R6 camera (Q IMAGING) controlled via the Ocular software (Q IMAGING) or on an inverted Ti-eclipse fully motorized epifluorescence microscope (Nikon) with a metal halide light source fitted with an iKon M DU-934, 1024 × 1024 CCD-17291 camera (Andor) controlled via the NIS-Elements software (Nikon). Scoring of the terminal seam cell or PDE neuron number phenotype was performed in late-L4 or early adult animals, carrying the *SCMp::GFP* or *dat-1p::GFP* markers. The lateral side most proximal to the objective was counted for every animal.

To perform smFISH, large populations of animals were synchronized by bleaching and were subsequently grown at 20°C for 18 hours to reach the late L1 and 35 hours for the L3 asymmetric division stage. Animals were fixed in 4% formaldehyde (Sigma-Aldrich) in 1× phosphate-buffered saline (PBS; Ambion) for 45 min on a vertical Stuart Rotating disk (Cole-Palmer). They were washed with 1.5 ml of 1× PBS twice before being stored at 4°C in 70% ethanol for at least 24 hours for permeabilization. Hybridization was performed in 100 μl of buffer [dextran sulfate (100 mg/ml; Sigma-Aldrich) and 10% formamide in 2× SSC] at 30°C for 16 hours with 1 μl of probe diluted in water added. The probe dilution was between 1:5 and 1:50 of a custom-made mixture of 21 to 48 Cy5-labeled oligonucleotides (Biomers) targeting the gene of interest. A complete list of probes and their dilution used in this study along with their sequences is available in table S4. Animals were washed in a solution of 10% formamide, 2× SSC, stained with 4′,6-diamidino-2-phenylindole (DAPI), and resuspended for imaging in 100 μl of GLOX buffer (0.4% glucose and 10 mM tris-HCl in 2× SSC) supplemented with 1 μl of glucose oxidase (3.7 mg/ml; Sigma-Aldrich) and 1 μl of catalase (5 mg/ml; Sigma-Aldrich). Imaging was performed using the Nikon setup described above using the seam cells closest to the objective lens as homing coordinates to acquire 17 Z-stack slices with a step of 0.8 μm for each of the DAPI, Cy5, and GFP channels (Semrock). Acquisition was performed using a 100× oil immersion objective with exposure set at 100 ms for DAPI at 1/32 reduced light intensity, 3 s for Cy5, and 300 ms for GFP. Analysis was performed using a custom MATLAB (MathWorks) pipeline (*44*). Briefly, selected DAPI and GFP images were used to annotate seam cells and draw regions of interest around the nuclei for at least five slices within which smFISH spots would be counted. An animal-specific threshold for spot detection was set by manually sampling spots.

### TaDa wet laboratory protocol

Strains for TaDa experiments were transferred onto *dam^−^/dcm^−^* plates by spot bleaching, and two biological replicates in separate plates were processed simultaneously. For each strain and replicate, nine 55-mm plates fully populated by gravid adults were used for large-scale egg preparation with isolated embryos seeded in *dam^−^/dcm^−^* plates that were incubated at 20°C. Half of the resulting synchronized populations for each replicate were collected in a 15-ml centrifuge tube after 24 hours at the L2 stage and the other half after 48 hours at the L4 stage using 2 ml of M9 buffer per plate. All collected populations underwent extensive washing to remove bacteria by centrifuging animals at 1200*g* for 3 min, removing the supernatant and washing the pellet with 10 ml of M9 at least five times. Pellets were frozen at −20°C before genomic DNA (gDNA) extraction.

For gDNA extraction, pellets were lysed using 750 μl of cell lysis solution (QIAGEN) containing proteinase K (100 μg/ml) on a heat block at 55°C shaking at 500 rpm for 16 hours overnight. Lysates were treated with 4 μl of RNase A (100 mg/ml; QIAGEN) at 37°C shaking at 500 rpm for 3 hours. In turn, 250 μl of protein precipitation solution (QIAGEN) was added to each sample and was incubated on ice for 5 min followed by vigorous vortexing for at least 30 s, another 5 min incubation on ice, and a centrifugation at 6000*g* for 10 min at 4°C. The supernatant for each sample was treated with isopropanol and washed with 70% ethanol, and the pellet was air-dried for 1 hour. DNA pellets were hydrated with 55 μl of UltraPure distilled water and were left for 48 hours at 4°C for the DNA pellet to dissolve.

For isolation and amplification of the GATC-methylated gDNA fragments, the protocol followed here is an adapted version of the one presented in (*45*) for TaDa in *Drosophil*a with minor alterations. Of the extracted gDNA samples above, up to a total amount of 5 μg (range, 1 to 5 μg) was transferred into a 1.5-ml tube and was brought to 43 μl with the addition of UltraPure distilled water. For those samples where 5 μg was not available, 43 μl of the original sample was transferred. To each of those tubes, 5 μl of 10× CutSmart Buffer (New England Biolabs) and 2 μl of Dpn I restriction enzyme (New England Biolabs) were added and mixed by gentle flicking to prevent shearing of gDNA. The samples were incubated at 37°C for 16 hours overnight and were in turn cleaned-up using the QIAquick polymerase chain reaction (PCR) Purification kit (QIAGEN) and eluted with 40 μl of 50°C water. A total of 20 μl of each clean digestion product was split equally in two 0.2-ml PCR tubes (15 μl in each), and 4 μl of Adaptor ligation buffer [5× T4 DNA ligase buffer (New England Biolabs) and 10 μM of the dsAdR adaptor along with 1 μl (400 U) T4 DNA ligase (New England Biolabs)] was added in each. The samples were then incubated at 16°C for 2 hours, followed by 10 min at 65°C in a thermocycler. The double-stranded adaptor dsAdR was initially prepared by mixing equal volumes of 100 μM of the single-stranded oligos AdRT and AdRb in a 1.5-ml tube, immersing in a boiling-hot water bath, and letting it to cool down to room temperature to allow for gradual annealing. Following the adaptor ligation, each sample was mixed with 20 μl of a 2× Dpn II digestion buffer and 10 U (1 μl) of Dpn II restriction enzyme (New England Biolabs) mastermix and was incubated for 3 hours at 37°C. At this stage, for each original sample, two 40 μl of digestion reaction products were available. For methylated DNA amplification by PCR, each one of these products was mixed with 118 μl of DamID PCR buffer, and 2 μl (10 U) of MyTaq DNA polymerase (Bioline) was aliquoted at 40 μl in four different 0.2-ml PCR tubes. The DamID PCR buffer consisted of 1.36× MyTaq Buffer (Bioline) and 1.06 μM of the DamID PCR primer (Adr_PCR) that anneals on the adaptor sequence. In total, for each original gDNA sample, eight PCR reactions were performed using the following cycling program:

single cycle of steps 1 to 4: 72°C for 10 min, 94°C for 30 s, 65°C for 5 min, and 72°C for 15 min; 3 cycles of steps 5 to 7: 94°C for 30 s, 65°C for 1 min, and 72°C for 10 min; 21 cycles of steps 8 to 10: 94°C for 30 s, 65°C for 1 min, and 72°C for 2 min; final extension step: 72°C 5 min, slow cool down to room temperature and storing at 10°C.

The number of cycles for steps 8 to 10 was increased from 17 described in (*45*) to 21, which is more commonly used in previous DamID experiments in *C. elegans* (*46*). The eight reactions per sample were pooled and cleaned-up using QIAquick PCR Purification kit (QIAGEN). To remove the adaptor sequences from the resulting PCR products, up to 2.5 μg of product was transferred to a 1.5-ml tube and was digested with Alw I restriction enzyme (New England Biolabs) at 37°C for 16 hours. The products were cleaned-up again using the QIAquick PCR Purification kit. These final purified amplicons were sent to GENEWIZ for library preparation and next-generation sequencing using the Illumina HiSeq platform.

### Calculation of TaDa signal profiles for LIN-22 and NHR-25 binding

FASTQ files representing single-end reads for each sample and replicate were initially assessed using the fastq-stats perl script (available at https://github.com/owenjm/damid_misc/blob/master/fastq-stats) for uncut adaptors, primer dimer, and internal GATC content as a postsequencing quality control step for the wet laboratory executed protocol. The sequencing reads were mapped on the *C. elegans* genome, sequence alignment read-count maps were generated, and normalized log_2_(*TF:dam/NLS-GFP:dam*) ratio scores were calculated per GATC fragment of the genome using the perl script damidseq_pipeline v1.4.5 (*29*) (available at https://github.com/owenjm/damidseq_pipeline). The pipeline used Bowtie 2 v2.3.4 (*47*) for alignment to *C. elegans* bowtie indices from genome assembly WBcel235 (available from illumina iGenomes page), Samtools v1.9 (*48*) for alignment manipulations, and a GATC fragment file with the coordinates of all GATC fragments across the *C. elegans* genome in gff format, built from a WBcel235 FASTA file (available at https://ensembl.org/Caenorhabditis_elegans/Info/Index) using the gatc.track.marker.pl script (available at https://github.com/owenjm/damidseq_pipeline). The number of usable reads that have been acquired by the experiments presented here and map only once to the genome varied from over 6 million up to ~30 million reads per sample with the genome coverage being between ~9 and 45 times. From the two replicates per TF-Dam fusion and control-Dam fusion, all pairwise genome-wide log_2_(*TF:dam/NLS-GFP:dam*) calculations were performed and averaged into a single signal profile of log_2_(*TF:dam/NLS-GFP:dam*) enrichment scores per GATC of the genome for each TF at each developmental stage. Genomic coordinate files produced and used throughout this study were converted between formats (BED, GFF, Bedgraph, BigWIg, Wig, and GTF) using Excel, the Convert between GTrack/BED/WIG/bedGraph/GFF/FASTA files tool of the Galaxy powered GSuite Hyperbrowser (elixir) (at https://hyperbrowser.uio.no/hb/#!mode=advanced), and the UCSC browser binaries bedGraphToBigWig, BigWigToBedGraph, and bigWigToWig. BED, GFF, Bedgraph, and BigWig signal and feature track files were visualized using the SignalMap NimbleGen software (Roche) or IGV (*49*).

### Peak calling and gene assignment

Identification of statistically significant enriched peaks across the genome for each TF and developmental stage was performed using the perl script find_peaks (available at https://github.com/owenjm/find_peaks) with a false discovery rate (FDR) < 0.05 and default settings with the averaged log_2_(*TF:dam/NLS-GFP:dam*) signal profiles as input. The output is a list of genomic interval coordinates for statistically significant peaks with a peak enrichment score and an FDR value. Significant peaks were assigned to genes using UROPA (*50*) as a web tool (available at http://loosolab.mpi-bn.mpg.de/UROPA_GUI/) with Caenorhabditis_elegans.WBcel235.99.gtf (from http://ensembl.org/Caenorhabditis_elegans/Info/Index) as the genome annotation file. Peaks were assigned to genes on any strand when their center coordinate was positioned up to 6 kb upstream of a gene start site or 1 kb downstream of the end site. The location of the peak relative to the gene was assigned on the basis of the full length of the peak and the strand of the gene. To avoid discarding valid regulatory relationships and because of the compactness of the *C. elegans* genome, multiple assignments are reported when available.

For the NHR-25 L1 ChIP-seq dataset (*14*) used in this study for peak localization comparisons, raw sequencing data (GEO number, GSE44710) were processed into significant peak profiles using MACS2 on Galaxy (https://usegalaxy.eu/). NHR-25 and input bedgraph signal tracks were inserted into the MACS2 bdgcmp tool (default: Poisson *P* value algorithm) to deduct noise and identify NHR-25–specific signal. The output was then used with the MACS2 bdgpeakcall tool (cutoff 1.0, min-length 200 and max-gap 30) to generate genome-wide profiles of significant peaks. The total number of stringent peaks identified with this approach is smaller than the one previously reported (*14*). Profiles representing different replicates were merged using bedtools merge with averaged heights for peaks that overlap.

### Pearson’s correlation and principal component analysis

Correlation between samples and reproducibility of replicates was assessed using the deeptools3 (*51*) multiBamSummary (--binSize 300) and plotCorrelation (--corMethod pearson, --whatToPlot heatmap, --skipZeros, --removeOutliers) tools on Galaxy (https://usegalaxy.eu/). Principal component analysis was performed using the deeptools3 plotPCA tool on the multiBamSummary-calculated read count density summary matrices.

### Aggregation plots and heatmaps of signal localization

Signal localization preference around given genomic features presented as aggregation plots or heatmaps were generated using the SeqPlots GUI application (*52*) with specific settings mentioned individually for each presented result. Aggregation plots represent signal averages for 10-bp bins in regions of varying but specified length around positional features of the genome. For genes, all of their start and end coordinates, based on the largest transcript and used here as the TSS and transcriptional end site (TES) of genes, are anchored to two positions of the *x* axis, and their genic sequence is pushed or stretched to a pseudo-length of usually 2 kb. For other features, the midpoint coordinate is used to align all to the same position on the *x* axis, which then extends upstream and/or downstream of that region. For each position around the feature, an average is calculated across all the features to generate the aggregation plot line with a shaded area representing the 95% confidence interval. When *z* scores are presented on the *y* axes, those have been calculated as deviations from the mean signal seen across the plotted region. In heatmaps, each line represents each occurrence of a genomic feature indicated on the *x* axis along with a surrounding region of a given length also indicated on the *x* axis. Color scales indicate the positional enrichment score calculated as averages per 10-bp bins.

### Assessment of overlaps between sets of genomic intervals or gene sets

To identify overlapping peaks between samples or other genomic interval or features, the bedtools intersect tool was used with settings dependent on the prospected outcome of the processing. To test whether sets of genomic coordinates representing various features show statistically significant overlaps across the genome, Monte Carlo simulations have been performed using the python pipeline OLOGRAM, part of the gtftk package (*53*). *P* values are calculated on the basis of the occurrence of intersections between intervals and overall length of overlap (in base pairs) across the genome. For statistical assessment of the level of association between patterns of peak (TaDa or ChIP-seq peaks) localization across the genome for different TFs, the IntervalStats tool (*33*) as part of the coloc-stats webserver (https://hyperbrowser.uio.no/coloc-stats/) was used. Briefly, for the TFs used in this study, ChIP-seq optimal Irreproducible discovery rate (IDR)–thresholded peak coordinate files from L2 animals were downloaded from the modERN (*17*) and modENCODE (*18*) databases and were combined along with the L2 TaDa TF samples into a Gsuite of genomic tracks on coloc-stats. Each peak file was then used as query against the GSuite of reference sequences to calculate the IntervalStats statistic for colocalization for all pairwise comparisons of peak coordinates. The values in the resulting comparison matrix representing comparisons between the same two TFs with different directionality (query-reference) were averaged to symmetrize the matrix and calculate the final coassociation values that were plotted as a heatmap using the R package heatmap3 and hierarchical clustering. To assess the statistical significance of overlaps between sets of genes, hypergeometric distribution or Fisher’s exact tests were performed either on http://nemates.org/MA/progs/overlap_stats.html or using the R software package *SuperExactTest* (*54*), respectively. For both tests, when sets of coding genes are compared, the size of the sampling pool was set to 20191, the number of annotated coding genes in the WBcel235.99 release. Representation of overlaps was either in the form of Venn diagrams generated using http://bioinformatics.psb.ugent.be/webtools/Venn/ or in the form of the output of the *SuperExactTest* package.

### TF motif identification by TaDa

Identification of motifs from TF TaDa peaks was done here using HOMER (*55*). The top 200 peaks with the highest averaged enrichment score were used for the analysis. Peak interval files were used as input for the findMotifsGenome.pl script using the ce11 genome assembly, masking of the sequences, and the option to analyze the size of sequences provided by the interval file (options: ce11 -size given -mask). The logos presented here for motifs identified using homer were generated after converting the homer positional weight matrix into a transfac matrix using the RSAT (*56*) Metazoa convert matrix tool (http://rsat.sb-roscoff.fr/convert-matrix_form.cgi) and importing to Weblogo3 (https://weblogo.berkeley.edu/logo.cgi) for logo drawing. Identification of similar known motifs to the de novo identified motifs was performed using the Tomtom tool of MEME-suite (*57*). The default parameters were used, and the interrogated motif matrices were compared against the JASPAR core 2018 nonredundant database.

### Gene set enrichment analysis

Gene sets identified in this study were assessed for enriched GO terms or association with tissue-specific expression using the wormbase.org Enrichment Analysis tool (*58*, *59*) (https://wormbase.org/tools/enrichment/tea/tea.cgi), using a *q* value threshold of 0.1. For significant GO terms presented here, the −log_10_*q* value is plotted. Association of gene sets with biological pathways was evaluated using the gProfiler gOst tool (https://biit.cs.ut.ee/gprofiler/gost), and a g:SCS calculated a significance threshold of 0.05.

### RNA interference

Knockdown of *nhr-25*, *cki-1*, *egl-18*, and *elt-1* was performed by feeding animals on lawns of bacteria expressing double-stranded RNA(dsRNA) targeting each of these genes (Source Bioscience). Bacteria were grown overnight and then seeded directly onto NGM plates containing 1 μM isopropyl-β-d-thiogalactopyranoside, ampicillin (25 μg/ml), and tetracycline (6.25 μg/ml). Five L4 animals of the strain of interest were transferred on RNAi plates and were allowed to lay progeny that were phenotyped at the stage of interest. Control treatments were performed in parallel, with precisely the same experimental conditions, by feeding animals on lawns of the same strain of HT115 bacteria containing an empty dsRNA-expressing vector.

### Statistical analysis

Statistical analysis for comparisons between datasets that is not covered in the above paragraphs was performed using GraphPad prism 7 (www.graphpad.com). To test differences in the mean between seam cell scoring or smFISH counting datasets, an unpaired two-tailed *t* test was performed when the comparison was between two datasets and a one-way analysis of variance (ANOVA) was performed when multiple datasets were compared. One-way ANOVA was followed by a Dunnett’s post hoc test when the mean of multiple datasets was compared to that of a control. The significance threshold used throughout is *P* < 0.05.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Targeted DamID in C. elegans reveals a direct role for LIN-22 and NHR-25 in antagonizing the epidermal stem cell fate
**Source:** Sci Adv. 2022 Feb 4;8(5):eabk3141. doi: 10.1126/sciadv.abk3141
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Legends for tables S1 to S5

Supplementary Materials for
**Targeted DamID in *C. elegans* reveals a direct role for LIN-22 and NHR-25 in
antagonizing the epidermal stem cell fate**

Dimitris Katsanos and Michalis Barkoulas*

Published 4 February 2022, *Sci. Adv.* **8**, eabk3141 (2022)
DOI: [10.1126/sciadv.abk3141](https://doi.org/10.1126/sciadv.abk3141)

The PDF file includes:

Figs. S1 to S8
Legends for tables S1 to S5

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S5

Fig. S1.

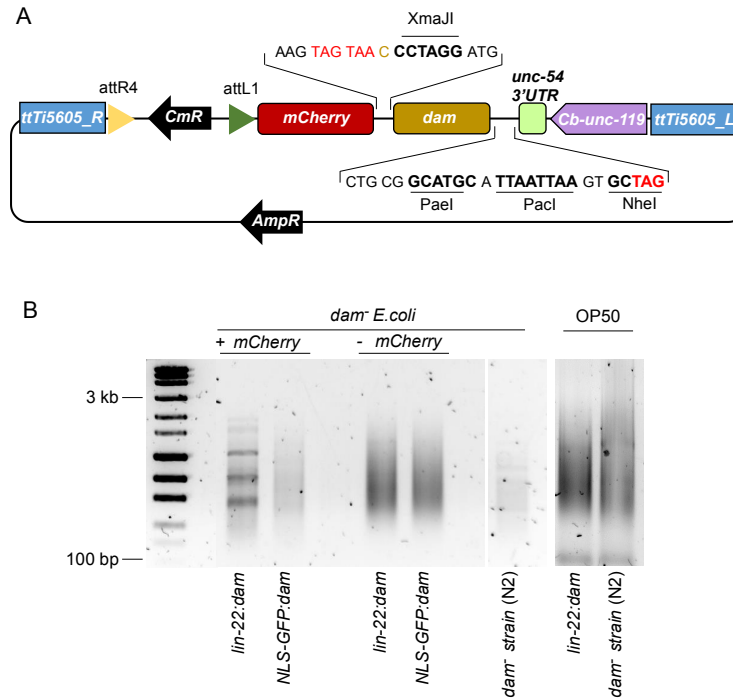

Figure S1: Assembly and assessment of *in vivo* methylation by TaDa fusions.

(A) Graphic illustration of the design of a versatile *C. elegans* universal TaDa cloning platform with its key features. From left to right the plasmid contains: universal MosSCI recombination sites (*ttTi5605_R* and *L*), an LR *attR4-attL1* Gateway cloning site for promoter insertion, an *mCherry* primary ORF followed by 2 x STOP codons, indicated in red, a frameshift in yellow and a unique XmaJI restriction site followed by *dam*, unique restriction sites for PaeI, PacI, NheI and an in-frame STOP codon prior to an *unc-54* 3'UTR. **(B)** Example of amplification products from methylated gDNA extracted from strains carrying the *dam* fusions described in this study and a WT *dam⁻* strain fed on *dam⁻ E. coli*. Note that all samples except for the *dam⁻* strain show a pronounced 2 kb to 200 bp smear. Wells for all samples were loaded with the same volume of reaction product. Also note the marked increase in methylation observed in the absence of *mCherry*

as a primary ORF. Strains grown on *dam*⁺ OP50 also show extensive amplification due to methylated bacterial DNA.

Fig. S2.

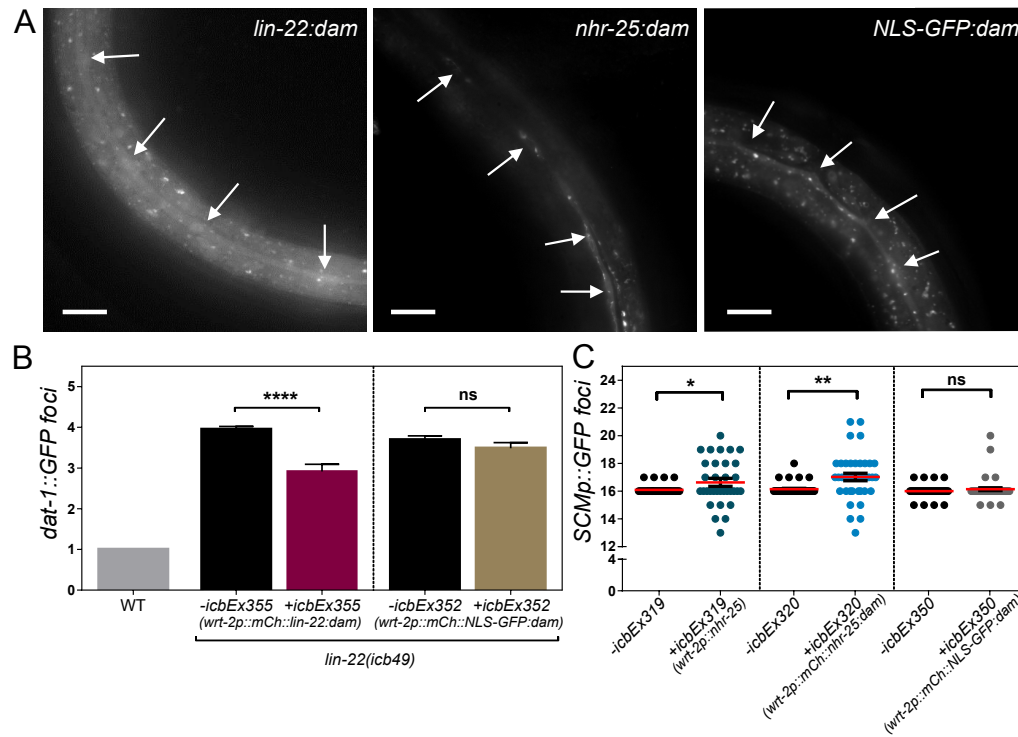

Figure S2: Validation of expression and functionality of TaDa transgenes.

(A) Confirmation of single-copy transgene expression in the *wrt-2* domain (seam cells) using *mCherry* expression (primary ORF). Animals were imaged at the L4 stage and white arrows mark weak expression in the seam, as expected for single copy transgenes. **(B)** Overexpression of the *lin-22::dam* TaDa construct as a multi-copy transgene (*icbEx355*) in the *lin-22(icb49)* mutant partially rescues the supernumerary PDE neurons phenotype labelled by *dat-1p::GFP*, whereas the overexpression of the control *NLS-GFP::dam* TaDa construct does not ($n \geq 33$). **(C)** Overexpression of *nhr-25* or the *nhr-25::dam* fusion from a TaDa construct as a multi-copy transgene under the *wrt-2* promoter increased the mean seam cell number, whereas the overexpression of the control *NLS-GFP::dam* TaDa construct did not ($n \geq 31$). Scale bars in A are

20 μm . In B and C error bars indicate standard error of the mean and black stars indicate statistically significant differences in the mean with a t-test (* $p < 0.05$, ** $p < 0.01$, **** $p < 0.0001$).

Fig. S3.

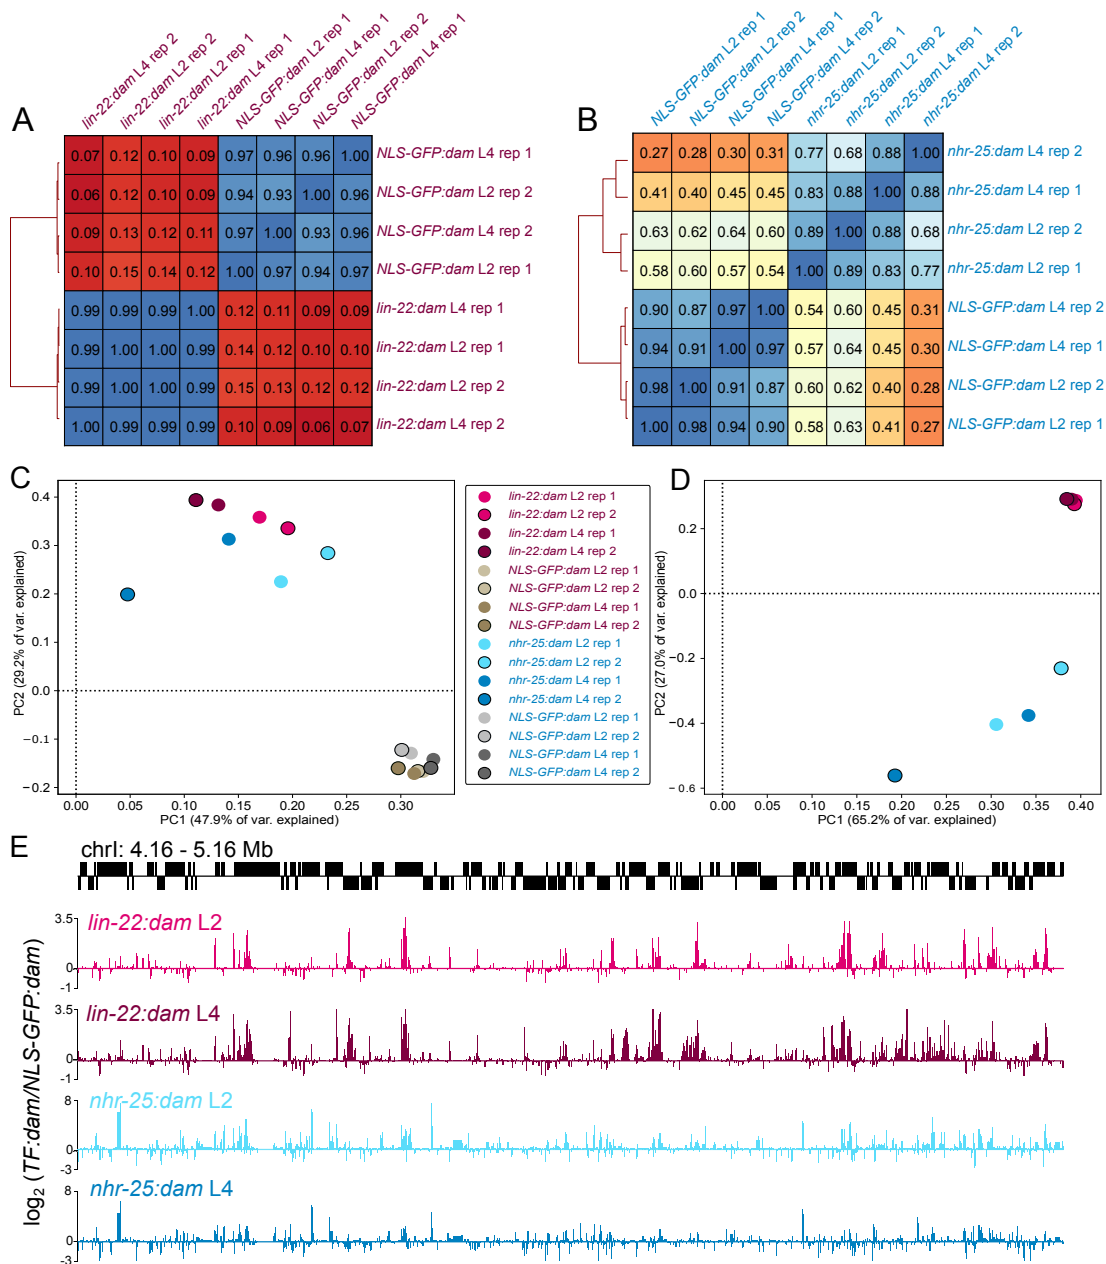

Figure S3: TaDa replicate reproducibility and fusion-dependent methylation.

(A-B) Pearson correlation heatmaps based on normalised aligned read count maps for the LIN-22 (A) and NHR-25 (B) TaDa experiments. The correlation coefficient for each pairwise comparison is printed in each cell of the heatmaps. All Dam-fusions show strong replicate reproducibility and

high within-fusion correlation, indicated by high correlation coefficients. Note that TF and control samples show low correlation between them and cluster separately. **(C)** Principal component analysis on normalised aligned read count maps for all samples shows distinct grouping between TF and control fusions. **(D)** Principal component analysis only on *lin-22:dam* and *nhr-25:dam* replicates shows distinct grouping between the two TF samples. Samples in C and D are colour-coded as per the shared key in the middle. **(E)** Example of averaged signal enrichment profiles for *lin-22:dam* and *nhr-25:dam* fusions across a 1 Mb region of chromosome I (locations of protein coding genes are indicated as black lines / boxes. Signal enrichment forms distinct peaks for each TF that show some similarity between stages. The Y-axes represent $\log_2(TF:dam/NLS-GFP:dam)$ scores. Scale bar length is 2 Mb.

Fig. S4.

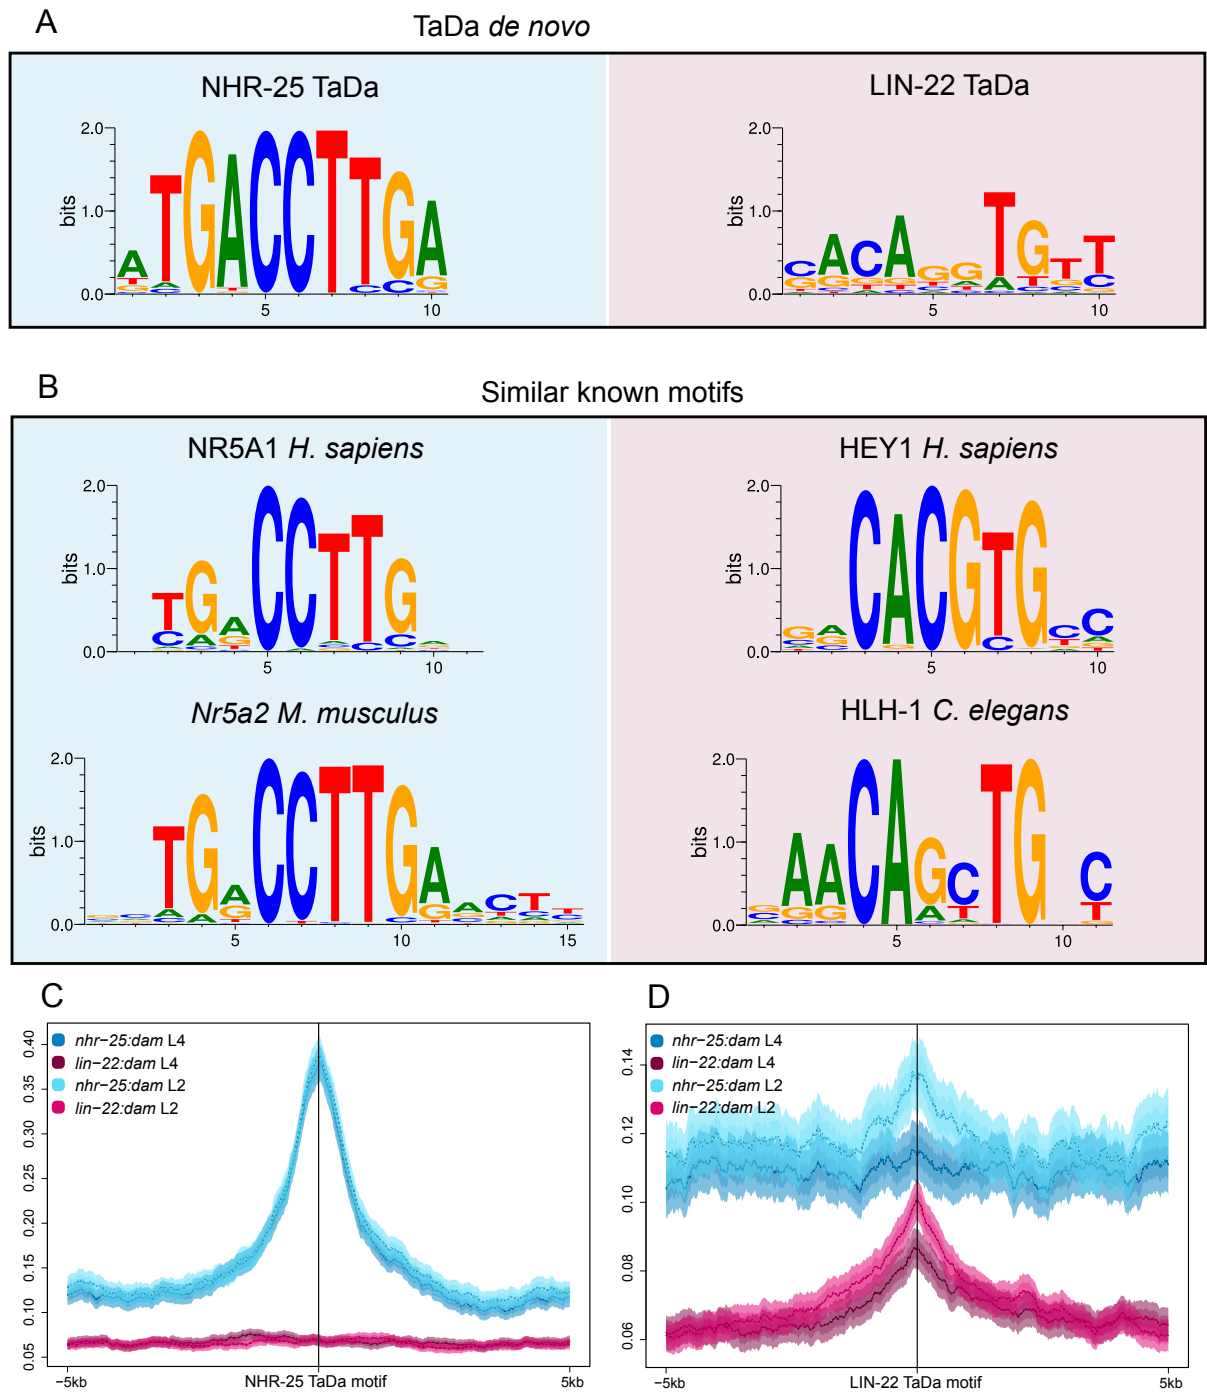

Figure S4: NHR-25 and LIN-22 binding motifs identified using TaDa peaks.

(A) *De novo* identified DNA motifs for NHR-25 (left) and LIN-22 (right) binding from TaDa peaks. These motifs were found in 41% of the LIN-22 L2, 33% of the LIN-22 L4, 47% of the NHR-25 L2 and 51% of the NHR-25 L4 total TaDa peaks, with the co-occurrence being statistically significant using Monte Carlo simulation (p -values < 0.0001 in all cases). **(B)** Similar known motifs to the TaDa-identified NHR-25 (left) and LIN-22 (right) motifs are shown from available databases. **(C-D)** Aggregation plots of TaDa signal for all TFs and available stages over instances of the NHR-25 TaDa motif (C) and the LIN-22 TaDa motif (D). Both TFs show stronger preference for their respective motif compared to the alternative motif. Regions of ± 5 kb around the peak centres have been plotted, the y-axes represent mean enrichment scores for the plotted sequences and shaded areas represent 95% confidence intervals.

Fig. S5

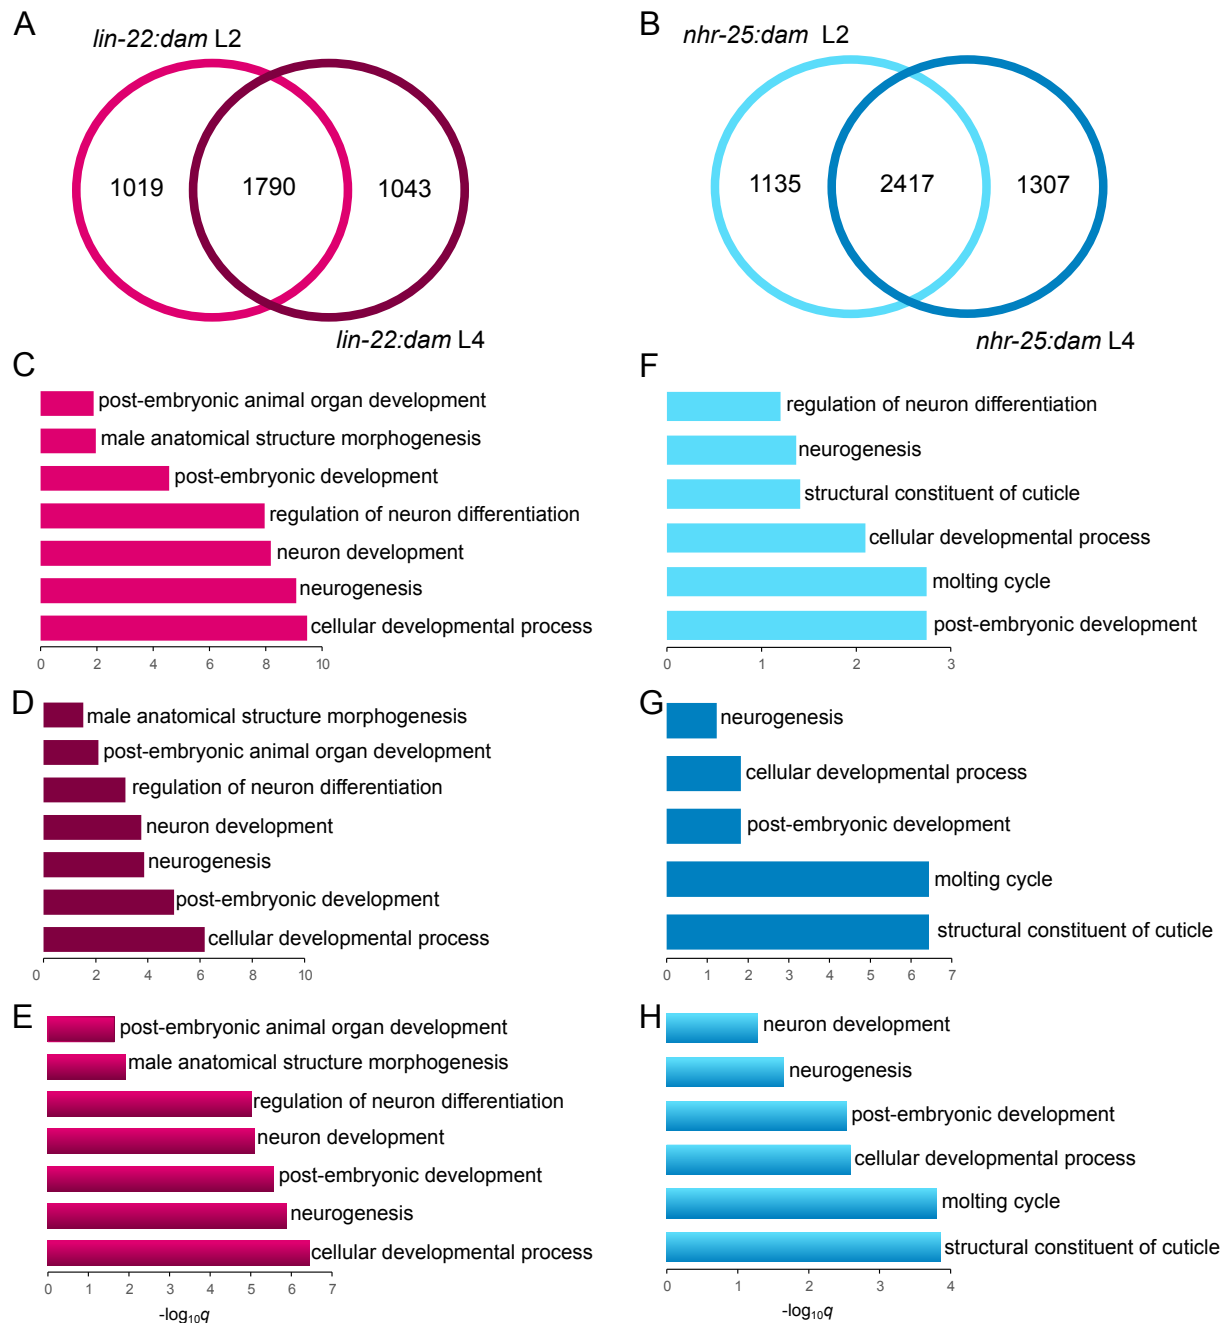

Figure S5: Enriched GO terms for LIN-22 and NHR-25 putative targets relate to their biological functions.

(A-B) Venn diagrams for putative target intersections between genes identified at L2 and L4 for the *lin-22:dam* (A) and *nhr-25:dam* fusions (B). The intersection in both cases is significant with a hypergeometric distribution test $p < 0.0001$. **(C-H)** Plots of selected significantly enriched terms from GO term analysis for the genes in the L2 (C,F), L4 (E,H) or intersection datasets (D,G). For both TFs at all stages, relevant terms are recovered related to neurogenesis, development or molting.

Fig. S6

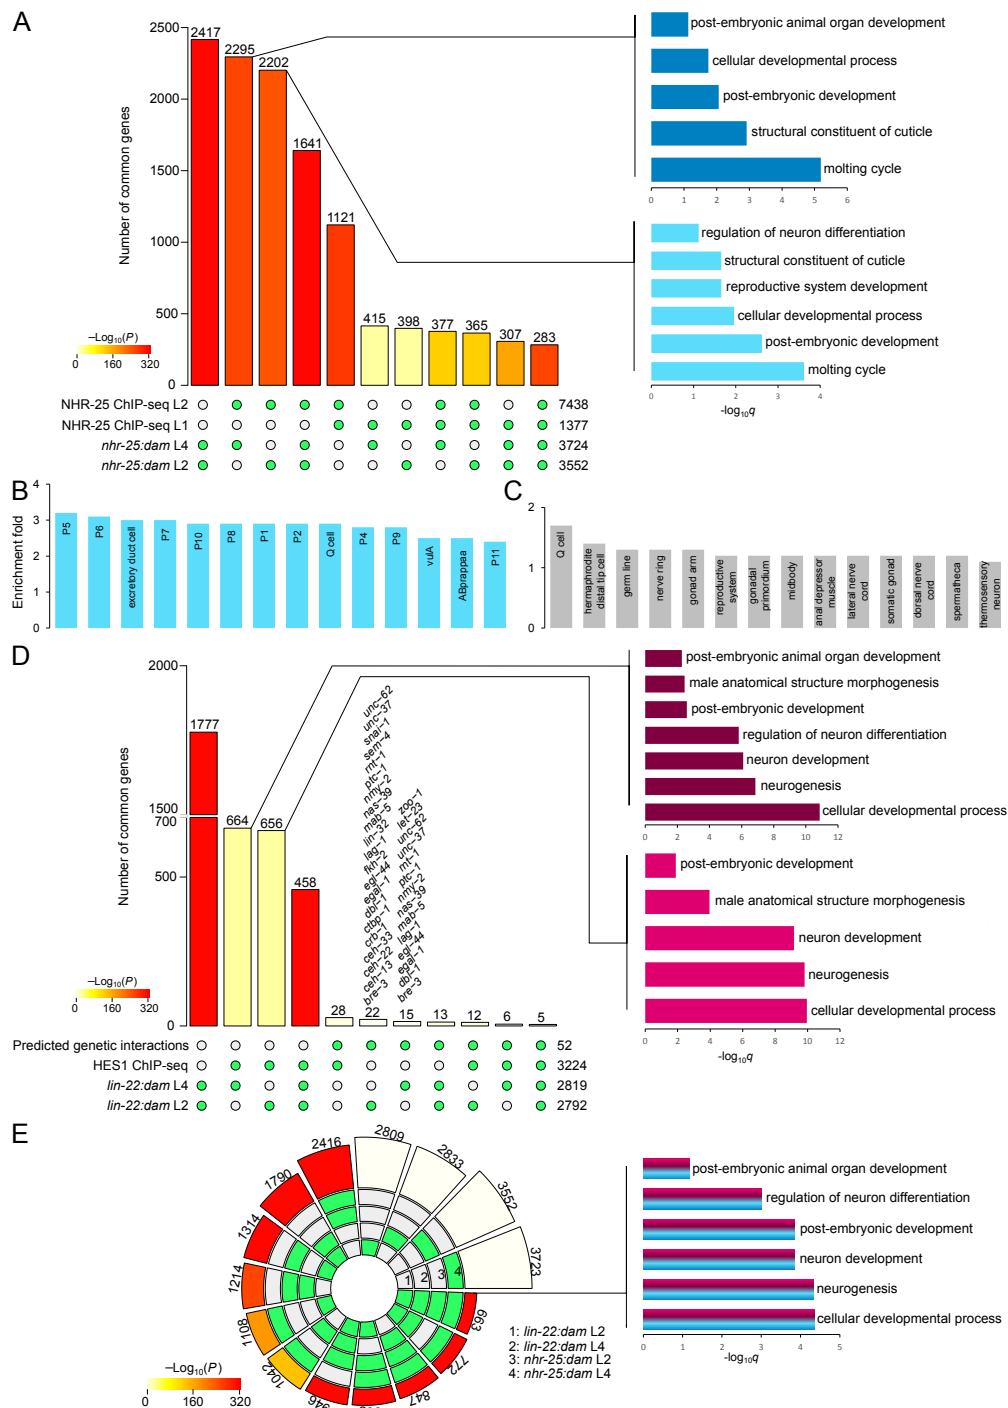

Figure S6: TaDa identified targets for NHR-25 and LIN-22 show significant overlaps between them and with other published datasets.

(A) Barplot showing the size of all possible intersections between: *nhr-25:dam* identified target genes at L2/L4, NHR-25 ChIP-seq-identified target genes at L1 (14) and NHR-25 ChIP-seq peaks at L2 (16) assigned to genes using the same method used in this study. Selected enriched GO terms for gene sets from the large intersections between TaDa and ChIP-seq L2 are shown.

(B-C) Tissue-enrichment analysis in the gene set of putative targets that are common between NHR-25 L2 ChIP-seq and TaDa (B) or exclusively identified by ChIP-seq (C). In both cases, the top 15 most overrepresented tissues are shown.

(D) Barplot showing the size of all possible intersections between: the identified target genes for *lin-22:dam* L2 and L4, genes predicted to be downstream genetic interactors of *lin-22* (Zhong and Sternberg, 2006) and the *C. elegans* orthologues of HES1 targets based on ChIP-seq (Encode project accession: ENCSR109ODF). Selected enriched GO terms for gene sets from the intersections between orthologues of HES1 ChIP-seq targets and TaDa targets are shown. Genes in the pairwise intersection between TaDa and predicted interactors are listed in full above the bars.

(E) Plot showing all possible intersections between TaDa-identified target genes for LIN-22 and NHR-25 at L2 and L4. Selected enriched GO terms are shown for the genes common in all datasets. In A, D the size of each individual gene set is printed at the bottom right of each graph. In A, D and E the statistical significance of each intersection assessed by a Fisher's exact test is colour-coded as shown in the key (yellow, orange, red marks significant overlaps).

Fig. S7

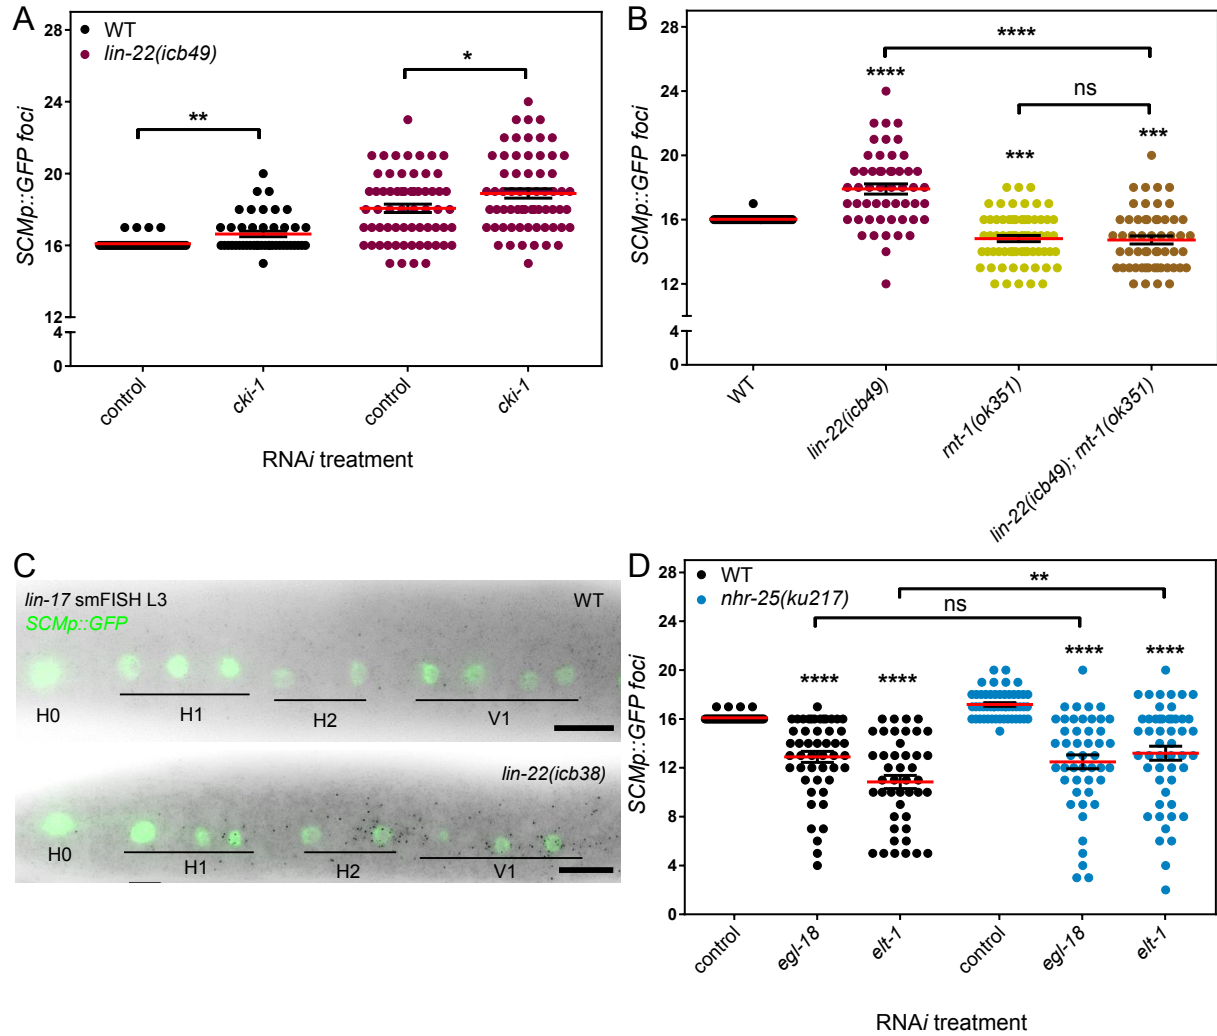

Figure S7: Genetic validation of regulatory relationships for TaDa-predicted targets of LIN-22 and NHR-25.

(A) Seam cell number scoring and comparison between wild-type and *lin-22(icb49)* mutants carrying the *SCMp::GFP* marker, treated either with control or *cki-1* RNAi ($47 \leq n \leq 64$). Knock-down of *cki-1* further increases the mean seam cell number of *lin-22* mutants. (B) Comparison of seam cell number between wild-type, *lin-22(icb49)* mutants, *rnt-1(ok351)* mutants and *lin-22(icb49); rnt-1(ok351)* double mutants carrying the *SCMp::GFP* marker ($53 \leq n \leq 66$). Note the

significant decrease in seam cell number in *lin-22(icb49); rnt-1(ok351)* double mutants, compared to the *lin-22(icb49)* single mutant phenotype, down to levels comparable to the single *rnt-1(ok351)* mutant. **(C)** Representative *lin-17* smFISH images from WT and *lin-22(icb38)* mutants showing increased *lin-17* expression in anterior seam cells (H1-V1) at the L3 stage. **(D)** Seam cell number scoring and comparison between wild-type and *nhr-25(ku217)* mutants carrying the *SCMp::GFP* marker, treated either with control, *egl-18* or *elt-1* RNAi (44≤n≤53). *egl-18* and *elt-1* knock-down in *nhr-25* mutants suppresses the increased seam cell number mutant phenotype. In C seam cells are labelled with *SCMp::GFP* and black spots correspond to *lin-17* mRNAs. The scale bars are 10 μm. In A, B and D error bars indicate standard error of the mean. Black stars indicate statistically significant differences in the mean with a t-test in A and a one-way ANOVA with a Sidak's multiple comparison test in B and D, * $p<0.05$, ** $p<0.01$, *** $p<0.001$, **** $p<0.0001$.

Fig. S8

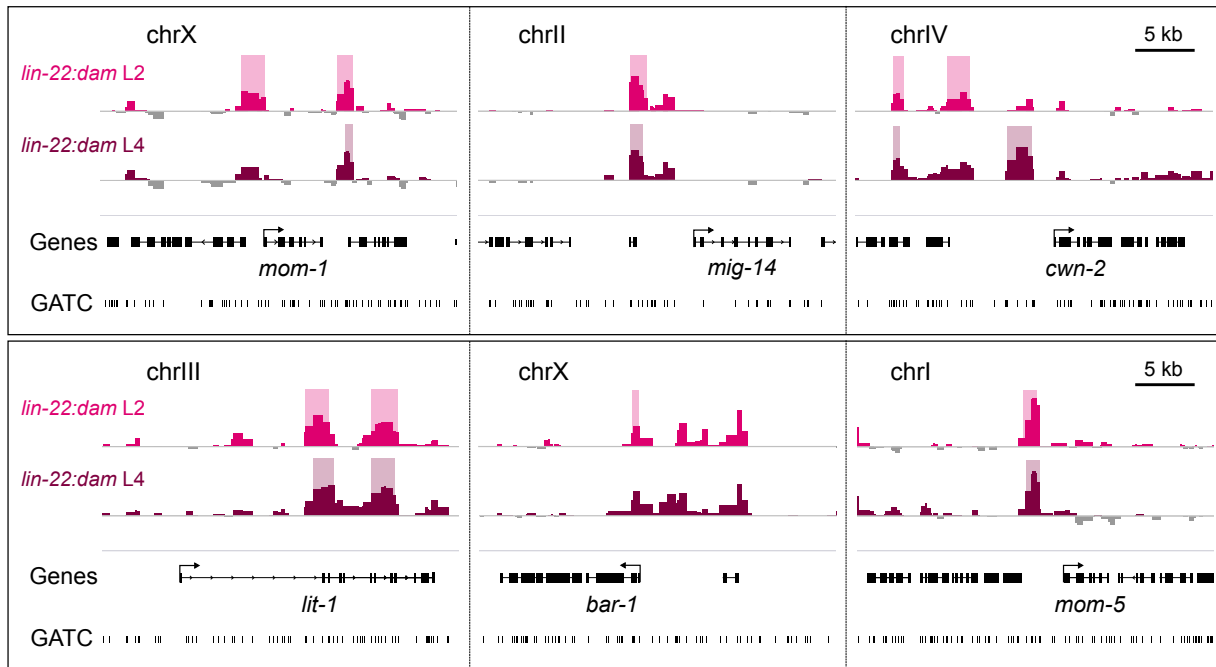

Figure S8: TaDa reveals a link between LIN-22 and multiple components of the Wnt signaling pathway.

Signal profiles from *lin-22:dam* showing enrichment forming statistically significant peaks (shaded regions) on sequences associating with the Wnt component-encoding genes *mom-1*, *mig-14*, *cwn-2*, *lit-1*, *bar-1* and *mom-5*. Y-axes are $\log_2(\text{lin-22:dam}/\text{NLS-GFP:dam})$ scores with data range: -1 – 3.5.

Separate files

Table S1. Genome coordinates of significant TaDa peaks for NHR-25 and LIN-22 at the L2 and L4 stage.

Table S2. Assigned genes per TaDa peak for NHR-25 and LIN-22 at the L2 and L4 stage.

Table S3. Strains used in this study.

Table S4. Primers used in this study (general oligos and smFISH probes).

Table S5. List of transgenes and injection mixes used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

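The study holds 16 samples of *C. elegans* populations that expressed a Dam methylase in the epidermis, 8 with a TF fusion (*lin-22:dam* or *nhr-25:dam*) and 8 with the *NLS-GFP:dam* control, each in 2 replicates at L2 (24 h after egg preparation) and L4 (48 h). The authors mapped reads to WBcel235 with Bowtie 2 (v2.3.4) and Samtools (v1.9) inside damidseq_pipeline (v1.4.5), which counted reads per GATC fragment and normalized them, and deposited 16 pairwise profiles of log2(*TF:dam*/*NLS-GFP:dam*) ratios and 4 averaged profiles, 1 per TF and stage. The authors also deposited 4 lists of peaks called by find_peaks on the averaged profiles at an FDR under 0.05, in which the score of a peak is on the log2 scale of its profile. The deposited values were used as they are: no read was mapped again, no pseudocount was added and no profile was scaled, except in the alternatives. The deposited values hold no counts, and usable reads are given in the paper's methods only as a range over all samples, so the depth of each sample is unknown and no interval for counting error was computed for a ratio.

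The 4 pairwise profiles of a TF and stage combine 2 fusion with 2 control libraries. A fusion library was rebuilt as the mean of its comparisons and a control library as the negative deviation of its comparisons from the mean of all 4, which leaves out any term that belongs to a single comparison. An SD given for 2 replicates covers the fusion libraries alone, since both are averaged over the same 2 controls. The promoter of a gene was taken from 5000 bp upstream to 500 bp downstream of its start and scored by the mean log2 ratio weighted by overlap with its fragments. The 4 libraries of each TF and stage were compared with limma (v3.58.1, R v4.3.3), with moderated variances that follow the mean (eBayes with trend), 2 residual degrees of freedom and adjustment by Benjamini and Hochberg over 19984 protein-coding genes with a value. Rebuilt controls cancel in the mean of a promoter. The mean that the variances follow is therefore set by the log2 ratio under test, not by read depth. All p-values named as adjusted for a promoter come from limma and are two-sided. The same model compared L4 with L2 for each TF relative to its controls. According to the paper's methods, part of each replicate's population was collected at L2 and the rest at L4, but which L2 sample goes with which L4 sample is not stated. With samples paired by number, the correlation of the deviations from the mean over promoters was 0.151 for *lin-22:dam* and -0.406 for its controls, and -0.0832 for *nhr-25:dam* and 0.0525 for its controls. A fit with replicate number as a block was therefore set beside the stage comparison. Fusion and control samples share only a number (correlation of deviations 0.426 at L2 and -0.243 at L4 for *lin-22:dam*, -0.0443 and -0.0376 for *nhr-25:dam*), and a block by that number was an alternative only.

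Genes came from Ensembl release 115 (the paper's methods give release 99), with 19985 protein-coding genes and 46926 genes of any biotype. Peaks were assigned to every protein-coding gene for which the peak's center lay within 6000 bp upstream of its start or 1000 bp downstream of its end, or to the closest such gene for location classes. Shares of peaks have exact 95% Clopper-Pearson intervals. Overlaps of peaks, their location and motifs in peaks were set against 1000 random placements of the peaks on their own chromosomes, and gene sets against 10000 random lists drawn within 50 bins of assignment window length, both with two-sided permutation p-values. Gene lists were also tested with Fisher's exact test (two-sided), adjusted over 16 lists and 4 profiles. A peak can be assigned to several neighboring genes, whereas these tests and the random lists treat genes singly. Their p-values can therefore be too small where genes of a list lie close together. The lists were Wnt signaling, epidermal transcription factors, neurogenesis transcription factors, Hox genes, Notch signaling, cuticle collagens, molting, Hedgehog-related and Patched-related genes, cell cycle, nuclear hormone receptors, ribosomal proteins, and markers of neurons, body wall muscle, intestine, germ line and pharynx. Of 175 collagen names, 174 were in the annotation. Signal over peaks and motifs is the mean within 250 bp minus that at 3000 to 5000 bp. Peaks were called again, for single comparisons and for fits without a library, as runs of at least 2 fragments above a quantile of 0.95 or more, with 20 shuffled profiles giving the FDR. Python (v3.11.15), numpy (v2.4.6), scipy (v1.17.1), pandas (v2.3.3) and matplotlib (v3.10.9) were used.

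The lists, the tests, the main settings, the alternatives and the rule for named genes were chosen before the data were examined, except where stated. Genes are named when the paper names them for a TaDa profile, or when they are among the 4 members of a list with the lowest adjusted p. They are also named when among the 10 highest promoters of a profile that passed and lay above 0 in all 4 comparisons. In a stage comparison, those among the 5 highest or lowest that passed are named. Values in the paper's Tables S1 and S2 had been seen when this rule was written. Alternatives were narrower promoter windows, scaled or centered profiles, fragments of at least 200 bp, profiles without sequences carried by the transgenes, limma without a trend, a replicate block, an FDR of 0.01, other assignment windows and annotations, other motif forms, and leaving out each library in turn, with the lone sample of a group then assumed to vary like the others. Without 1 fusion replicate, the variance of the promoter test rests on the 2 controls alone. The controls differed less than the fusion replicates, somewhat for *lin-22:dam* and more so for *nhr-25:dam*, so passing in such a fit does not show that a call holds. The promoter test was tested on simulated data, with a log2 ratio of 1, 2 or 4 added to 200 promoters. It recovered 91 and 92% of promoters raised by 1 for *lin-22:dam* at L2 and L4, and for *nhr-25:dam* 0 and 0% raised by 1, 0 and 63.5% raised by 2, and 82 and 96% raised by 4, with at most 1.09% false calls. More promoters than these 200 passed in the data for *lin-22:dam* and for *nhr-25:dam* at L4. There the test may recover more than in the simulation. In the stage comparison, it recovered 96, 99 and 100% of promoters changed by 1, 2 and 4 for *lin-22:dam*, with 6.80, 10 and 8.68% false calls, above the threshold of 5%, and 0, 70 and 96% for *nhr-25:dam*, with 0, 2.78 and 1.03%. Of 100 lists of randomly placed peaks, 9 had a p under 0.05 in the overlap test, where 5 would be the nominal number. The peak caller recovered 100% of planted runs in each profile, with at most 0.596% false calls. ATAC-seq, ChIP-seq and smFISH data of the paper, and its motif search and term enrichments, were not analysed here.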

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

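The crossed pairing of the stages, the test of a control Dam kept in the nucleus, the further list of muscle genes, the E-box form CAGSTG and the matching of random lists on E-boxes were chosen only after the results they bear on were seen.

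LIN-22 signal differed between the stages over many promoters, a difference between groups that the paper does not report. Relative to the controls, the *lin-22:dam* signal was higher at L4 than at L2 over 1715 promoters and lower over 220 (adjusted p under 0.05 from limma, 8 libraries). Among the largest increases that passed were those over the promoters of *txt-5*, with a log2 difference of 1.74 (adjusted p = 0.0108), *dpsm-1*, with 1.65 (adjusted p = 0.0157), the astacin protease gene *nas-19*, with 1.54 (adjusted p = 0.00946), *mab-31*, with 1.48 (adjusted p = 0.0103), and the Hedgehog-related gene *grl-3*, with 1.47 (adjusted p = 0.0105). Among the largest decreases that passed were those over *hog-1*, another Hedgehog-related gene, with -0.68 (adjusted p = 0.0156), the helix-loop-helix gene *hlh-2*, with -0.52 (adjusted p = 0.0388), the helicase gene *skih-2*, with -0.48 (adjusted p = 0.0404), the saposin-like gene *spp-22*, with -0.44 (adjusted p = 0.0473), and the zinc finger gene *tlp-1*, with -0.43 (adjusted p = 0.0265). By the paper's methods, part of each replicate's population was collected at L2 and the rest at L4, but which L2 sample goes with which L4 sample is not stated. With replicate number as a block, limma called 0 promoters higher and 0 lower, while 3473 were higher at an unadjusted p under 0.05. With the block, the adjusted p of *txt-5*, *dpsm-1*, *nas-19*, *mab-31*, *grl-3*, *hog-1*, *hlh-2*, *skih-2*, *spp-22* and *tlp-1* lay between 0.0546 and 0.124. With the L4 control numbers crossed in the block, it called 946 higher and 79 lower, and the adjusted p of these genes, from *txt-5* to *tlp-1*, lay between 0.0358 and 0.0811. With simulated changes of 1, 2 and 4 in 200 promoters, 6.80, 10 and 8.68% of the calls of this stage comparison were false, above the 5% aimed at.

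The stage difference of *lin-22:dam* also depended on single libraries. Without *lin-22:dam* L2 replicate 1, limma called 320 promoters higher and 53 lower, without *lin-22:dam* L2 replicate 2 430 and 24, without *NLS-GFP:dam* L2 replicate 1 459 and 37, and without *NLS-GFP:dam* L2 replicate 2 103 and 1. Without *lin-22:dam* L4 replicate 1 it called 2357 and 186, without *lin-22:dam* L4 replicate 2 1303 and 82, without *NLS-GFP:dam* L4 replicate 1 925 and 72, and without *NLS-GFP:dam* L4 replicate 2 72 and 3. Each of *txt-5*, *dpsm-1*, *nas-19*, *mab-31*, *grl-3*, *hog-1*, *hlh-2*, *skih-2*, *spp-22* and *tlp-1* missed the threshold without *NLS-GFP:dam* L2 replicate 2 (adjusted p up to 0.218) and without *NLS-GFP:dam* L4 replicate 2 (up to 0.141). Some of them also missed it without *lin-22:dam* L2 replicate 1 (adjusted p up to 0.127), *lin-22:dam* L2 replicate 2 (0.0745), *NLS-GFP:dam* L2 replicate 1 (0.0849), *lin-22:dam* L4 replicate 1 (0.0787), *lin-22:dam* L4 replicate 2 (0.138) and *NLS-GFP:dam* L4 replicate 1 (0.129). For *nhr-25:dam*, limma called 0 promoters higher and 0 lower between the stages, with 255 higher and 1145 lower at an unadjusted p under 0.05. These counts too depended on single libraries. In simulated data, the stage test recovered 0% of *nhr-25:dam* promoters changed by 1 log2 unit and 70% changed by 2. For *lin-22:dam* it recovered 96 and 99%. The counts of 0 therefore do not show that *nhr-25:dam* signal was alike at the stages.

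Mitochondrial DNA carried more signal than any nuclear region of its length in every profile, a signal in data the paper does not discuss. The mean log2 ratio over the mitochondrial genome was 7.39 ± 0.12 for *lin-22:dam* at L2, 7.94 ± 0.78 for *lin-22:dam* at L4, 8.38 ± 0.27 for *nhr-25:dam* at L2 and 6.48 ± 1.56 for *nhr-25:dam* at L4 (SD, n = 2 replicates). None of 8770 nuclear windows of 11429 bp reached these values, the highest being 1.67, 1.84, 3.42 and 3.16.

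A single library with unusual mitochondrial DNA content is argued against by all comparisons, since the lowest mitochondrial mean of the 16 was 4.95. The mitochondrial mean exceeded the 99th percentile of nuclear windows by at least 5.13 in all profiles, which restates the observation and so does not bear on its cause. Exclusion of the control Dam from mitochondria by its nuclear localization signal cannot be told apart from binding of the TFs to mitochondrial DNA, because every control carries that signal and none lacks it. The strain, stage and replicate labels give no other contrast with which to test a biological explanation.

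Genes of body wall muscle were common among the targets of both TFs, although the fusions were driven by an epidermal promoter, a signal outside the genes that the paper discusses. Of 12 body wall muscle markers, 12 and 11 were putative targets of LIN-22 at L2 and L4, and 10 and 8 of NHR-25, where random lists matched on window length held 2.67, 2.60, 2.91 and 2.91 on average (permutation adjusted p = 0.00128 for LIN-22 at both stages and NHR-25 at L2, and 0.0197 for NHR-25 at L4). Of 29 further muscle genes, 21 and 22 were targets of LIN-22 and 14 of NHR-25 at L2, above matched lists, and 10 of NHR-25 at L4, which did not pass (permutation p = 0.137). Neighboring genes can be targets through the same peak, which random lists of single genes do not take into account. In the promoter test, 7 of the 12 markers were higher in *lin-22:dam* at L2 and 10 at L4 (11 at each stage when adjusted over the list alone), with log2 ratios of 1.33 and 1.06 for *unc-15*, which encodes paramyosin, 0.99 and 0.83 for *lev-11*, which encodes tropomyosin, and 0.48 and 0.48 for *myo-3*, which encodes a myosin heavy chain. None of the L2 calls of *unc-15*, *lev-11* and *myo-3* held without *lin-22:dam* replicate 1 or 2 or *NLS-GFP:dam* replicate 1 or 2. At L4, these genes passed without *lin-22:dam* replicate 1, but not without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2. Without 1 *lin-22:dam* replicate, the variance rests on the 2 controls alone, so passing there does not show that a call holds. Of 18 neuron, 14 intestine, 14 germ line and 7 pharynx markers, 2, 0, 3 and 2 were LIN-22 targets at L2, 2, 1, 3 and 2 at L4, and 2, 4, 6 and 2 and 4, 6, 6 and 1 were NHR-25 targets at L2 and L4, none passing Fisher's exact test after adjustment.

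Reads from the *unc-54* 3' UTR in the transgenes are argued against as the whole source, since without *unc-54* 11 and 10 of 11 markers were LIN-22 targets, at percentile 100 of matched lists. The number of CAGSTG E-boxes near the genes is argued against in the same way, with percentile 100 of lists matched on it, and so is the choice of the 12 genes, with percentile 100 for the further list. A single *lin-22:dam* library is argued against because the median promoter ratio of the 12 genes was 0.65, 0.77, 0.70 and 0.78 in the 4 replicates, each at percentile 100 of random lists, whereas in *nhr-25:dam* it was 1.06 and 1.01 at L2 and 0.23 and -0.25 at L4, at percentiles 99.99, 100, 49.2 and 0.34. What stays open as a hypothesis is that the fusions may be expressed in muscle as well, or that accessible muscle genes in the epidermis take up signal. The *NLS-GFP:dam* control has the same promoter and is the denominator of the ratio. Either hypothesis would thus raise the ratio only if the fusion gained more than the control. The paper itself names off-target binding of fusions and expression in other tissues as risks of the method. Neither hypothesis was tested because no sample comes from a single tissue.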

How the results depend on the processing

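The fits without mitochondrial genes, the crossed pairing of the stages, correlations over nuclear chromosomes alone and the E-box CAGSTG were chosen only after the data had been seen. All alternatives that were planned were run. The limits are the 4 libraries behind each comparison of a TF with its control, the single rebuilt sample that stands for a group when 1 library is left out, and ratios without counts, from which low depth cannot be recognized. The windows around genes and the length of GATC fragments limit the position of a signal.

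The number of promoters with higher signal than the control depended on the libraries and on the promoter window. Leaving out each library in turn gave 0 to 7 for *lin-22:dam* L2, 0 to 4866 for *lin-22:dam* L4, 9 to 6438 for *nhr-25:dam* L2 and 694 to 13796 for *nhr-25:dam* L4. With a promoter window of 2 kb upstream it was 0, 2400, 8 and 392 in the same order, and with 1 kb 0, 1080, 13 and 73 (for the counts of 0, limma gave 3329 and 2877 at an unadjusted p under 0.05). Without a variance trend, 1068 were higher for *nhr-25:dam* L2. With each profile divided by its SD, 0 were higher for *nhr-25:dam* L2 (4641 at an unadjusted p under 0.05). With fusion and control numbers as a block, which share only a number, 0 were higher for *lin-22:dam* L4 (6186 at an unadjusted p under 0.05) and 2258 for *nhr-25:dam* L4. The cause was not tested for any of these. Without mitochondrial genes, 2216, 5139, 15 and 1092 were higher.

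Counts of promoters changed between L2 and L4, lin-22:dam first, were 0 with replicate number as a block (limma, with 3473 higher and 972 lower at an unadjusted p under 0.05), 1025 (946 higher and 79 lower) with the L4 control numbers crossed in the block, 971 with a window of 2 kb and 75 to 2543 without 1 library. For promoters changed between L2 and L4, nhr-25:dam gave 0 to 577 without 1 library (limma, with 1145 lower at an unadjusted p under 0.05 when all libraries were used). For none of them was the cause tested.

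Of 10560 promoter values of named genes under an alternative, 8966 kept their direction and side of the threshold, 1110 fell below it, 461 rose above it and 23 changed sign. With a window of 2 kb, the log2 ratio became -0.011 for *hlh-2*, -0.012 for *cam-1* and -0.023 for *nas-36* in *lin-22:dam* L4, -0.044 for *php-3* in *lin-22:dam* L2 and -0.0053 for *nhr-74* in the stage difference. With 1 kb, it became 0.0016 for *col-166*, -0.035 for *cki-2*, -0.012 for *cam-1* and -0.044 for *nas-36* in *lin-22:dam* L4, and -0.13 for *php-3* and -0.038 for *nekl-3* in *lin-22:dam* L2, and the cause was not tested. In *nhr-25:dam* L4, leaving out 1 library moved promoters across 0, over a range of -0.53 to 0.33 (*mom-1*), -0.14 to 0.35 (*bar-1*), -0.43 to 0.19 (*bro-1*), -0.24 to 0.17 (*pat-9*), -0.40 to 0.20 (*hot-1*), -0.26 to 0.88 (*hlh-2*), -0.15 to 0.13 (*axl-1*), -0.51 to 0.48 (*act-4*), -0.44 to 0.21 (*unc-54*), -0.15 to 0.20 (*lin-39*), -0.26 to 0.18 (*bli-5*), -0.21 to 0.37 (*nas-36*).

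Rank correlation lowered Pearson's r between replicates to 0.427 and 0.557 for *lin-22:dam* and 0.275 and 0.406 for *nhr-25:dam*, and between averaged profiles to 0.427 (*lin-22:dam* L2 with L4), 0.403 (*nhr-25:dam* L2 with L4), and across the TFs to 0.127 (L2 with L2), 0.114 (*lin-22:dam* L2 with *nhr-25:dam* L4), 0.128 (*lin-22:dam* L4 with *nhr-25:dam* L2) and 0.107 (L4 with L4). Without the 0.1% of fragments with the largest ratios, r between *nhr-25:dam* replicates was 0.437 and 0.601, and over fragments of at least 200 bp it was 0.464 at L2. The first principal component held 50.1% of the variance after division by SD and 43.4% without the largest fragments. Causes were not tested.

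The excess of upstream over gene body signal stayed positive. Over 500 bp it was 0.0457 and 0.0544 for *lin-22:dam* and 0.124 for *nhr-25:dam* L4, over 2 kb 0.0351, 0.0363, 0.0844 and 0.0956 for the 4 profiles, and for genes with distant neighbors 0.0755, 0.0773, 0.168 and 0.184. Without 1 library it was 0.0367 to 0.0461 for *lin-22:dam* L2 and 0.111 to 0.121 for *nhr-25:dam* L4, and the cause was not tested.

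Peaks with an FDR under 0.01 numbered 1296 for *lin-22:dam* L4 and 1317 for *nhr-25:dam* L4, fewer by construction. The share of peaks upstream of or over the start of a gene was 39.5, 37.1, 35.8 and 38.2% with an upstream reach of 2 kb, which by construction leaves out distant peaks, 37.5, 37.5, 35.7 and 37.8% with genes of every biotype, and 45.7 and 48.2% for *nhr-25:dam* under an FDR of 0.01. Without 1 library, 22.0 to 41.0% of *lin-22:dam* L2 peaks overlapped *nhr-25:dam* L2 peaks, and 18.9 to 35.3% the other way, 18.6 to 31.8% of *nhr-25:dam* L2 peaks overlapped *lin-22:dam* L4 peaks (the lowest of each without *nhr-25:dam* L2 replicate 2), and the peak at *mig-14* in *nhr-25:dam* L4 had -0.0046 to 4.27, and apart from what follows by construction the cause was not tested.

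Over peaks that overlap no peak of the fusion measured, which leaves out shared regions by construction, the excess of *lin-22:dam* L2 over *nhr-25:dam* L2 and L4 peaks was 0.023 and 0.014, that of *lin-22:dam* L4 -0.011 and 0.0086, that of *nhr-25:dam* L2 over *lin-22:dam* L2 and L4 peaks 0.49 and 0.26, and that of *nhr-25:dam* L4 -0.13 and -0.18. Over all peaks and without 1 library, it was 0.44 to 0.51 for *lin-22:dam* L4 over *nhr-25:dam* L2 peaks, 1.08 to 1.46 for *nhr-25:dam* L2 over *lin-22:dam* L2 peaks and 0.87 to 1.16 over *lin-22:dam* L4 peaks, and for *nhr-25:dam* L4, whose replicates lay further apart, 0.34 to 0.65 over *lin-22:dam* L2 peaks and 0.33 to 0.55 over *lin-22:dam* L4 peaks, and the cause was not tested.

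TGACCTTG occurred in 3.12% of *lin-22:dam* L2 peaks with an FDR under 0.01 (permutation p = 0.276), in 2.90% against random placement within promoters (permutation p = 0.0559) and in 2% of the 200 highest shared peaks (permutation p = 0.699), below random placement. CACRTG occurred in 47% of the 200 highest shared *nhr-25:dam* peaks (permutation p = 0.430). Around motifs inside promoters, the excess over TGACCTTG was 0.035 and 0.018 for *lin-22:dam* and 1.16 for *nhr-25:dam* L2, and over CACRTG 0.038 and 0.036 for *lin-22:dam*, 0.035 for *nhr-25:dam* L2 and 0.013, of the opposite sign, for *nhr-25:dam* L4. Without 1 library, the excess over CACRTG was 0.027 to 0.031 for *lin-22:dam* L4 and 0.0070 to 0.016 for *nhr-25:dam* L2. The cause was not tested.

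Putative targets numbered 1780, 1835, 2226 and 2374 with an upstream reach of 2 kb, 1498, 1507, 1685 and 1795 with the closest gene alone, and 2373 for NHR-25 L4 under an FDR of 0.01, where 349 genes were shared by all 4 sets, fewer by construction. Of the gene lists that passed for LIN-22, 3 did at L2 and 1 at L4 against matched lists, and 1 at L4 with an upstream reach of 2 kb or an FDR of 0.01. CRE1 of *lin-17* had 0.68 to 1.09 in *lin-22:dam* L4 and CRE2 3.05 to 3.73 in *lin-22:dam* L2 without 1 library, and fragments with a ratio other than 0 in all 16 pairwise profiles had a mean length of 427.8 bp. The cause was not tested. With at least 50% overlap, 81.2, 78.0, 39.7 and 55.4% of peaks recurred between comparisons, above random placement (permutation p = 0.002 for each). Without 1 library, the signal over the coding exons of *lin-22* was -0.031 to 0.045 in *lin-22:dam* L2 and -0.019 to 0.014 in L4, on both sides of 0, and that over the *nhr-25* locus without its coding exons 2.13 to 2.71 in *nhr-25:dam* L2 and 2.02 to 2.47 in L4. The fragments of *lin-22* with no coding exon had 0.065 in *nhr-25:dam* L2, -2.02 without *nhr-25:dam* replicate 1 and 2.14 without *nhr-25:dam* replicate 2.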

Differences from the paper's values

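The comparison of scores in the paper's Tables S1 and S2 with the peak lists was chosen only after values were seen.

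For every number of the paper that was also computed here, from peak numbers to overlaps, location classes, target genes and fragment lengths, no value differed both by more than 1.5 times and by more than the SD between replicates where there is one. This wide limit also takes in shares outside a bound or range given in the paper. Of upstream peaks, 42.5 to 50.3% lay within 2 kb (46 to 54% in the paper). Peaks upstream or over the start reached 48.1% (47.3%). Of peaks inside genes, 24.0 to 31.7% lay in introns alone (24.3 to 28.5%) and up to 9.92% in exons alone (9%). Up to 46.9% of LIN-22 targets were shared with NHR-25 (46.4%), and 28.3 to 37.2% of NHR-25 targets with LIN-22 (29.3 to 35.3%). Shares of overlapping peaks are taken up below. Other statements of the paper were compared with the values, and where the measures are unlike this is said.

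The paper places a bound on the share of peaks that overlap across the TFs. The highest of the 8 shares, that of *lin-22:dam* L2 peaks overlapping *nhr-25:dam* L2 peaks, was 33.6% (95% Clopper-Pearson interval 31.5 to 35.7%), just above that bound, and the other 7 lay between 21.9 and 32.8%, below it. With *nhr-25:dam* L2 peaks called without *nhr-25:dam* replicate 2, the share of *lin-22:dam* L2 peaks was 22.0%, below the bound. The paper gives a range for the share of overlaps that lie in promoters, and over all 12 ordered pairs the share ran from 64.6 to 75.6%, which reaches beyond both of its ends.

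The paper states that *elt-1* and *egl-18* have significant *nhr-25:dam* signal in their promoter regions. Its significance is that of peaks, whereas the tests here are of promoter means, so a promoter that does not pass is no contradiction. For *elt-1*, the peaks lie inside the gene or over its end, with centers 2.458 kb (L2) and 0.374 and 5.051 kb (L4) downstream of its start, of which that at 0.374 kb falls within the promoter window. The mean over the promoter had a log2 ratio of 0.80 at L2 (adjusted p = 0.554 from limma) and 0.50 at L4 (adjusted p = 0.444). Of the settings tried, the *elt-1* promoter was called only without *nhr-25:dam* replicate 1, with 1.97 at L2 (adjusted p = 0.0346) and 0.90 at L4 (adjusted p = 0.0176), and over all of them adjusted p ran from 0.0346 to 0.858 and from 0.0176 to 1.00. For *egl-18*, a peak lies over the start at L4 and the promoter had 1.47 (adjusted p = 0.0202), while at L2 the only peak is centered 9.012 kb inside the gene and the promoter had 1.65 (adjusted p = 0.112). It was called at L2 without a variance trend (adjusted p = 0.0404 from limma). Without *nhr-25:dam* replicate 1 or 2, its L2 ratio was 1.42 and 1.87. The variance then rests on the 2 controls alone, so a call in those fits does not show that it holds.

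The paper states that *cki-1*, *rnt-1* and *lin-17* have significant *lin-22:dam* signal in their promoter regions, again by peaks, and each of these genes has a peak at L2. In the test of promoter means, the promoters of *cki-1* and *lin-17* passed at both stages and that of *rnt-1* passed at L4, but at L2 the *rnt-1* promoter had 0.19 with an adjusted p of 0.0547, although peaks lie upstream of it and over its start, so that the paper's statement is not contradicted by peaks. Of the settings tried, it was called at L2 only with each profile divided by its SD, with 0.45 (adjusted p = 0.0365, over a range of 0.0365 to 0.397).

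The paper states that *lin-22:dam* signal is not enriched over the motif of NHR-25. Around TGACCTTG, *lin-22:dam* had a small excess of 0.0246 ± 0.00627 at L2 and 0.0122 ± 0.00276 at L4 (SD, n = 2 replicates), against 1.11 and 1.00 for *nhr-25:dam*, and around TCAAGGTCA it had 0.0306 ± 0.000820 and 0.0210 ± 0.00398, against 1.55 and 1.34. The paper's motif is a matrix from a motif search and each of these a single word, so the measures are unlike.

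In the copies of the paper's tables used here, part of which end early, the scores of Table S1 equal those of the peak lists for every peak found. In Table S2, the score column of LIN-22 at L4 matched the list for 674 of 674 peaks, and that of LIN-22 at L2 for 4 of 1050 (r = 0.0273 between the columns). No value here rests on that column.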

Other observations

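None of the tests reported here was chosen only after its result was seen.

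Within the Wnt pathway, the promoter test at L4 reached genes beyond the targets that the paper names for LIN-22. At L4, 13 of 28 Wnt genes had higher *lin-22:dam* than control signal and 1 lower (14 and 2 when adjusted over the list alone). Among them, named after the values were seen, are *gsk-3*, which encodes a kinase that marks beta-catenin for destruction, with a log2 ratio of 0.83 (adjusted p = 0.0190 from limma), *lin-18*, which encodes a Ryk receptor, with 0.61 (adjusted p = 0.0203), and *pry-1*, which encodes an Axin protein, with 0.20 (adjusted p = 0.0190). No *lin-22:dam* peak of L4 was assigned to *lin-18* or *pry-1*. Over all 19984 promoters, 5183 were higher at L4 and 1166 lower. In other lists, 8 of 18 neuron markers and 5 of 11 Notch genes were higher, but only 29 of 174 cuticle collagen genes and 2 of 14 intestine markers. Whether the Wnt share differs from these was not tested. Without *lin-22:dam* replicate 1, 10 Wnt promoters were higher, and without *lin-22:dam* replicate 2, *NLS-GFP:dam* replicate 1 or *NLS-GFP:dam* replicate 2, limma called 0, with 11, 15 and 8 at an unadjusted p under 0.05, so that *gsk-3*, *lin-18* and *pry-1* passed only without *lin-22:dam* replicate 1 (adjusted p of 0.0582 or more otherwise). The promoter of *pry-1* was also higher in *nhr-25:dam* at L4, with 1.33 (adjusted p = 0.0231 from limma).

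Of 269 nuclear hormone receptor genes, 39 and 53 were putative targets of LIN-22 at L2 and L4 (Fisher's exact test, adjusted p = 0.995 and 0.0453) and 58 and 67 of NHR-25 (0.266 and 0.0407), and neither L4 count passed against lists matched on window length (adjusted p = 0.0752 and 0.0529). Of 27 neurogenesis TF genes, 7 and 2 were targets of LIN-22 (exact test, adjusted p = 0.244 and 0.681) and 5 and 6 of NHR-25 (0.955 and 0.846). Of 11 Notch genes, 1 and 1 were targets of LIN-22 and 3 and 2 of NHR-25, and of 78 ribosomal protein genes 12 and 10 and 17 and 18, none of which passed. The promoter of *lin-22* itself had a log2 ratio of 0.086 at L2 (adjusted p = 0.0958 from limma) and 0.092 at L4 (adjusted p = 0.0237), and at L4 it missed the threshold without *lin-22:dam* replicate 1 or 2 or *NLS-GFP:dam* replicate 1 or 2 (adjusted p of 0.0740 or more).

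Signal over the *nhr-25* locus could come from the copy of the coding sequence in the transgene, which fragments with coding exons would then show above the rest of the gene. In the 4 *nhr-25:dam* replicates, these fragments lay below those without a coding exon, by differences of -3.12 and -1.53 at L2 and -1.42 and -1.41 at L4. The 20 fragments with no coding exon, from 5 kb upstream to the end of the gene, had means of 2.71 and 2.13 at L2 and 2.03 and 2.46 at L4, and 55 and 65% of them lay in a peak, which argues against reads from the transgene as the whole source.

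The lower correlation between *nhr-25:dam* replicates could come from counting noise of single fragments, which windows would average out. Over windows of 5 kb, r was 0.625 at L2 and 0.732 at L4, and over 20 kb 0.678 and 0.743, against 0.945 and 0.957 over 5 kb for *lin-22:dam*. With counting noise as the cause, r over 5 kb had to rise above 0.8 at both stages, which it did not, and with another cause it had to stay under 0.7 at both, which it did at L2 alone, so noise and a difference between the replicates cannot be told apart without read counts.

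Lists whose genes have long windows could hold more targets because peaks fall into them by chance. Of the list and profile pairs that were over-represented by Fisher's exact test, 16 lay above the central 95% of random lists matched on the length of the assignment window, which for 14 of them argues against length as their whole cause. The nuclear hormone receptors among the 16, for LIN-22 and NHR-25 at L4, did not pass after adjustment (adjusted p = 0.0752 and 0.0529), so length stays open for them. The other 2, epidermal transcription factors and cell cycle for LIN-22 at L2, lay within it, and for these 2 window length stays a candidate explanation.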
